# *devCellPy* is a machine learning-enabled pipeline for automated annotation of complex multilayered single-cell transcriptomic data

**DOI:** 10.1038/s41467-022-33045-x

**Published:** 2022-09-07

**Authors:** Francisco X. Galdos, Sidra Xu, William R. Goodyer, Lauren Duan, Yuhsin V. Huang, Soah Lee, Han Zhu, Carissa Lee, Nicholas Wei, Daniel Lee, Sean M. Wu

**Keywords:** Stem-cell differentiation, Differentiation, Machine learning

## Abstract

A major informatic challenge in single cell RNA-sequencing analysis is the precise annotation of datasets where cells exhibit complex multilayered identities or transitory states. Here, we present *devCellPy* a highly accurate and precise machine learning-enabled tool that enables automated prediction of cell types across complex annotation hierarchies. To demonstrate the power of *devCellPy*, we construct a murine cardiac developmental atlas from published datasets encompassing 104,199 cells from E6.5-E16.5 and train *devCellPy* to generate a cardiac prediction algorithm. Using this algorithm, we observe a high prediction accuracy (>90%) across multiple layers of annotation and across de novo murine developmental data. Furthermore, we conduct a cross-species prediction of cardiomyocyte subtypes from in vitro*-*derived human induced pluripotent stem cells and unexpectedly uncover a predominance of left ventricular (LV) identity that we confirmed by an LV-specific TBX5 lineage tracing system. Together, our results show devCellPy to be a useful tool for automated cell prediction across complex cellular hierarchies, species, and experimental systems.

## Abstract (web summary)

A major informatic challenge in single cell RNA-sequencing analysis is the precise annotation of datasets where cells exhibit complex multilayered identities or transitory states. Here the authors present devCellPy, a Python-based package that enables the automated prediction of cell types across complex cellular hierarchies, species, and experimental systems with high accuracy, particularly for developmental scRNA-seq datasets.

## Introduction

Over the past decade, single-cell RNA sequencing (scRNA-seq) technologies have provided unprecedented insight into the transcriptional landscapes that regulate embryonic development, cell identities, and disease states^1–7^. As the number of cells obtained from these experiments continues to grow, bioinformaticians are faced with an increased burden to identify thousands of cells often through the laborious process of unsupervised clustering and manual cell type assignment^8^. Moreover, manual cell type assignment can result in high variability of cell annotation between research groups as well as poor reproducibility in cell identification between experiments^9^.

To address this challenge, multiple groups have developed informatics tools to assign cell identities that utilize reference datasets to map annotations onto newly collected data^10–16^. While these tools have provided powerful annotation algorithms, a major limitation is the lack of fully automated processes for classifying cells across complex hierarchies of annotations where cells exhibit multiple subclasses of identities or temporally restricted cell types. For example, in scRNA-seq data collected from developing embryos, cells exhibit dynamic and transitory cell states as well as finer cell identities. Certain cell identities may only be present during defined timepoints of development which creates an additional challenge when attempting to automatically assign cell identities using algorithms that do not account for temporal variables when training prediction models. Moreover, these finer identities are often undetectable without extensive sub-clustering of the data and recalculation of new dimensionally reduced feature spaces^1,9,17^. Automated cell prediction algorithms often require users to construct individual reference models to achieve annotation of highly granular subclasses of cells^11–13,15,17,18^. This challenge is especially highlighted in developmental datasets where cell types exist within restricted periods of development, therefore, complicating the generation of a unified prediction model that can assign cell identities based on the timepoints being queried.

To address these challenges, we present *Dev*elopmental *Cell* Prediction in *Py*thon (*devCellPy*) a Python-based package for the automated prediction of cell identities across highly complex annotation hierarchies obtained from any tissue or species. The basis for *devCellPy*’s prediction model is extreme gradient boosting (XGBoost), a supervised machine learning method that works by using a series of gradient-boosted decision tree ensembles to learn the set of input features needed to create accurate predictions^19^. Importantly, XGBoost has demonstrated resounding success in multiple fields ranging from medicine, finance, marketing, and public health and has previously been successful for cell classification through the CaSTLe algorithm implemented in R programming language^11,19^. Furthermore, we chose XGBoost due to its scalability for high dimensional data, computational efficiency, resistance to overfitting, and ability to handle missing values such as missing genes between datasets^1,2^. Moreover, XGBoost allows for automated identification and weighing of features used for making predictions which provides a direct understanding of how the algorithm makes certain classifications. *DevCellPy* provides a significant advance in the automated assignment of cell identities by learning the annotation hierarchy of a particular reference dataset and creating prediction models to classify cells across all layers of annotation in a fully automated manner. Importantly, the algorithm allows for timepoint variables to be incorporated into the annotation hierarchy, therefore, allowing for the classification of cell identities present within restricted time periods.

To demonstrate the power of *devCellPy* for multilayered cell prediction, we constructed a single large-scale cardiac developmental cell atlas from multiple publicly available scRNA-seq datasets spanning from E6.5 to E16.5 of murine heart development. We tested *devCellPy* on a cardiac developmental dataset due to the highly complex number of distinct cell type annotations present during the development of the heart. The heart is derived from two populations of highly similar progenitor populations known as the first and second heart fields which give rise to distinct cardiac regions^1,20–22^. Importantly, cell types within the heart exhibit anatomically patterned gene expression patterns that vary through time, thus providing an optimal system to illustrate the predictive power of *devCellPy*^1,22^.

We trained *devCellPy* on this cardiac developmental atlas and validated the algorithm’s highly accurate (>90%) predictive capacity across multiple layers including time-restricted cell populations. Moreover, we successfully applied our *devCellPy-*generated cardiac prediction algorithm on data unseen during training and demonstrated its accuracy relative to previously published cell prediction algorithms. Lastly, we applied our algorithm to predict cardiac differentiation outcomes of human-induced pluripotent stem cells (hiPSCs) and found, surprisingly, a left ventricular cardiomyocyte predominant differentiation of hiPSCs. This result was further validated using an in vitro lineage tracing strategy with a *TBX5*-*Cre*/LoxP and *MYL2* fluorescence reporter, demonstrating the broad applicability of our algorithm for predicting cardiac cell types across species.

## Results

### *devCellPy* enables the generation of a multilayered prediction algorithm for cell type and subtype classification

To address the challenge of automated classification of cell types and subtypes in a hierarchical fashion, we constructed *devCellPy*, a Python-based package for the generation of a cell identity prediction algorithm that incorporates the element of time. *devCellP*y consists of training and prediction steps. During the training component, an annotated reference dataset containing multiple layers of annotation is used for training the algorithm (Fig. 1a and in the section “Methods”). Users provide *devCellPy* with an annotation hierarchy specifying multiple layers and classes of cells within the dataset, including timepoint variables to construct an annotation hierarchy that is cell type and time-dependent. Furthermore, users provide a log-normalized expression matrix for all cells in the reference data and a metadata table containing single cell annotations across all layers of the hierarchy (Fig. 1b). We introduce the LayerObject class within *devCellPy* to create an organized data structure where the algorithm learns the annotation hierarchy of a dataset and contains information of each layer’s position within the hierarchy (Fig. 1c). This system allows for the automated classification of cell subtypes across the correct branches of the hierarchy. An XGBoost prediction model is trained for each layer of the hierarchy and is stored within its layer’s respective LayerObject.

**Fig. 1:**
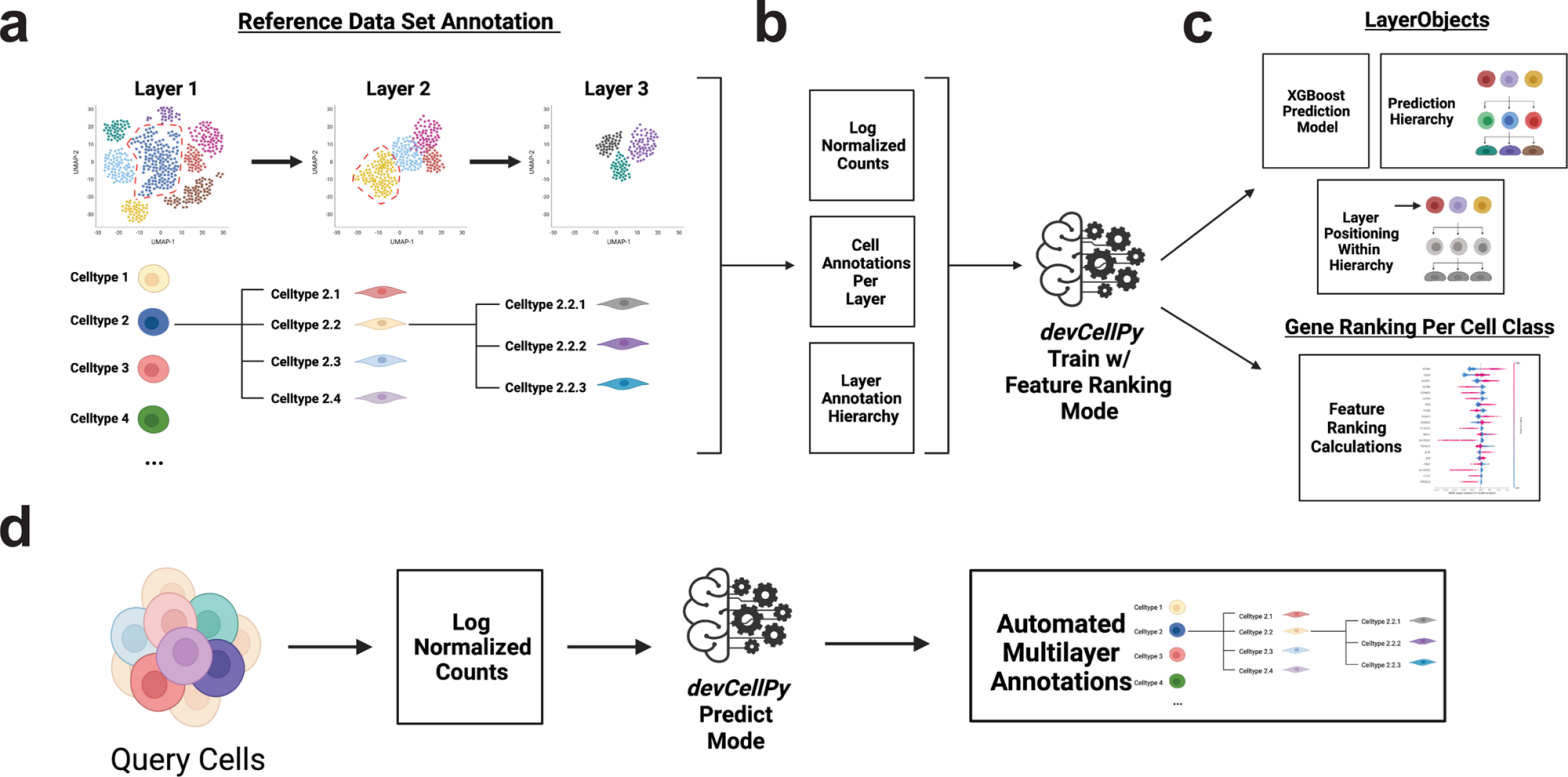
Overview of *devCellPy*. *devCellPy* is a multilayered machine learning algorithm for the hierarchical annotation of single-cell RNA-seq data. **a** Reference data is constructed by conducting annotation of the dataset across multiple layers. These layers follow a hierarchical structure where cell subtype annotations are nested within broader categories. The hierarchical structure can be present for any combination of layers and sublayers. **b** To train *devCellPy*, log normalized counts, individual cell annotations per layer, and a layer annotation hierarchy are fed into the algorithm’s train mode. **c** *devCellPy* will create a LayerObject for each layer of annotation within the hierarchy. The LayerObject consists of an XGBoost prediction model that is trained on the reference data and will also encode the position of the layer within the annotation hierarchy. LayerObjects allow for the automated prediction of cell types across all layers of annotation. Importantly, *devCellPy* follows the hierarchy’s organizational logic meaning that cell subtypes will be predicted only if they fall within a specified branch within the hierarchy. Under the feature ranking mode, *devCellPy* will use the SHAP algorithm to determine the positive and negative gene predictors per cell type annotated. **d** *devCellPy* can conduct automated prediction of query cells by exporting log normalized counts and feeding the matrix to the algorithm. The output will contain an automated annotation across multiple layers.

In addition to LayerObjects, we also implemented the recently developed Shapley Additive exPlanations (SHAP) algorithm into *devCellPy*^23^. SHAP is an algorithm that allows for the identification of the features used by tree ensemble methods to make predictions^23^. This method allows *devCellPy* to output gene markers that are automatically identified during training for making cell type classifications thus highlighting the top positive and negative gene markers used for classifying cell types in a dataset of interest (Fig. 1c). After training *devCellPy* on a reference dataset, users can then use the *devCellPy*-generated prediction algorithms to classify a query dataset by exporting a log normalized counts matrix that is loaded directly into the algorithm (Fig. 1d). *devCellPy* will automatically read in the matrix file and will use the prediction models stored in the LayerObjects to output a multilayered cell type and subtype prediction of the query cells. In addition to providing output annotations, *devCellPy* will also output probability metrics for each cell classified to provide users with information on the confidence of the algorithm in making cell predictions (see the “Methods” section). Overall, the algorithm is structured to allow users to create trained models based on any reference scRNA-seq dataset acquired from any tissue from any model organism and can easily export these models to conduct predictions on new datasets of similar cell types and subtypes.

### Construction of large-scale cardiac developmental atlas

To test the performance of *devCellPy* at generating highly accurate prediction algorithms for conducting multilayered cell annotations, we first assembled a large-scale scRNA-seq atlas of mesoderm-derived cardiac developmental cell types from four publicly available datasets^24–26^. To construct this atlas from independent datasets, we downloaded raw data from three major studies profiling developing embryonic mouse hearts spanning from cardiac progenitors to late-stage cardiac maturation stages of development (Fig. 2a). Each individual dataset underwent a first layer annotation of unsupervised clusters (Supplementary Fig. 1). After identifying major mesoderm-derived cell populations relevant to cardiac development^20,21,27^ (Fig. 2b, Supplementary Figs. 1, 2), we integrated the data from these three cardiac datasets with early cell types from a recently published gastrulation cell atlas^2^. Using the mutual nearest neighbor correction algorithm^28^, we integrated all datasets and observed the emergence of a clear developmental trajectory spanning from early gastrulation to terminal differentiation of major cardiac cell types encompassing a total of 104,199 cells (Fig. 2b, c).

**Fig. 2:**
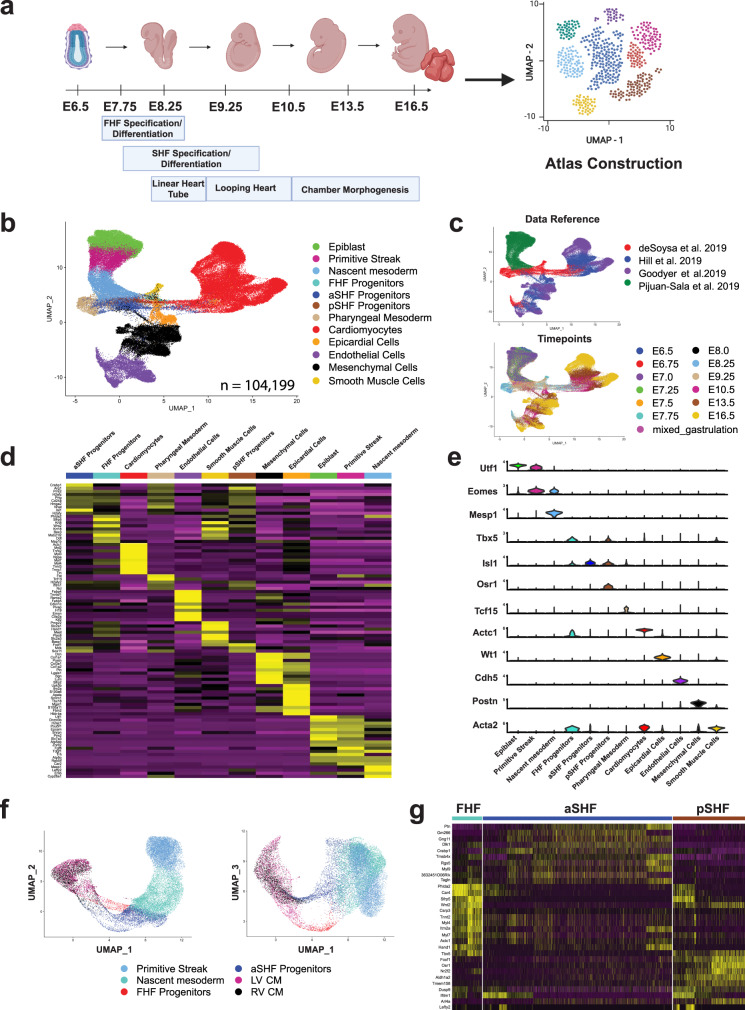
Compilation and annotation of mesoderm-derived cardiac developmental cell atlas. Data from four previously published datasets were downloaded, annotated, and integrated to construct a cardiac developmental cell atlas of mesoderm-derived cell types. **a** Schematic of major timepoints is included in the compiled atlas along with labeling of major events during cardiac development. **b** UMAP plot showing integration and batch correction of all annotated datasets into a unified developmental trajectory. **c** UMAP plots demonstrating the labeling and positioning of cells from all four reference datasets and timepoints included in the cardiac atlas. **d** Top 10 differentially expressed markers averaged across all cell types and presented in a heatmap plot. **e** Violin plot representation of top 12 markers most highly expressed markers across all major cell types. **f** UMAP plots displaying three-dimensional UMAP axes showcasing first heart field (FHF) and anterior second heart field (aSHF) branching trajectories from mesodermal progenitors into left (LV) and right (RV) ventricular cardiomyocytes, respectively. **g** Top differentially expressed markers across three major cardiac progenitors identified during assembly of the cardiac atlas.

By focusing on mesoderm-derived cell types, we observed a differentiation tree emerging from pluripotent epiblast cells followed by the transition through the primitive streak into early nascent mesodermal progenitors and progressing into cardiac progenitors (Fig. 2b). Despite these datasets originating from four distinct sources, we were able to successfully integrate all datasets and observe clustering of 12 major cell types across developmental time (Fig. 2b, c). The UMAP plot displayed a developmentally consistent structure with cardiac progenitors composing the trunk of the tree and subsequently multifurcating into distinct cell types such as cardiomyocytes, endothelial cells, epicardial cells, and immature smooth muscle cells as has been previously described^21,29–31^. We further validated the annotations assigned in the construction of the atlas by conducting differential gene expression analysis across all major annotated cell types and confirmed the unique expression of major cell markers that have been reported for the 12 major cell populations identified (Fig. 2d, e, Supplementary Figs. 1, 2, Supplementary Data 1). Among the first layer of annotation, we also confirmed the identity of three major populations of cardiac progenitors known as the first heart field (FHF), anterior SHF (aSHF), and posterior SHF (pSHF) progenitors that give rise to distinct anatomical regions of the heart^24,32–34^ (Fig. 2f, g). We identified distinct populations of major cell types in the developing heart including mesenchymal cells, endothelial cells, epicardial cells, and a small population of immature smooth muscle cells that displayed positive expression for late smooth muscle marker *Acta2*, and expression of multiple transcriptional regulators reported to regulate smooth muscle contractile machinery^35^ (*Foxf1)* and early outflow tract smooth muscle development^36^ (*Hand1* and *Twist1)* (Supplementary Data 1). Importantly, we identified the distinct lineage trajectory of the FHF and aSHF in giving rise to the left and right ventricles, respectively^21,24,34,37^ (Fig. 2f, g).

Due to the transcriptional similarity between cardiomyocyte (CM) subtypes, we were unable to distinguish these cells when clustered with non-cardiomyocytes (Fig. 2b). We, therefore, conducted sub-clustering of cardiomyocytes only, which revealed multiple cardiomyocyte subtypes including a ventricular, atrial, atrioventricular canal (AVC), outflow tract (OFT), and sinoatrial node cardiomyocytes (SAN) (Fig. 3a). Given the availability of anatomically annotated scRNA-seq atlases that we and others have published for mouse embryonic cardiomyocytes^1,22,25^, we were able to use validated markers to accurately annotate each cardiomyocyte subtype^1,22,24,25^. Within each timepoint, we found that specific sets of markers such as *Myl2, Nr2f2, Rspo3, Itm2a*, and *Shox2* consistently identified specific cardiomyocyte subtypes (Fig. 3b). Despite the lack of anatomical information provided by the source data, we were able to accurately reconstruct cardiomyocyte subtypes by registering each cell cluster to the genes that correspond to distinct anatomical regions of the heart.

**Fig. 3:**
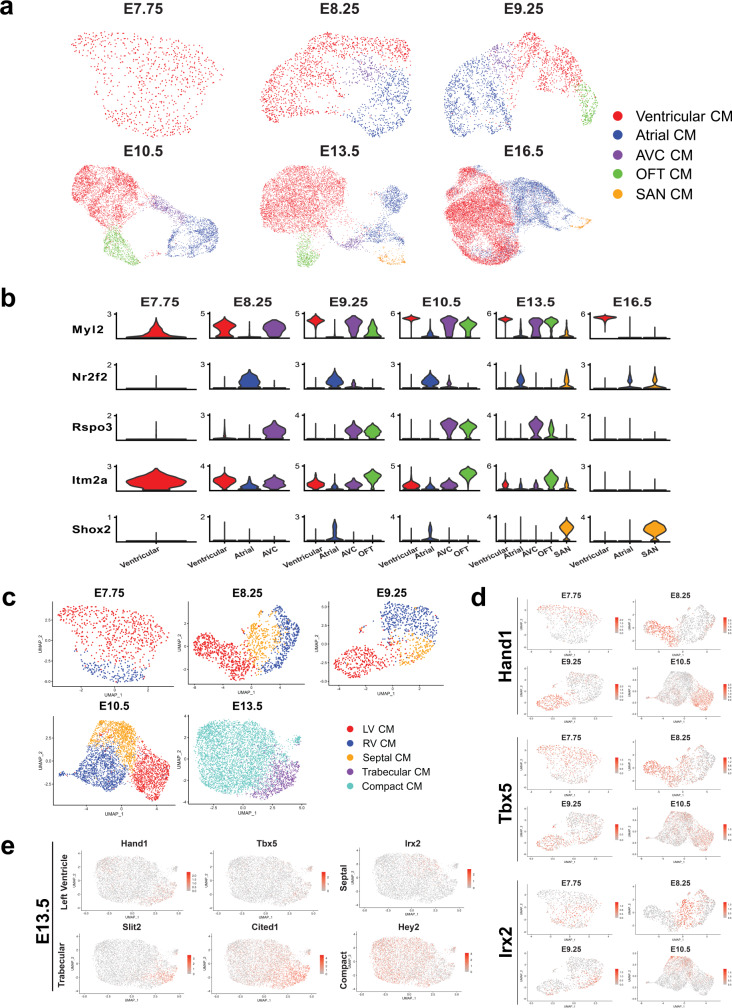
Annotation of cardiomyocyte and ventricular cardiomyocyte subtypes across multiple developmental timepoints. Cardiomyocytes identified during general cell type annotation were further annotated into distinct anatomical zones present during cardiac development. **a** UMAP plots and annotations for cardiomyocyte subtypes across all timepoints included in the cell atlas. Cell numbers per timepoints: E7.75 = 737, E8.25 = 2002, E9.25 = 2513, E10.5 = 7186, E13.5 = 8226, E16.5 = 18243. **b** Violin plots illustrating expression of five major markers specifically expressed across ventricular, atrial, atrioventricular canal (AVC), outflow tract (OFT), and sinoatrial node (SAN) cardiomyocytes. **c** UMAP plots for finer clustering and annotation of ventricular cardiomyocytes only. Clusters are labeled according to left (LV), right (RV), septal, trabecular, and compact cardiomyocyte identities. Cell number per timepoint: E7.75 = 737, E8.25 = 1284, E9.25 = 941, E10.5 = 4025, E13.5 = 5560. **d** Feature plots indicating enrichment of LV-specific markers (*Hand1, Tbx5)* and septal marker, *Irx2*, in respective annotated clusters. **e** Feature plots indicating the absence of early LV and septal markers by E13.5 and the expression of trabecular (*Slit2, Cited1)* and compact (*Hey2)* markers.

To further refine the cellular resolution of our cardiac reference atlas, we assessed whether subtypes of ventricular cardiomyocytes (e.g. left, right, and septal) could be distinguished by incorporating an additional layer of annotation specifically within the ventricular cardiomyocyte subpopulation. We relied on the well-known expression of LV markers (e.g. *Tbx5* and *Hand1*) to annotate LV CMs between E7.75–E10.5^1,22,24,33,38^. RV CMs, on the other hand, showed an absence of expression of these two genes (Fig. 3d and Supplementary Data 1) consistent with prior reports^1,22,33,38,39^. At E8.25 we observed three distinct clusters including one cluster that highly expressed Iroquoix Homeobox 2 (*Irx2*), a transcription factor previously reported to be expressed in the developing interventricular septum (Fig. 3d and Supplementary Data 1)^40^. We identified additional clusters of *Irx2* expressing ventricular cardiomyocytes at E9.25 and E10.5 suggesting that an early transcriptional signature of septal cells could be detected during the initial heart looping stages of cardiac development and the emergence of a primordial interventricular septum^40,41^. By E13.5, the differences between LV, RV, and Septal CMs could no longer be discerned, however, we were able to identify trabecular and compact cardiomyocytes consistent with the process of trabeculation at this stage (Fig. 3e). By E16.5, differences between left and right ventricular cardiomyocytes could no longer be clearly delineated based on established LV/RV/Septal markers likely due to the high degree of transcriptional similarity between these ventricular cardiomyocyte subpopulations at later stages of development (Supplementary Fig. 3).

### *devCellPy-*generated algorithm accurately predicts cell types across a complex hierarchy of annotation layers

Having established a large cardiac developmental atlas containing multiple layers of annotation, we proceeded to test the ability of *devCellPy* to generate a highly accurate cell identity prediction algorithm on this dataset. The cardiac cell atlas was analyzed in multiple layers including a top layer representing broad cell annotations, followed by cardiomyocyte subtypes, and ventricular cardiomyocyte subtypes divided by timepoints during development (Fig. 4a). To test the classification performance of the algorithm, we randomly partitioned the data into a 90% and 10% partition that was used for cross-validation and hold-out dataset testing, respectively (Fig. 4b). The 90% partition was used for 10-fold cross-validation by retraining the model 10 independent times and tested on a partition of data that was randomly stratified from each class of cells (Fig. 4b, see the section “Methods”). We evaluated four major performance metrics including the accuracy of the model, precision, recall, and the F1-score (Fig. 4c–e, Supplementary Data 2). For the first layer of annotation, the model displayed high overall accuracy 96.9 ± 0.2% across 10 independent rounds of training (Fig. 4c). We also observed the model was highly sensitive given a recall value of 92.7 ± 0.30% and displayed an overall precision score of 94.7 ± 0.4% (Fig. 4c). *devCellPy’s* classification of the 10% held-out data, unseen by the trained model, confirmed highly accurate predictions with 11 out of 11 cell classes of the first annotation layer predicted with a >84% accuracy and classes such as cardiomyocytes and mesenchymal cells displaying >99% prediction accuracy (Fig. 4d).

**Fig. 4:**
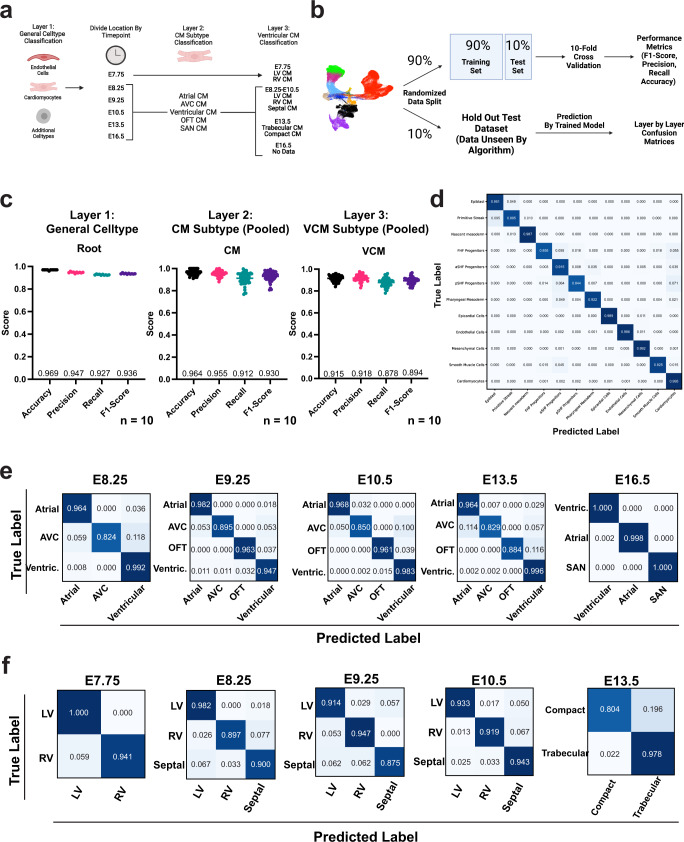
*devCellPy* shows high classification performance metrics across individual layers during cross-validation. *devCellPy* was tested on the compiled cardiac developmental cell atlas to determine the classification performance of the algorithm. **a** Annotation scheme demonstrating the hierarchical annotation layout of the cardiac developmental atlas. **b** Schematic of the training and testing workflow for the evaluation of *devCellPy* across all layers of annotation. Log normalized counts matrices containing all cells were randomly split into a 90% partition used for 10-fold cross-validation and a 10% partition hold-out dataset used for final testing of the model’s accuracy. **c** Performance metrics calculated for 10-fold cross-validations for each layer of annotation. Layers 2 and 3 displayed pooled results for all timepoints. Error bars represent 95% confidence intervals. *N* = 10 for independent folds were tested. **d** Confusion matrix for layer 1 of annotation indicating classification accuracies across general cell types. **e** Confusion matrices for layer 2 representing cardiomyocyte subtypes across distinct timepoints. **f** Serial confusion matrices for layer 3 ventricular cardiomyocyte subtypes between E7.75–E13.5 of murine development.

We next evaluated the performance of the *devCellPy-*generated cardiac algorithm in classifying cardiomyocyte and ventricular cardiomyocyte subtypes. Consistent with our first layer results, we observed a mean accuracy of 96.4 ± 0.60% when predicting distinct classes of cardiomyocytes across distinct timepoints during development (Fig. 4c and Supplementary Fig. 4A), as well as high precision (95.5 ± 0.7%), and recall (91.2 ± 1.5%) scores. Interestingly, the slight decrease in model recall was likely due to the decrease in calculated accuracy between cell types such as the AVC, OFT, and SAN CMs. Closer inspection of the confusion matrix calculated on the hold-out data shows that the AVC and OFT CM displayed misclassification with ventricular CMs which closely border these cells anatomically (Fig. 4e). Interestingly, no misclassification between AVC and OFT CM was observed, indicating that the *devCellPy-*generated algorithm misclassified only between anatomically adjacent cardiomyocyte subtypes.

Further analysis of the cardiac cell prediction algorithm performance of ventricular cardiomyocyte subsets further revealed that across all developmental timepoints between E7.75–E13.5, the pooled average accuracy was 91.5 ± 0.8% (Fig. 4c and Supplementary Fig. 4B). As observed with cardiomyocyte subtypes, confusion matrices at each timepoint displayed high overall accuracy across each ventricular cardiomyocyte subtype analyzed. Interestingly, we observed that septal cardiomyocytes displayed the lowest accuracy score with the greatest confusion between LV and RV CMs (Fig. 4f). This was expected given that the septum borders these two cardiac chambers. Overall, we observed that performance metrics exhibited the highest scores at the first layer annotation with slight decreases within closely related cell types found within the lower levels of the annotation hierarchy.

To further evaluate the performance accuracy of *devCellPy*, we compared the performance of the algorithm to previously published single-cell prediction algorithms using a subset of cells from the well-cited *Tabula muris* dataset^42^ (Supplementary Fig. 5A). We selected 16 cell types from this *Tabula muris* to conduct this evaluation and found that across a 10-fold cross-validation, *devCellPy* was statistically more accurate (*p*-value < 0.0001) than previously published single-cell prediction algorithms CaSTLE^11^, SeuratV3, scmap^18^, or SingleCellNet^43^, while being non-significantly different from scPred^13^ (Supplementary Fig. 5B). Moreover, we conducted a test on the same 10% hold out dataset for all classification algorithms to evaluate overall accuracy across individual cell types. Overall, *devCellPy* displayed the highest overall accuracy across all cell types evaluated, with other algorithms displaying <90% accuracy across multiple cell type categories. Of note, CaSTLE, another XGBoost-based package displayed multiple cell types with <85% accuracy. In addition to displaying a high performance relative to previously published algorithms, we also found that the minimum number of cells to achieve >95% overall accuracy for *devCellPy* was 128 cells per cell type with accuracies of 97% reached at 512 cells per cell type (Supplementary Fig. 6A–C). Importantly, even when *devCellPy* was trained on as low as 16 cells per cell type, the algorithm continued to show accuracies above 98% across multiple cell types with only three cell categories (macrophage, stromal cell, and blood cell) falling below 90%.

### *devCellPy* identifies biologically relevant cell markers

We asked whether the *devCellPy-*generated cardiac prediction algorithm could identify developmentally relevant genes for making predictions across cell layers. Using the SHAP algorithm within *devCellPy*^23^, we identified the top positive and negative predictor genes for cell types across each layer of annotation tested (Supplementary Figs. 7 and 8). For layer 1, the algorithm automatically identified previously validated predictors of cell identity (Supplementary Fig. 7). For example, top markers identified included well-known cardiac sarcomere markers of cardiac muscle identity including *Tnnt2, Actc1, Ttn*, and *Actn2*^1,22,24,44,45^. Similarly, top-ranking features for endothelial cells included well-known markers *Cdh5* and *Pecam1*^46,47^, while *Postn* and *Col3a1* were identified as top mesenchymal cell markers^48^. Interestingly general cell type predictors revealed major positive predictors of known cell types such as *Utf1* in epiblast cells^49^, *Mesp1* in nascent mesoderm^27,50^, *Isl1* in anterior second heart field progenitors^37^, and *Osr1* in posterior second heart field progenitors^32^ (Supplementary Fig. 4). In addition to identifying canonical markers for general cell types, SHAP identified additional markers for cell types such as FHF Progenitors that have only recently been uncovered as markers for these progenitors. *Mab21l2* was a top positive predictor of FHF Progenitors which has recently been described as a marker of a subset of FHF progenitors giving rise to LV and epicardial cells^31,51^. Interestingly, we did not observe canonical FHF markers such as *Tbx5* and *Hand1* as top-ranking markers used by the algorithm likely due to the expression of these markers in other general cell types such as cardiomyocytes. Across all major cell types, top-ranking markers were consistent with known markers in the literature and did not exhibit a high number of housekeeping or ribosomal genes due to batch-specific technical noise.

In addition to identifying top markers of general cell types in layer 1, we determined top-ranking genes for the identification of cardiomyocyte and ventricular cardiomyocyte subtypes across multiple timepoints of differentiation (Supplementary Fig. 8). Interestingly, *devCellPy* identified multiple previously published markers for cardiomyocyte subtypes across time, while also identifying unique markers in a timepoint specific manner. For atrial CMs, the top positive predictors included genes such as *Nr2f1*, *Nr2f2*, and *Stard10*, while for ventricular CM positive predictors included genes such as *Myl2*, *Irx4*, and *Myh7* (Supplementary Fig. 8)^1,22,52,53^. Similarly, for OFT CM and AVC CM, top ranking genes included *Rspo3* for identifying both cell types, *Itm2a* as a positive predictor for OFT CM, and *Tbx3* for AVC (Supplementary Fig. 8). All three genes have been identified as top markers for identifying OFT and AVC CM in previous anatomical profiling of E10.5 murine hearts^1^. SHAP ranking also identified unique expression markers expressed in the sinoatrial node pacemaker cells including *Shox2, Igfbp5*, and *Smoc2* (Supplementary Fig. 8)^25,54,55^.

SHAP analysis also identified multiple top candidate markers for LV, RV, and Septal ventricular cardiomyocytes. Top LV predictors included genes such as *Wnt2* for E7.75 cardiomyocytes (Supplementary Fig. 9A), which has been recently cited as an early secreted factor of the first heart field and early heart tube stage LV cardiomyocytes^56^. Consistent with the dynamic changes that occur during development, the markers present during each timepoint varied. However, well-established markers for LV such as *Hand1* ranked as the top-ranking gene from E8.25-E10.5 (Supplementary Fig. 9A). For RV predictors, reciprocal patterns were observed with LV markers such as *Hand1* at E9.25–E10.5, while also showing expression of *3632451O06Rik* (Supplementary Fig. 9B), which has been reported to be expressed in an RV specific pattern in developing mouse hearts^24^. Interestingly, the primary septal predictors (Supplementary Fig. 9C) included previously reported markers including *Irx1* and *Irx2*^40,41^. Due to the lack of distinct gene expression differences between LV/RV/septal cardiomyocytes beyond E13.5, we focused on trabecular and compact cardiomyocyte differences and confirmed that the *devCellPy-*generated cardiac prediction algorithm identified known markers for trabecular CMs *Mest* and *Nppa* (Supplementary Fig. 9D).

Given that SHAP identified multiple previously confirmed and putative markers for cardiomyocyte subtypes, we probed by RNAScope one of the previously unreported markers identified by SHAP as a high-ranking positive predictor of septal CMs. At E10.5, we identified multiple potential candidate septal markers (Fig. 5a). By single-cell RNA sequencing, we identified *Ppp1r17*, *Id2*, and *Myoz2* to display a septal-specific pattern (Fig. 5b). Using RNAScope, we validated *Ppp1r17* as a marker of the interventricular septum, showing exquisite specificity at E10.5 when probed alongside LV marker *Tbx5* (Fig. 5c). Interestingly, labeling at E16.5 revealed that both *Ppp1r17* and *Tbx5* both exhibit a septal and LV specific expression pattern during early development, which is lost by later stages of development (Fig. 5c). Overall, these findings present *devCellPy* as a powerful tool for identifying candidate genetic markers across developmental time.

**Fig. 5:**
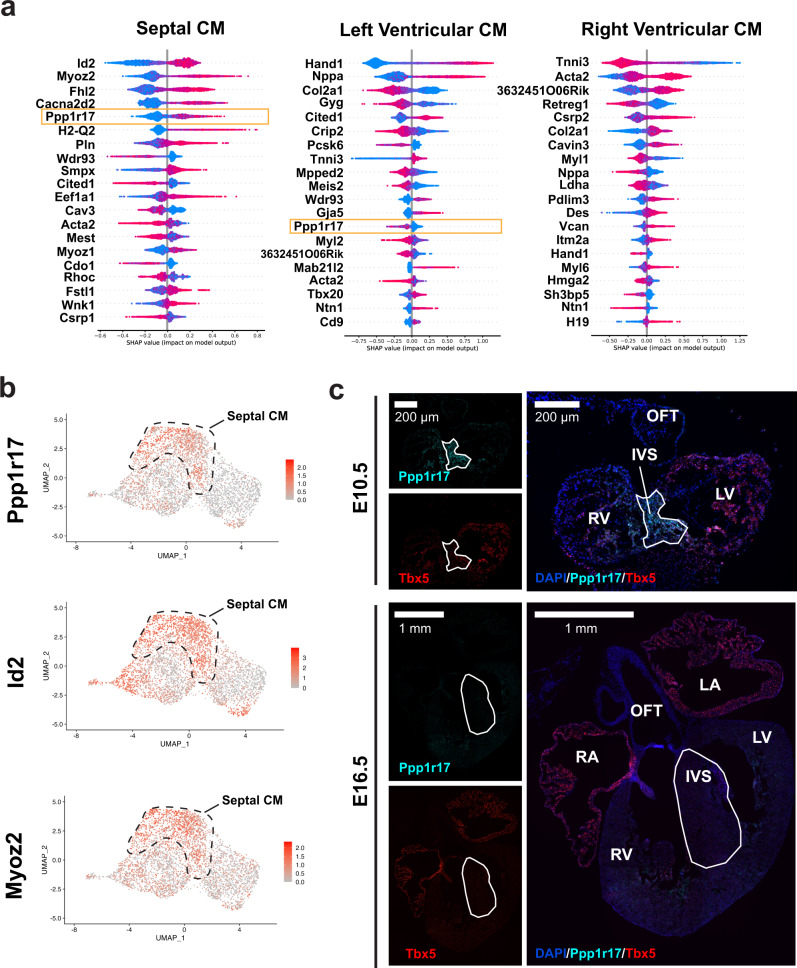
Identification of Septal Marker *Ppp1r17* by *devCellPy*. *devCellPy* feature ranking using the SHAP algorithm identified markers of septal cardiomyocyte identity. **a** Top positive and negative predictors of ventricular cardiomyocyte identity at E10.5. Orange box indicates the identification of *Ppp1r17* as a septal marker. **b** Feature plots indicating the expression of three putative septal markers identified by SHAP. **c** Representative RNAScope images for *Ppp1r17* (cyan), *Tbx5* (red), DAPI (blue) at E10.5 and E16.5 of murine development. A minimum of three biological (different hearts) and three technical (different sections/heart) were used for each in situ hybridization with similar results to the representative image presented. Scale bars are 200 µm and 1 mm, respectively.

### *devCellPy*-generated algorithm accurately predicts cell types from de novo datasets

To further evaluate the performance of *devCellPy*, we asked whether the *devCellPy-*generated prediction algorithm could successfully predict cell types in datasets it had not previously encountered. We analyzed scRNA-seq data from three new sources^50,56,57^ as well as generated our own data from E10.5 mouse hearts and tested *devCellPy’s* ability to perform a fully automated prediction of cardiac cell types across all cell types present in the cardiac atlas. 

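The E10.5 data are 1 library of single cells, made with 10x Genomics reagents from 8 mouse hearts that the paper pooled before capture, so there are no replicates and no test was made. The deposited matrix lists 8607 barcodes with 85595744 unique molecular identifiers (UMIs), a median of 7825 UMIs and 2770 genes per barcode. The values are whole UMI counts per gene as Cell Ranger writes them, and the header of the file names an earlier Cell Ranger version than the reporting summary. The ambient RNA correction that the methods describe was not applied here, and the genome build is not given in the sources used here. Following the methods, cells were kept when their genes, UMIs, mitochondrial percentage and ribosomal percentage lay within 3 median absolute deviations of the median, with the deviation scaled as in R. This left 6074 cells with a median of 10590 UMIs. The lower limits for genes and UMIs came out below 0, so no barcode was removed for holding little RNA. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were selected, and cells were grouped by Leiden clustering at a resolution of 0.5 on 30 principal components. The methods also regress out technical variables and the cell cycle. The reported result left this step out, and an alternative regressed out the technical variables without the cell cycle. Doublets were not removed, as the methods name no doublet caller for this library. Scrublet, tried as an alternative, called 2 of the 8607 barcodes (0.0232%), so its automatic threshold did not separate doublets here.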

Importantly, we further evaluated the ability of other cell prediction algorithms to conduct the full classification of all cell types in the cardiac atlas (Fig. 6a, b and Supplementary Fig. 10). We compared the machine learning classifications to the manual annotations assigned during unsupervised cluster annotation of the query datasets (Fig. 6b and Supplementary Fig. 10). 

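In the E10.5 hearts, clusters were named from lists of marker genes fixed before the data were examined, while the rule that scores the lists was chosen after the data had been seen. A name required a mean score above the average over clusters and at least 3 markers detected in 20% of the cells, and the cardiomyocyte name was given first. Every name below therefore means cells that resemble the type by these markers. Cardiomyocyte-like clusters held 1328 of the 6074 cells, a share of 21.9% with an exact (Clopper-Pearson) 95% interval of 20.8% to 22.9%, which covers counting error only. Endothelial-like cells made up 23.9% (interval 22.9% to 25.0%), mesenchymal-like cells 12.7% and epicardial-like cells 12.7%. Cells resembling posterior second heart field progenitors made up 7.82%, blood-like cells 1.05%, immune-like cells 0.675% and endoderm-like cells 0.263%. Clusters with 19.0% of the cells stayed unnamed, and their median of 1231 UMIs per cell was the lowest of all groups. The naming also withdraws names from clusters with few UMIs whose leading genes hold no own marker. Low depth can therefore be a reason for lacking a name. Under the alternatives the share of cardiomyocyte-like cells lay between 13.2%, when the cardiomyocyte name was not given first, a setting chosen after seeing the data, and 33.1%, when the median absolute deviation of the filter was not scaled. Progenitor-like cells made up 2.31% at a clustering resolution of 1.0 and 3.18% with technical variables regressed out. Of the rare groups, immune-like cells made up 0.183% without scaling of the deviation and 0.214% after removal of the doublets that Scrublet called, and blood-like cells 1.74% without a cell filter. No endoderm-like cluster was found without the 5% of barcodes with the highest Scrublet scores, a setting also chosen after seeing the data.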

Comparison of manual annotations and *devCellPy*’s predictions revealed a high degree of concordance between the two annotation methods with a >80% accuracy across 11 out of 17 cell categories (Fig. 6c). Among the categories that reported below 90% agreement between *devCellPy* and the manual method were included major cardiomyocyte subtypes and ventricular cardiomyocyte subtypes that exhibited >70% concordance, with the exception of atrial cardiomyocytes.

**Fig. 6:**
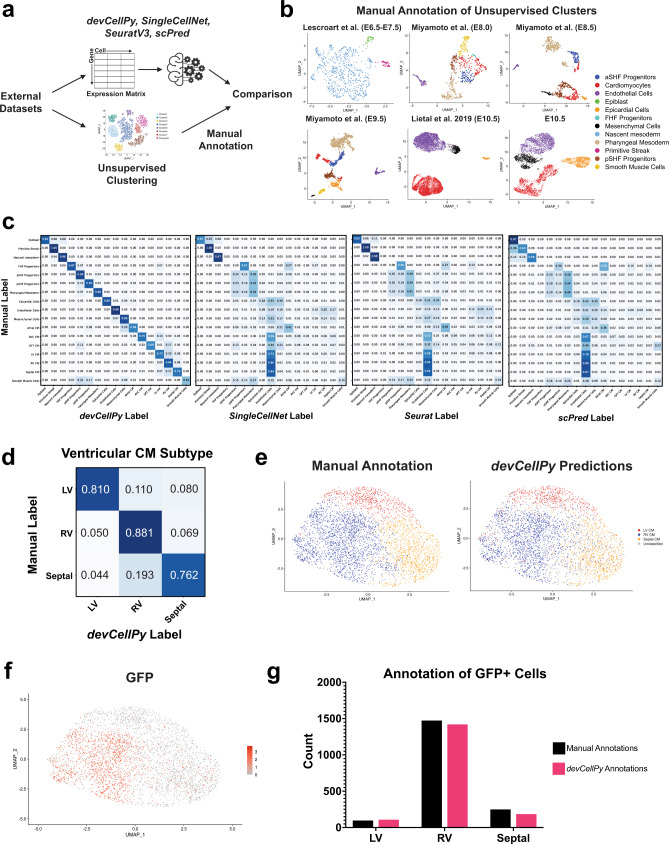
*devCellPy* prediction of new scRNA-seq data and *Isl1*-lineage traced ventricular cardiomyocytes. Single cells from three previously published cardiac datasets and freshly collected E10.5 hearts were manually annotated and run through the *devCellPy* prediction algorithm. **a** Schematic of workflow for evaluation of manual versus *devCellPy* prediction of cell types. Datasets that *devCellPy* has not previously encountered (external datasets) were either analyzed by manual unsupervised clustering or normalized expression matrices fed directly into the *devCellPy* algorithm for cell type classification. **b** UMAP plots with manual annotations for layer 1 (general cell types) unsupervised clusters across individual timepoints evaluated. **c** Confusion matrix representations comparing manual annotations with the classification labels generated by *devCellPy, SingleCellNet, Seurat, and scPred*. Diagonal represents percentage of labels that agree between both classification methods. **d** Confusion matrix comparing LV, RV, and Septal classifications between manual and *devCellPy* for Li et al. 2019 ventricular cardiomyocytes. **e** UMAP plots with annotation labels for manual and *devCellPy* predictions of ventricular cardiomyocytes from Li et al. 2019 dataset. **f** Feature plot showing expression of GFP in single cells from the hearts of *Isl1*-Cre/Rosa26-mTmG mice (Li et al. 2019 dataset). **g** Quantification of GFP-positive cells classified as LV, RV, and septal cardiomyocytes.

In comparison to other previously published machine learning methods, *devCellPy* outperformed *SingleCellNet, Seurat*, and *scPred* in cell classification across all cell types present in the cardiac atlas. Interestingly, all other methods displayed high concordance with the manual method for Epiblast, Primitive Streak, and Nascent Mesoderm, but observed low prediction accuracies across all other cell types. Interestingly, across closely related cell types such as cardiac progenitors, epicardial and mesenchymal cells, and cardiomyocyte subtypes other methods showed low concordance between the manual method and the machine learning predictions (Fig. 6c). Moreover, we observed nearly all other methods misclassified cardiomyocyte subtypes.

To further determine the accuracy of *devCellPy*, we used the Li et al. dataset that contained an *Isl1*-driven Cre/LoxP lineage tracing marker for labeling RV cardiomyocytes as a way to validate *devCellPy’s* accuracy in identifying this *Isl1* lineage-labeled cells^57^. Comparison between the manual and *devCellPy* methods showed >75% concordance between the two methods (Fig. 6d, e). Reassuringly, the cluster that was annotated as RV in both manual and *devCellPy* annotation was also predominantly GFP-positive (Fig. 6f, g). Given that the cardiac cell prediction algorithm generated by *devCellPy* was trained on data that did not contain GFP, we were able to validate the accuracy of the algorithm by observing that most GFP-positive cells were classified as RV (Fig. 6g). Interestingly, a comparison of both *devCellPy* and manual annotations revealed almost identical numbers of GFP+ cells being predicted as RV, with 1451 GFP+ cells predicted as RV in the manual method and 1398 in the *devCellPy* method. While we detect a low number of GFP+ cells in the LV classified cells, this was present for both methods and likely represented small numbers of cells in the left ventricle expressing GFP which was also observed in the original publication^57^. Overall, these results provide multiple lines of evidence that a *devCellPy-*generated prediction algorithm can accurately predict cell types in de novo datasets and outperform other methods when conducting predictions on highly granular cell categories such as cardiac progenitors and multiple subclasses of cardiomyocytes.

### *devCellPy-generated* cardiac prediction algorithm reveals developmental immaturity and ventricular-specific cardiomyocyte differentiation of hiPSC-derived cardiomyocytes

Having validated the accuracy of *devCellPy* in classifying embryonic mouse cardiac cells, we asked whether we could use our murine cardiac prediction algorithm to accurately predict the identity of human-induced pluripotent stem cell (hiPSC) derived cardiomyocytes (Fig. 7a, b). Importantly, we asked whether early embryonic mouse models were better predictors of cardiomyocyte subtypes in the hiPSC system given the known immaturity of in vitro-derived cardiomyocytes. We differentiated hiPSCs using a standard biphasic WNT modulation protocol and conducted a time coursed scRNA-seq profiling starting from day 7 and ending with day 50 of differentiation (Fig. 7a). 

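The hiPSC time course consists of 6 deposited sets of cells, 1 for each day, from 1 differentiation that the paper froze on day 7 and thawed in steps. There is 1 set per day and no replicate, so the days were compared without tests. The methods describe 1 pool of all days, with each day marked by an oligonucleotide tag. In the deposited counts, the sets of days 7 to 30 list 12 tags each, and a different tag leads in each of them. The set of day 50 lists 16 tags and was deposited as a separate sample, so day 50 and capture cannot be told apart. The day of each set was taken from the name of the set, and its leading tag was the highest tag in at least 99.6% of its cells. Cell Ranger, run by the authors, discarded cells with more than 1 tag, which is the only removal of doublets applied. The values are whole UMI counts per gene, and the genome build is not given in the sources used here. The sets held 2312, 3724, 3067, 4090, 1324 and 1517 barcodes on days 7, 11, 13, 15, 30 and 50. Their totals ranged from 13668806 UMIs on day 7 to 41777353 on day 11. The median per barcode was 5448, 10780, 8050, 6653, 10710 and 14530 UMIs in the same order of days. The cell filter of the methods left 2102, 3345, 2751, 3663, 1098 and 1233 cells. Each day was then normalized, regressed on the technical variables that the methods name and clustered separately.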

We conducted an analysis of cardiomyocytes across six timepoints and plotted single cells across the first two principal components. 

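Clusters of each day were called cardiomyocyte-like from 10 marker genes, among them *TNNT2*, *ACTA2* and *TNNI1*, which the methods name. The markers had been fixed earlier, and the score that applies them was chosen afterwards. On day 7, 1649 of the filtered cells were cardiomyocyte-like, a share of 78.4% with a Clopper-Pearson interval of 76.6% to 80.2%. The share was 10.8% on day 11 (interval 9.79% to 11.9%), 33.1% on day 13 (interval 31.4% to 34.9%) and 15.6% on day 15 (interval 14.4% to 16.8%). It was 88.6% on day 30 (interval 86.6% to 90.4%) and 83.1% on day 50 (interval 80.8% to 85.1%). The paper's culture protocol enriches cardiomyocytes by glucose deprivation after day 7 and reports a large majority of beating cardiomyocytes by day 11. That is far above the share found here, though beating is another measure. The methods do not state whether the thawed cells were enriched. The score behind the name is relative to the clusters of all days, so the share depends on these clusters. Most of the other cells of days 11 to 15 were in clusters named epicardial-like or stromal-like, except on day 11 at a clustering resolution of 1.0 and without scaling of the deviation in the filter, where 61.3% and 52.6% of the filtered cells stayed unnamed. Some clusters lay close to the limit of the score, which is 0. A day 11 cluster of 589 cells led by *ISL1*, *MEF2C* and *BMP4* scored -0.153 and was left out, and a day 7 cluster of 55 cells scored 0.165 and was kept.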

As expected, cells progressed along^58–61^ the first principal component in a time-dependent manner (Fig. 7c). 

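The principal components were computed from the G1 cardiomyocyte-like cells of all days, with variable genes chosen by scran with day as the block and with cell cycle and ribosomal genes removed. The first component held 11.7% of the variance of the 1966 genes used and the second 3.87%. The median position on the first component was -8.32 on day 7, -1.58 on day 11, -3.23 on day 13, 3.51 on day 15, 5.84 on day 30 and 11.2 on day 50. The order of days was measured as the share of all pairs of a cell from each of 2 days in which the later cell lies further along the component, where 50% means no order. The share was 95.3% for days 7 and 11, 85.8% for days 13 and 15, 67.8% for days 15 and 30 and 91.1% for days 30 and 50. For days 11 and 13 it was 39.4%, with day 13 behind day 11. An interval that counts only the cells of the smaller day ran from 33.7% to 45.3% for this pair. Across the longest interval, days 7 and 50, 99.8% of the pairs were in order. When all cells that pass the filter were used in place of the G1 cardiomyocyte-like cells, the share for days 7 and 11 moved to 14.6%.

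**Figure D1:**
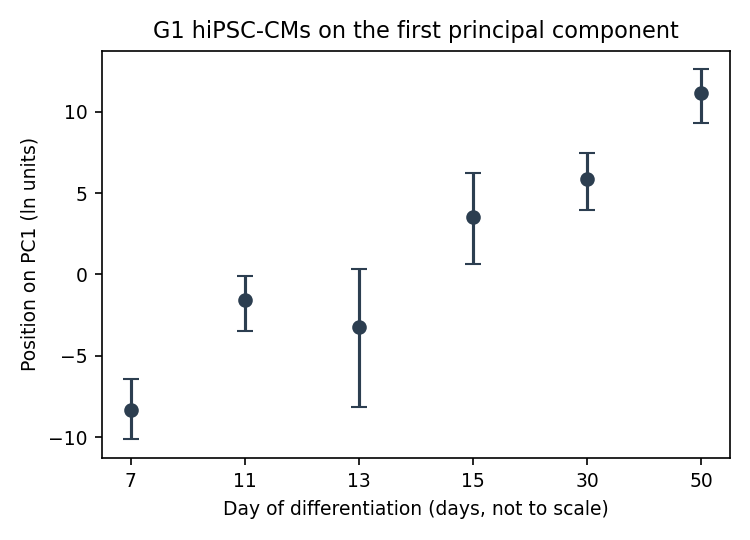
Position of G1 cardiomyocyte-like cells on the first principal component (in units of the natural log of normalized counts) for each day of differentiation, with points at the median and bars from the lower to the upper quartile. The median of day 13, -3.23, lies below that of day 11, -1.58, and the other medians rise with the day.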

Using Day 7 as the starting point, the Slingshot package was used to calculate pseudotime, a continuous variable that measures developmental progression within a single cell dataset. Previously, it has been reported that small molecule biphasic WNT protocols predominantly give rise to ventricular-specific cardiomyocytes in the absence of posteriorizing retinoic acid signaling^58,61–63^. To confirm this, we plotted the expression of validated ventricular markers *Myl2*, *Myl3*, *Myh7* during hiPSC, human fetal^39^, and mouse embryonic development and confirmed the gradual increase in expression of all of these definitive ventricular markers (Fig. 7d).

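Expression of the 3 ventricular markers was measured as the UMIs of a gene summed over the G1 cardiomyocyte-like cells of a day, per 10000 UMIs of these cells, with exact Poisson intervals for counting error. *MYL2* (ENSG00000111245) was at 0.0247 on day 7 (interval 0.0141 to 0.0401), 0.0898 on day 11, 0.0860 on day 13, 1.00 on day 15 and 2.35 on day 30 (interval 2.24 to 2.46). On day 50 it reached 62.2 (interval 61.7 to 62.7). The level of day 7 rests on 16 UMIs and did not differ from the 0.0224 found in the cells of that day that were not cardiomyocyte-like. *MYH7* (ENSG00000092054) was at 1.15, 5.70, 5.30, 22.1, 42.9 and 50.0 UMIs per 10000 on days 7, 11, 13, 15, 30 and 50. *MYL3* (ENSG00000160808) was at 3.87, 20.8, 11.7, 20.6, 12.0 and 16.4 UMIs per 10000 on the same days, so that days 13 and 30 lay below the day before them by more than the counting intervals. From day 7 to day 30, which share a capture, the log2 ratio was 6.57 for *MYL2* (interval 5.87 to 7.38), 5.22 for *MYH7* (interval 5.11 to 5.32) and 1.63 for *MYL3* (interval 1.57 to 1.69). As the day 7 level of *MYL2* is not above that of the other cells, background lowers its ratio. It was 5.54 when the log-normalized values of single cells were averaged. The paper recalls reports that small molecule WNT protocols mainly give ventricular cardiomyocytes, and reasons from the gradual increase of the 3 markers (Fig. 7d) that this holds for its hiPSC-CMs.

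**Figure D2:**
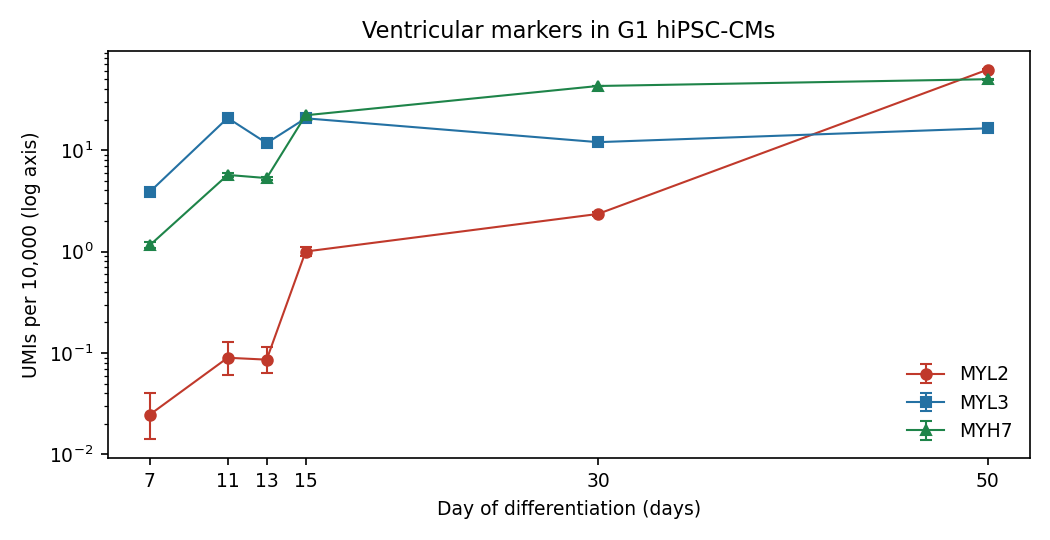
UMIs of *MYL2*, *MYL3* and *MYH7* per 10000 UMIs, on a log axis, in the G1 cardiomyocyte-like cells of each day of differentiation, with exact Poisson intervals as bars. *MYL2* and *MYH7* are lowest on day 7 and highest on day 50, and *MYL3* is at 20.8 on day 11 and 12.0 on day 30.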

**Fig. 7:**
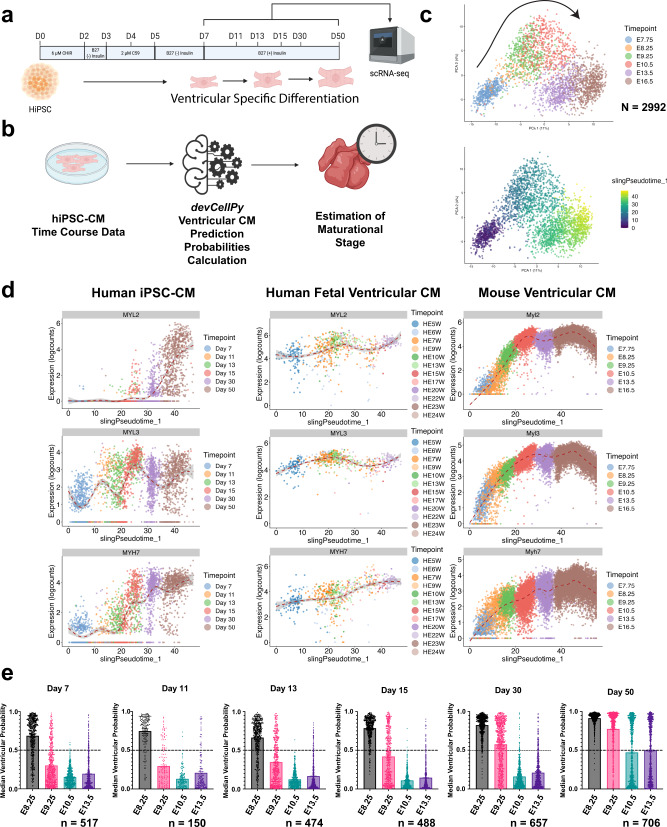
*devCellPy* murine prediction models identify developmental immaturity of ventricular predominant HiPSC-CMs. Human iPSC-derived cardiomyocytes (hiPSC-CMs) were differentiated and dissociated at multiple timepoints for scRNA-seq and evaluation of maturational state using *devCellPy*. **a** Overview of protocol used for scRNA-seq time course of hiPSC-CMs. **b** Schematic of workflow for prediction of hiPSC-CM subtypes using *devCellPy* model trained on murine cardiomyocyte data. **c** Plots of hiPSC-CM scRNA-seq time course data along the first two principal components. Top, plot illustrates the transition of cardiomyocytes from early day 7 followed by a progressive transition to day 50. Bottom, plot illustrates pseudotime demonstrating developmental progression. **d** Gene expression changes across pseudotime for three ventricular markers *MYL2, MYL3, and MYH7* across human iPSC, human fetal, and mouse ventricular cardiomyocytes. **e** Median ventricular cardiomyocyte prediction probabilities computed by *devCellPy* for murine models used for predicting the ventricular identity of hiPSC-CMs. Error bars represent 95% confidence intervals. Number of cells predicted per timepoint included Day 7 = 517, Day 11 = 150, Day 13 = 474, Day 15 = 488, Day 30 = 657, Day 50 = 706.

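From the deposited counts, the cells that were both cardiomyocyte-like and in G1 by their cell cycle scores numbered 1212 on day 7, 287 on day 11, 647 on day 13, 459 on day 15, 667 on day 30 and 737 on day 50. They are the cells behind the principal components and expression levels of the time course. G1 calls covered between 68.5% (day 30, interval 65.5% to 71.5%) and 80.4% (day 15, interval 76.9% to 83.6%) of the cardiomyocyte-like cells. These calls depend on few UMIs per gene and were used only to select cells. When clusters were named from *TNNT2*, *ACTA2* and *TNNI1* alone, a setting chosen after seeing the data, the number for day 11 moved to 624.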

Having established the ventricular-specific differentiation of our hiPSC-CMs, we next asked whether *devCellPy* models trained on murine data could accurately identify the ventricular identity of our hiPSC-CMs. We trained multiple *devCellPy* prediction models for identifying cardiomyocyte subtypes based on early murine embryonic timepoints between E7.75 and E13.5. The timepoint-based models were then used for computing the prediction confidence of *devCellPy* for assigning hiPSC-CMs a ventricular identity (Fig. 7e). The cross-species prediction was conducted by converting human genes in the hiPSC-CM dataset to homologous mouse genes to apply the *devCellPy* murine models. 

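The depth of the G1 cardiomyocyte-like cells differed between days, with a median of 5157 UMIs on day 7, 10940 on day 11, 8457 on day 13, 8284 on day 15, 11320 on day 30 and 14440 on day 50. The source data of Fig. 7e list the ventricular probability that each model gave to each cell. The paper's values for the E8.25 model have a median of 0.755 on day 7, 0.819 on day 11, 0.725 on day 13, 0.823 on day 15, 0.868 on day 30 and 0.938 on day 50. Among the 4 murine models in this table, the paper's median was the highest for E8.25 on 6 of 6 days, and this also held for the mean and for the share of cells with a probability above 0.5.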

Interestingly, we found that across all days of hiPSC cardiac differentiation, the E8.25 mouse model provided the highest median prediction probability across all timepoints analyzed. 

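Besides the ventricular markers, the cardiomyocyte gene *MYH6* (ENSG00000197616) and *NPPA* (ENSG00000175206) were measured. *MYH6* was at 35.7 UMIs per 10000 in the G1 cardiomyocyte-like cells of day 7, and at 30.3, 25.6, 23.9, 8.61 and 1.77 on days 11, 13, 15, 30 and 50. *NPPA* was at 0.834 on day 7, 7.31 on day 11, 3.69 on day 13, 31.4 on day 15, 32.6 on day 30 and 74.5 on day 50. The paper's median probabilities from the E9.25 model were 0.230, 0.217, 0.271, 0.402, 0.628 and 0.870 on days 7, 11, 13, 15, 30 and 50. The paper's medians from the E10.5 model were 0.136, 0.0955, 0.0938, 0.0761, 0.106 and 0.430 on these days. For the E13.5 model the paper's medians were 0.106, 0.105, 0.0814, 0.0729, 0.144 and 0.520. On day 50 the paper's shares of cells above 0.5 were 85.0% for E9.25, 47.3% for E10.5 and 50.7% for E13.5.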

As hiPSC differentiation progressed, the ventricular probabilities of the E9.25–E13.5 gradually increased consistent with the maturation of the hiPSC-CMs. Overall, however, only E9.25 reached above the 50% cutoff threshold used by *devCellPy* for making a confident prediction. 

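To compare days at 1 depth, each G1 cardiomyocyte-like cell was thinned to 3800 UMIs, which left out 141 shallower cells on day 7, 6 on day 11, 10 on day 13, 14 on day 15, 16 on day 30 and 2 on day 50. Thinned cells with a *MYL2* UMI made up 1.12% on day 7 (interval 0.580% to 1.95%), 0.356% on day 11, 2.51% on day 13, 10.8% on day 15, 22.9% on day 30 and 83.9% on day 50 (interval 81.1% to 86.5%). Without thinning the shares were 1.24%, 5.23%, 4.64%, 13.9%, 37.8% and 95.5%. In thinned cells that were not cardiomyocyte-like, the shares were 1.02%, 0.830%, 0.970%, 1.11%, 1.71% and 36.6%. The thinned shares of days 7 and 11 lie within counting error of these, and that of day 11 rests on 1 of 281 cells. Summed over unthinned cells, *MYL2* on day 11 was at 0.0898 UMIs per 10000 in G1 cardiomyocyte-like cells (interval 0.0602 to 0.129) and 0.0216 in the others (interval 0.0169 to 0.0271). These cells had median depths of 5634, 10970, 7482, 6334, 10300 and 19060 UMIs, and the shallower ones left out numbered 60, 213, 88, 294, 8 and 7. For the model trained on human fetal data, the paper's median probabilities were 0.322 on day 7, 0.441 on day 11, 0.321 on day 13, 0.459 on day 15, 0.932 on day 30 and 0.995 on day 50.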

We also tested *devCellPy* model trained on human fetal data from 5 to 7 weeks of gestation and observed that human fetal data was a poor predictor of early timepoint hiPSC-CM similar to the E10.5–E13.5 murine models (Supplementary Fig. 12). Together, these data suggest that hiPSC-CMs exhibit developmental immaturity and are more confidently predicted by E8.25 murine data suggesting the embryonic phenotype of hiPSC-CMs and close conservation of murine cardiomyocyte maturation gene expression programs.

### TBX5 lineage tracing confirms the *devCellPy*-generated cardiac algorithm’s prediction of predominantly left ventricular cardiomyocyte identity of hiPSC-CMs

Since our hiPSC-CMs were shown to be almost entirely ventricular at late stages of development, we asked whether the *devCellPy*-generated cardiac algorithm could accurately predict their ventricular cardiomyocyte subtype identity (e.g. RV, LV, septal). 

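At the late stages of the time course, 4 atrial markers were counted in the same G1 cardiomyocyte-like cells after thinning. On day 30, 7.07% of these cells had an *NR2F1* UMI (interval 5.22% to 9.31%), 1.08% a *KCNA5* UMI, 2.76% a *VSNL1* UMI and 12.7% a *STARD10* UMI (interval 10.3% to 15.6%). On day 50 the shares were 3.13% for *NR2F1*, 0.272% for *KCNA5*, 3.81% for *VSNL1* and 11.3% for *STARD10* (interval 9.09% to 13.8%). Cells with any of the 4 genes made up 21.8% on day 30 (interval 18.7% to 25.2%) and 16.9% on day 50 (interval 14.2% to 19.8%). Cells that were not cardiomyocyte-like had any of them in 29.1% on day 30 and 17.3% on day 50. These cells are stromal-like and held more *NR2F1* per 10000 UMIs than the cardiomyocyte-like cells (0.480 against 0.248 on day 30, 0.294 against 0.0954 on day 50), so they are no background for the joint share. *VSNL1* on day 50 was at 0.142 in G1 cardiomyocyte-like cells (interval 0.121 to 0.165) and 0.0671 in the others (interval 0.0439 to 0.0984). For *STARD10* alone the share in these other cells was 5.98% on day 30 (interval 2.44% to 11.9%) and 5.45% on day 50 (interval 2.75% to 9.53%). Without thinning, 48.6% of the G1 cardiomyocyte-like cells had any of the 4 genes on day 30 and 46.9% on day 50, against 51.2% and 53.6% of the other cells. The ventricular marker *MPPED2* was found in 19.4% of the thinned G1 cardiomyocyte-like cells on day 30 and 14.3% on day 50. *HAND1* was found in 19.5% and 24.2%. In the other cells *MPPED2* was found in 3.42% and 3.96%, and *HAND1* in 5.13% and 3.47%. *NR2F2*, whose mouse counterpart the paper lists among its atrial predictors, is not among the 4 atrial markers. On day 15, 52.5% of the unthinned G1 cardiomyocyte-like cells had an *NR2F2* UMI, at 1.16 per 10000 UMIs. Its shares on days 30 and 50 are not given here.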

To validate the *devCellPy* predictions, we used a dual *TBX5*-targeted Cre-LoxP/MYL2-TdTomato lineage tracing system in an hiPSC line that we previously developed to label LV cardiomyocytes in vitro (Fig. 8a)^64^.*TBX5* expression is well-known to be restricted to LV but not RV cardiomyocytes and their precursors in murine models^33^. We differentiated an hiPSC line containing the lineage tracing system to day 15 cardiomyocytes and harvested the cells for scRNA-seq study using the ICELL8 Smart-seq2 system (Fig. 8b). 

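The ICELL8 data of day 15 are reads per gene in single cells of the *TBX5* lineage tracing line, aligned by the authors with STAR to a human genome extended by the reporter sequence, with repeated reads not removed. The labels name no culture, so the cells were treated as 1 sample without replicates. The deposited matrix has 2366 columns, in which each cell appears as a pair of columns with identical values, and each cell was counted once. Cells held a median of 194400 reads, with a range of 210 to 1131154, and a median of 5347 genes. The cell filter of the time course left 938 cells with a median of 201900 reads. Doublets were not removed, since the methods describe the selection of single cells by microscopy of the wells. A cell was counted as having a gene when it held at least 1 read of it. Because reads are not unique molecules, the intervals given for the shares cover only the counting of cells. The share of cells with markers of endoderm, neural or pluripotent cells, which cardiomyocytes should lack, had a median of 0.640% over 13 genes, and the highest was 64.7% for *APOA1*. The genome build is not given in the sources used here.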

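Of the 938 cells that passed the filter, 805 had a read of *TurboGFP*, a share of 85.8% (Clopper-Pearson interval 83.4% to 88.0%). *HAND1* was found in 841 cells, or 89.7% (interval 87.5% to 91.5%). Both were found in 77.3% of the cells (interval 74.5% to 79.9%) and neither in 1.81% (interval 1.06% to 2.89%). *TurboGFP* had a median of 18 reads in the cells with it, and *HAND1* had a median of 8. Both together were found in 44.5% of the cells when at least 5 reads were required and in 61.6% after thinning. Cells with neither gene made up 14.5% and 4.3% in these settings, and 6.0% without a cell filter. With every cell thinned to 63600 reads, which left out 47 shallower cells, the shares were 77.3% for *TurboGFP* and 80.0% for *HAND1*. The setting that moved them most was a minimum of 5 reads, under which *TurboGFP* was found in 66.4% of the cells and *HAND1* in 63.5%.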

Surprisingly, we observed that a majority of cardiomyocytes expressed *TurboGFP* (i.e. as *TBX5* lineage descendant) and *HAND1* by day 15 indicating the FHF predominance of differentiation in this hiPSC line (Fig. 8c). Moreover, we observed the high expression of ventricular markers (*MYL3, MYH7, MYL2, MPPED2*) and almost no expression of atrial markers (*NR2F1, KCNA5, VSNL1, STARD10*) indicating the putative left ventricular identity of these hiPSC-CMs. 

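Among the ventricular markers, *MYL3* was found in 938 of the 938 reporter cells and *MYH7* in 99.6% (interval 98.9% to 99.9%). *MYL2* was found in 66.6% (interval 63.5% to 69.7%) and *MPPED2* in 62.9% (interval 59.7% to 66.0%), and all 4 genes together in 41.3% of the cells, or 18.1% with at least 5 reads required and 29.3% after thinning. The median number of reads per cell was 1124 for *MYL3*, 122 for *MYH7*, 2 for *MYL2* and 3 for *MPPED2*. Among the atrial markers, *NR2F1* was found in 2 cells (0.213%, interval 0.0258% to 0.768%) and *KCNA5* in 10 cells (1.07%, interval 0.512% to 1.95%). *VSNL1* was found in 35 cells (3.73%) and *STARD10* in 44 cells (4.69%, interval 3.43% to 6.25%). *NR2F2*, which is not among the atrial markers of Fig. 8c, was found in 33.4% of the cells with a median of 3 reads in those cells. After thinning, the share with *MYL2* was 55.1%. From *TurboGFP* and *HAND1* in most cells, the paper infers that differentiation in this line is mainly of the FHF. From high ventricular markers and the 4 atrial markers almost without expression, it proposes that these hiPSC-CMs are putatively left ventricular.

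**Figure D3:**
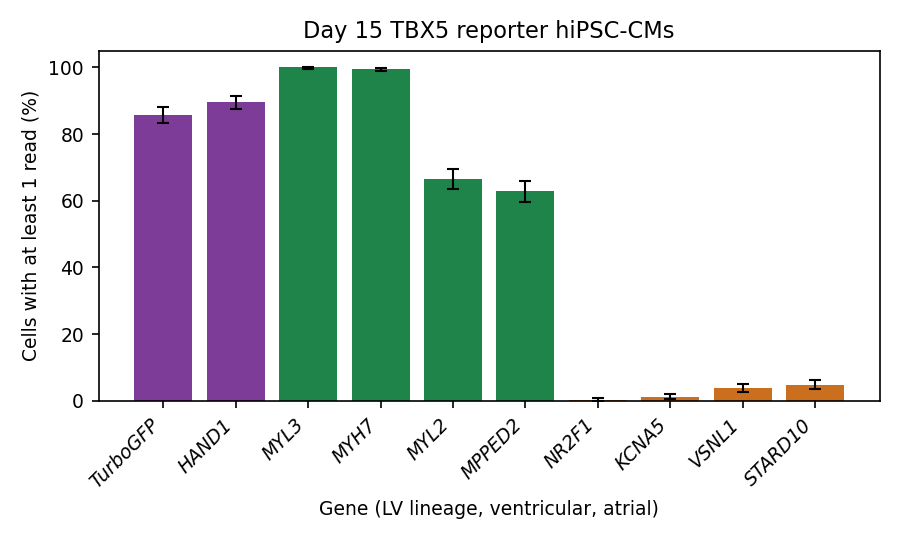
Percentage of the 938 day 15 reporter cells with at least 1 read of each gene, with exact binomial intervals as bars. Colours separate the lineage reporter and *HAND1*, the 4 ventricular markers and the 4 atrial markers, and the atrial markers lie between 0.213% and 4.69%.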

Flow cytometry analysis of day 35 differentiated hiPSC cardiomyocytes containing the *TBX5* lineage tracing system revealed 90.3 ± 2.3% of TNNT2+ cells (Fig. 8d) and 94.3 ± 1.4% of ventricular cardiomyocytes marked by TdTomato expression were GFP+ (Fig. 8e). These results are consistent with day 15 scRNA-seq data showing a predominance of left ventricular gene marker expression.

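For *TBX5* itself, the day 15 cells gave a read in 30.4% (interval 27.5% to 33.4%), with a median of 3 reads in those cells. *TurboGFP* was found in 92.3% of the cells with a *TBX5* read (interval 88.6% to 95.1%) and in 83.0% of the cells without one (interval 79.9% to 85.8%). Cells with *TurboGFP* and no *TBX5* read made up 57.8% of all cells. *HAND1* was found in 90.1% of the cells with *TurboGFP* and in 87.2% of the cells without it, a difference within the counting intervals. The shares were 79.7% and 81.2% after thinning. They differed beyond the intervals with at least 5 reads required (66.9% and 56.8%) and without a cell filter (83.1% and 65.4%). The cells without *TurboGFP* had a median of 144800 reads, against 211600 in the cells with it.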

**Fig. 8:**
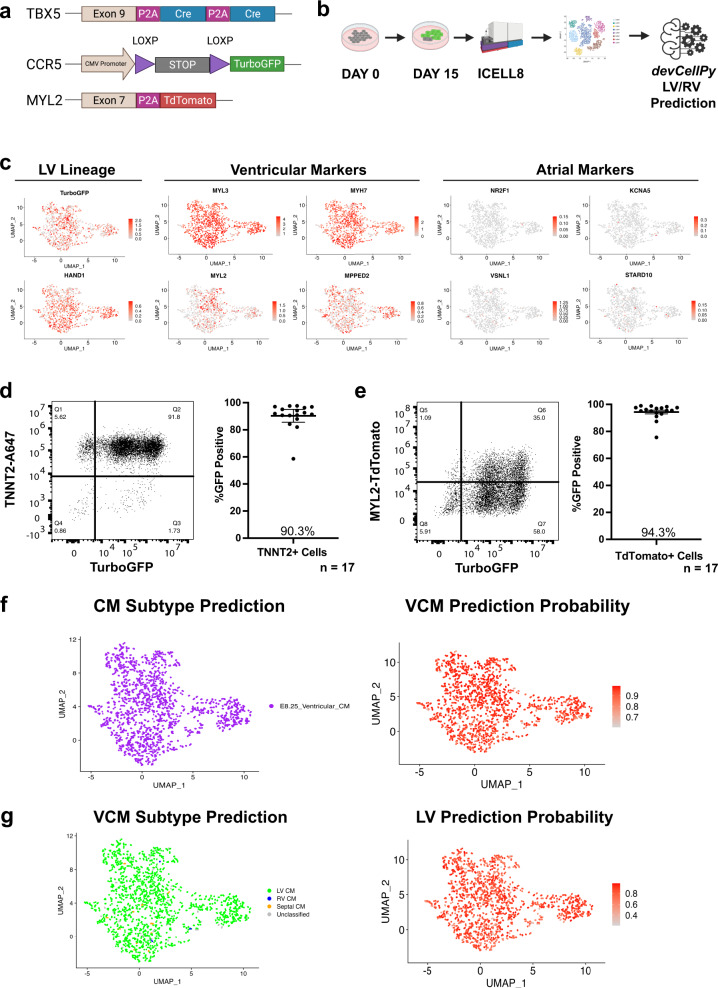
TBX5-Lineage tracing confirms *devCellPy* prediction of a predominantly left ventricular cardiomyocytes differentiation of hiPSC-CMs in vitro. A human iPSC line was genome-edited to introduce a *TBX5*-*Cre*/LoxP lineage tracing system. Genome-edited hiPSCs were differentiated and collected for scRNA-seq using the ICELL8 Smart-seq2 system. *devCellPy* models used for murine ventricular cardiomyocyte subtype predictions were applied for the prediction of the hiPSC-CMs. **a** Schematic of dual *TBX5-Cre*/*MYL2-TdTomato* lineage tracing system. **b** workflow for collection of day 15 ICELL8 data from genome-edited cell line. **c** Feature plots showing the expression of *TurboGFP*, LV marker *HAND1*, ventricular markers *(MYL3, MYL2, MYH7, MPPED2),* and atrial markers (*NR2F1, KCNA5, VSNL1, STARD10)*. **d** Left, Representative flow cytometry plot of cardiac troponin T (TNNT2) and TurboGFP expression at day 35 of cardiomyocytes containing *TBX5*-lineage tracing system. Right, Quantification of GFP-positive percentage among TNNT2 + cardiomyocytes among 17 independent biological replicate differentiations. Error bars represent standard error around the mean. **e** Left, Representative flow cytometry plot of MYL2-TdTomato and TurboGFP expression at day 35 of cardiomyocytes. Right, Quantification of GFP-positive percentage among TdTomato+ cardiomyocytes among 17 independent biological replicate differentiations. Error bars represent standard error around the mean. **f** Predictions of cardiomyocyte subtypes for day 15 hiPSC-CM using *devCellPy* E8.25 model and prediction probabilities. **g** Predictions of ventricular cardiomyocyte subtypes (left) of day 15 hiPSC-CM and prediction probabilities (right). Prediction probabilities indicate high overall confidence in LV predictions.

Having observed a predominance of LV differentiation of hiPSCs, we next asked whether *devCellPy* could be used to predict the cardiomyocyte chamber identity of hiPSC-CMs from scRNA-seq data. We chose to conduct a cross-species prediction of ventricular chamber identity due to the lack of available early-stage human embryonic cardiac cell data that include cells earlier than 5 weeks of human development. 

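In the ICELL8 cells, 84 of 938 had a read of any of the 4 atrial markers *NR2F1*, *KCNA5*, *VSNL1* and *STARD10*, a share of 8.96% (interval 7.21% to 11.0%). Cells with 2 or more of these genes made up 0.640% (interval 0.235% to 1.39%). At 1 depth for all cells the share with any of them was 4.83% (interval 3.51% to 6.45%). The cardiomyocyte genes *TNNT2*, *ACTA2* and *TNNI1* were found in 100% of the cells (interval from 99.6%).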

Using the E8.25 prediction model, *devCellPy* classified 100% of all cardiomyocytes as ventricular subtypes with >90% prediction probabilities (Fig. 8f). Moreover, the majority of cells were predicted to be of LV identity with >80% prediction probabilities across most cells (Fig. 8g). 

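The LV markers *HAND1* or *TBX5* were found in 92.3% of the 938 cells (interval 90.4% to 93.9%), or 66.4% with at least 5 reads required and 83.4% after thinning. The septal markers *IRX1* or *IRX2* were found in 7.46% (interval 5.86% to 9.34%), or 1.92% with at least 5 reads required and 4.60% after thinning. Cells with an LV marker and neither septal marker made up 85.5% (interval 83.1% to 87.7%), or 65.1% with at least 5 reads required and 80.0% after thinning. Cells with a septal marker and neither LV marker numbered 6, or 6 with at least 5 reads required and 11 of 891 after thinning. *PPP1R17*, the human counterpart of the septal marker that the paper probed in mouse hearts, was found in 0 of 938 cells. The interval of the share of cells with a detected read reaches 0.393%, which sets no limit on cells that express the gene below detection. *ID2* and *MYOZ2*, the counterparts of the other septal candidates, were found in 99.1% and 100% of the cells. No human RV marker was fixed in advance, so RV cells were not assessed.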

Overall, these results provide an intriguing finding demonstrating that *devCellPy* can be utilized for cross-species cell type predictions of in vitro hiPSC-derived cells.

## Discussion

In this study, we developed *devCellPy*, a Python-based bioinformatics pipeline to automatically predict cell types across multiple timepoints of development and cascading tiers of annotation layers using an accurately curated reference dataset at high resolution. Hierarchical annotation structures are present across multiple organs, species, and model systems^1,5,22,65–68^. As illustrated by the cardiac developmental atlas presented here, cells exhibit multiple subclasses of identities including ones that are difficult to resolve without extensive sub-clustering or sub-setting of the data. Moreover, accurate manual annotation of datasets often requires expert knowledge of the literature on positively and negatively expressed markers, which may lead to poor reproducibility in dataset annotations in less experienced users. Previous studies have also shown that deeply annotated datasets that contain highly related cell types with multiple subclasses can negatively impact the performance of automated cell classifiers^69^. We approached this challenge by creating hierarchically organized prediction models that encode their positions within an annotation hierarchy in an object class we term a “LayerObject”. By breaking down the prediction of closely related cell types into distinct annotation layers, we aimed to achieve a higher resolution prediction outcome across highly granular subclasses of cells within the annotation hierarchy. Importantly, users can designate timepoints within the hierarchy allowing for the construction of timepoint-dependent predictions across multiple sublayers of annotation. As cells move through the prediction hierarchy, *devCellPy* will only proceed to the next level of classification for cells passing the probability threshold set by the user, thus allowing for high confidence annotations of cell types across each layer of classification. Moreover, LayerObjects within *devCellPy* are highly portable allowing users to share trained prediction models or to export individual LayerObjects for single-layer predictions. The portability of *devCellPy* allows expert-curated reference atlases to be widely available to the scientific community for conducting cell predictions across complex scenarios such as developmental-specific cell predictions.

In addition to its portability, *devCellPy* requires minimal processing of a dataset for training and prediction. Surprisingly, we found that *devCellPy* could identify biologically relevant marker genes across more than 35,000 input genes. The high prediction performance of the algorithm revealed that no additional preprocessing or feature selection was required other than the normalized counts expression matrix to train the algorithm and reference labels from an accurately curated reference dataset at high resolution. Importantly, *devCellPy* significantly reduces the burden on users to conduct extensive dimensionality reduction analyses and prior feature selection as required for other classification tools^12,15,16^ Interestingly, when we compared the performance of *devCellPy* to other previously published cell classification algorithms, we found that the automated hierarchical approach of *devCellPy* outperformed other methods trained on classifying all the cell types present within the cardiac atlas (Fig. 6). A major limitation of existing methods for predicting highly granular cell types is that the requirement of feature selection in the gene expression or principal component space may filter out genes necessary to predict cell subtypes. While feature selection has been shown to improve prediction accuracies^13,43^, the presence of highly granular cell subtypes can yield inaccurate classification and requires users to conduct laborious partitioning and reselection of significant features for cell prediction. *devCellPy* fully automates the training across multiple levels of cell identities thus automating the process of predicting cells across complex annotation hierarchies. Moreover, while other methods allow for the generation of cell prediction models for a unique set of labels, *devCellPy* allows for automated classification across timepoint-dependent annotations, thus providing a significant improvement for cell classification across developmental datasets. Importantly, *devCellPy* was able to accurately predict cell types from as low as 32 cells per category without the need for feature selection or calculation of correlated features prior to feeding the dataset to *devCellPy* which are otherwise implemented in algorithms such as CaSTLe or scmap.

To demonstrate the broad utility of *devCellPy* on cells from any species, we show its ability to accurately predict de novo datasets regardless of the single cell technology used for dataset generation. One example of this was seen with the Lescroart et al. dataset where Smart-seq data was collected on gastrulation stage embryos^50^. *devCellPy* was able to predict all cells for this dataset with a nearly 100% match to manual annotations despite being trained on data gathered from 10X Genomics 3’ droplet-based data. Furthermore, the *devCellPy-*generated cardiac algorithm successfully predicted RV cardiomyocytes marked by an *Isl1*-lineage tracing marker. The concordance of the algorithm’s predictions with a fluorescent lineage positive marker provides evidence for the overall accuracy of the algorithm at cell prediction of highly granular cell types such as ventricular cardiomyocyte subtypes.

Despite a more than 15-year history of hiPSC cardiac differentiation, it remains unknown whether hiPSCs generate left or right ventricular cardiomyocytes^58,60^. This question is important for the modeling of congenital heart diseases such as single ventricle defects that lead to devastating defects where one side of the heart is severely underdeveloped. Moreover, a major challenge in the field of hiPSC cardiac biology has been to generate distinct types of cardiomyocytes and to identify them in vitro^61,62,70^. We, therefore, applied *devCellPy* to determine whether the algorithm could identify the cardiomyocytes generated from in vitro differentiated hiPSCs by using the murine mouse models. Intriguingly, the *devCellPy*-generated algorithm identified the developmental immaturity of hiPSC-CMs similar to E8.25 between Day 7 and 30 of maturation, with Day 50 being accurately predicted by the E9.25 model. These data thus suggest that hiPSC-derived CMs exhibit an embryonic-like maturational state. Moreover, *devCellPy* models trained on 5–7 weeks of human fetal heart data showed poor prediction confidence for almost all early timepoints of hiPSC differentiation which highlights the need for an early embryonic reference similar to E8.25–E9.25 in the mouse (Supplementary Fig. 12).

Interestingly, *devCellPy* predicted the majority of the hiPSC-derived CMs as left ventricular in identity. To confirm this, we introduced a TBX5-driven Cre-LoxP lineage tracing system in an hiPSC line^64^, which corroborated the prediction of the machine learning algorithm, thus providing evidence of left ventricular predominant differentiation in an hiPSC cell line. The ability to conduct a cross-species prediction was particularly intriguing due to the lack of embryonic stage human embryonic tissue that could be used as a reference. As groups continue to generate increasingly complex in vitro differentiation systems such as organoids^67,71–73^, *devCellPy* should be able to serve as a useful tool to identify multiple classes of cell types and enable cross-species prediction of early embryonic cell types.

Together, *devCellPy* presents an exciting tool for scRNA-seq analysis by providing a fully automated pipeline for generating a cell type/subtype prediction algorithm that is well suited for hierarchically annotated datasets. Our work here shows that the algorithm generated by *devCellPy* is highly versatile and generalizable to any scRNA-seq dataset and is provided as a fully open-source Python package. With the growth of large-scale developmental cell atlases, *devCellPy* will provide a resource to assist in the identification of cell types across platforms and species, particularly in well-annotated reference datasets exhibiting complex multilayered annotation schemes.

## Methods

### Animal samples

All animal experiments described have been approved by the Administrative Panel on Laboratory Animal Care at Stanford University. Mouse strain used for all experiments was the CD1 wildtype background. Time pregnancies of CD1 were acquired from Jackson Laboratory (Sacramento, CA) and 8 embryonic day 10.5 mice of mixed sex were used for single-cell experiment in this manuscript.

### Cell lines

The human-induced pluripotent stem cell (hiPSC) line used in this study was provided by the Stanford Cardiovascular Institute Biobank (SCVI-111, Sendai virus reprogrammed peripheral blood mononuclear cells, healthy male with normal karyotype 46, XY). Genome edited SCVI-111 containing TBX5-Cre lineage tracing/MYL2-Tdtomato system were previously generated as described in ref. 64. Studies involved human iPSC approved under protocol #460 of the Stanford Stem Cell Research Oversight (SCRO) committee.

### Cell culture

HiPSCs were maintained in DMEM/F12 (Thermo Fisher Cat. 11330057) supplemented with Essential 8 (E8) and cultured on growth factor reduced Matrigel (Corning Cat. 354230) coated plates at a 1:350 dilution. Upon reaching 75–80% confluency, hiPSCs were passaged using 0.5 mM EDTA in PBS for 8 min at 37 °C. Passaging was conducted by trituration of the dissociated cell clustered in E8 media plus 10 µM ROCK inhibitor (Selleckchem Cat. S1049). Passaging was performed in 1:12 splitting ratios approximating 10,000 cells per cm^2^. 24 h after passaging, media was changed to E8 media without ROCK inhibitor.

HiPSC cardiomyocyte differentiation was performed using a previously described biphasic WNT stimulation and inhibition protocol as previously described^74^. Briefly, on day 0 of differentiation when hiPSCs reached 90–95% confluency, media was changed to RPMI 1640 (Thermo Fisher Cat. 11875119) differentiation media supplemented with B27 minus insulin (Thermo Fisher Cat. A1895601) containing 6 µM CHIR99021 (Selleckchem Cat. S1263). After 2 days of CHIR treatment, the media was changed to RPMI 1640 with B27 minus insulin (Thermo Fisher Cat. for 24 h. Between days 3 and 5, the media was changed to 2 µM C59 (Selleckchem Cat. S7037) in RPMI 1640 media supplemented with B27 minus insulin (Thermo Fisher Cat. A1895601). On day 5 of differentiation, media was changed to B27 minus insulin in RPMI 1640 for 48 h on day 7, media was changed to B27 plus insulin in RPMI 1640. On day 9, cardiomyocytes were enriched by glucose deprivation using RPMI 1640 minus glucose supplemented with B27 plus insulin (Thermo Fisher Cat. 17504044). By day 11, >80% beating cardiomyocytes could be observed.

Cardiomyocytes were replated using TrypLE Select Enzyme 10X (ThermoFisher Cat. A1217701) at 37 °C for 10–15 min. Cells were dissociated using gentle trituration and transferred to 15 mL conical tubes containing a cardiomyocyte replating media (10% knockout serum in RPMI 1640 supplemented with B27 plus insulin and 10 µM ROCK inhibitor). 24 h after plating cardiomyocytes, the media was changed to RPMI 1640 supplemented with B27 plus insulin, and cardiomyocytes were subsequently maintained in this media. Biological replicates were defined as independent differentiations conducted during experiments.

### Overview of devCellPy

*devCellPy* is a multilayered machine learning pipeline powered by the XGBoost Python library for cell classification. A fully annotated reference dataset containing individual cell annotations across all layers of annotation is required to train the program. Under train mode, *devCellPy* intakes a log-normalized counts matrix, cell annotations, and a file containing the annotation hierarchy. Hierarchies loaded into the software can be of any complexity and can include layers such as the time where *devCellPy* will train to recognize cell types that are only present during specific timepoints during a biological process. We created an object class that we term the LayerObject which will be generated for each layer of annotation within the hierarchy. At the beginning of training, XGBoost training parameters are fine-tuned at the topmost layer of the hierarchy using a randomized search with 50 trials. Learning rate, maximum depth, observation ratio per tree, and feature ratio per tree are adjusted to maximize accuracy and minimize overfitting. Final parameters are selected according to the minimum mean absolute error.

After the selection of the final model parameters, *devCellPy* will begin training XGBoost models for each layer of classification. Each layer is trained independently on subsets of the scRNA-seq data, which can be customized to identify different networks of labeling. The XGBoost models are stored within the LayerObjects of each respective layer. The LayerObject will also automatically encode the layer’s position within the hierarchy to allow the algorithm to automatically predict cell classes according to the desired annotation hierarchy. The final trained model will provide an output containing multiple LayerObjects that are exportable for reusability of the prediction model. LayerObjects can also stand alone allowing users to conduct individual layer cell annotations.

For cell prediction, *devCellPy* takes a log-normalized gene expression matrix that is then used to conduct cell predictions across all layers of annotation. Cells will only be classified according to the annotation hierarchy used for the training of the algorithm. At each layer of classification, a probability value indicating the confidence of a cell’s annotation is provided for each prediction made. We implemented a rejection option into the layered model with a default probability threshold of 0.5, and cells whose label with maximum probability falls under 0.5 are categorized as unclassified. In the final version of *devCellPy* this threshold value is adjustable by the user who may choose more stringent cutoffs for cell classification.

*devCellPy* also allows users to identify the top positive and negative gene predictors used by the algorithm to predict cell types. The contribution of each gene toward the prediction of each class was calculated based on the classic game-theoretic Shapley values using the SHapley Additive exPlanations (SHAP) package^23^, and the top genes with the highest Shapley value sum for each label were reported. SHAP importance plots for each cell type indicate top genes that either positively or negatively shifted XGBoost’s prediction toward a particular cell type. Using the feature ranking mode within *devCellPy*, top positive and negative genes used for the predictions of cell types across all layers will be generated thus allowing for the automated determination of gene markers used for cell type assignments by the algorithm.

For more information and a full tutorial of *devCellPy’s* functionality, we provide documentation at: https://github.com/devCellPy-Team/DevCellPy.

### Construction of cardiac developmental cell atlas

To generate a large-scale cardiac developmental cell atlas raw FASTQ files were downloaded from the GEO repository—deSoysa et al. 2021, Hill et al. 2021, and Goodyer et al. 2021—and aligned using CellRanger-6.0.0. Accession numbers can be found in Supplementary Table 1. We conducted a single-cell RNA-seq analysis using Seurat v4.0.3. Dataset quality control was conducted by excluding cells where the number of genes, number of mRNA counts, percent mitochondrial gene expression, or percent ribosomal gene expression exceeded the median of these metrics by plus or minus three times the median absolute deviation. An ambient RNA correction was conducted on all datasets using the SoupX package^75^. Following quality control, each dataset was normalized separately where each gene’s count was divided by the total number of gene counts per cell and scaled by a factor of 10,000. Normalized counts were then further processed by taking the natural log of each normalized gene count.

For each individual dataset, we proceeded to find the top 2000 highly variable genes using the FindVariableFeatures in Seurat. We performed a linear regression (using ScaleData function in Seurat) on all highly variable genes to eliminate technical variability due to the number of genes detected, sequencing depth, percent mitochondrial content, percent ribosomal content, and cell cycle phase. After scaling highly variable genes, these features were used as input for principal component analysis. Following principal component calculation, we used significant principal components to proceed with dimensionality reduction by uniform manifold approximation and projection (UMAP) and unsupervised clustering^76^.

During our first pass annotation, we selected all mesoderm-derived cell types relevant for cardiac development and excluded endodermal and ectodermal-derived cell types for subsequent analysis. After the selection of mesoderm derivatives, we re-clustered all cell types and selected a clustering resolution that allowed for the clear annotation of distinct cell types. We divided our annotation strategy into three layers of annotation. The first layer consisted of identifying major cell type categories (i.e. cardiomyocytes, endothelial cells, etc.). The second layer consisted of subsetting cardiomyocytes only and re-clustering all cells to identify major cardiomyocyte subpopulations. Using markers established in the literature we proceeded to annotate unsupervised clusters based on their cardiomyocyte subtype identity. Lastly, for the third layer of annotation we subsetted ventricular cardiomyocytes and re-clustered the cells to annotate ventricular cardiomyocyte subtypes. Across all three layers, we conducted differential expression analysis using pairwise comparisons across all cell classes using the Wilcoxon rank-sum test for single-cell gene expression. Cell markers identified during differential expression analysis were cross-referenced with established literature including original papers from which datasets were obtained to confirm cell identity.

To generate a unified differentiation trajectory starting from pluripotent epiblast cells, we downloaded the count's matrix from the ref. 2 gastrulation cell atlas and subsetted cells that were annotated as epiblast, primitive streak, nascent mesoderm, and mixed mesoderm. After normalization, we proceeded to integrate all datasets together using the mutual nearest neighbor (MNN) algorithm^28^. Using MNN-corrected principal components, we conducted dimensionality reduction and generated a UMAP plot demonstrating a continuous differentiation trajectory from early epiblast cells to distinct cardiac developmental cell types. We followed the same procedure to obtain a differentiation trajectory of FHF and aSHF progenitor differentiation to LV and RV cardiomyocytes, respectively. For visualization of the FHF/aSHF differentiation trajectory, we plotted three-dimensional UMAPs to visualize the bifurcation of the progenitor population from mesodermal progenitors.

### Mouse embryonic heart scRNA-seq workflow

E10.5 murine hearts were dissected from the thoracic cavity of a single litter. Whole hearts were then digested into single cells with 1 mL of 0.25% trypsin–EDTA at 37 °C for 10 min with continuous gentle trituration using a 1000 μL pipette. An equal volume of a collagenase mixture was subsequently added (10 mg/mL of collagenase A + 10 mg/mL of collagenase B dissolved in HBSS minus calcium with 40% FBS). Cells were again manually dissociated collagenase mixture for 20 min with gentle trituration using 1000 μL pipette. After dissociation, a large excess volume of HBSS minus calcium with 40% FBS was added to dilute and quench the enzyme reaction. Cells were subsequently centrifuged for 5 min at 200×*g* at 4 °C. Cells were resuspended in cold PBS + 0.04% BSA and washed twice in similar fashion prior to cell counting using a Countess cell counter. 10X Genomics Chromium Next GEM Single Cell 3’ v3.1 (Rev C) protocol was followed for single-cell capture and subsequent cDNA library generation. Input cell concentration was adjusted to achieve an input cell number of 10,000 cells according to the manufacturer’s protocol. Sequencing was conducted on an Illumina NovaSeq 6000 at 20,000 read pairs per cell for the gene expression library and 5000 read pairs for the feature barcode library.

### Human iPSC time course scRNA-seq workflow

We conducted a time course scRNA-seq experiment using the parental line of the hiPSC line containing the TBX5-Cre lineage tracing reporter system. Human-induced pluripotent stem cells were maintained and differentiated to cardiomyocytes using the protocol described above in the “Cell Culture” section. To conduct a time course scRNA-seq experiment we froze hiPSC-CMs on day 7 of differentiation and conducted timed thaws to synchronize the collection of cells on days 7, 11, 13, 15, 30, and 50 of differentiation. This was done to minimize experimental variability and to ensure that we followed the differentiation of a single differentiation batch through development. Cells were dissociated using TRYPLE Select 10X for 10–15 min with gentle trituration using a 1000 µL pipette tip every 3 min. Enzymatic digestion with replating media (10% KOSR in RPMI 1640 supplemented with B27 plus insulin and 10 µM ROCK inhibitor). Cells were filtered through a 100 µm filter and were counted to obtain 500,000 cells per timepoint. Cells for each individual timepoint were incubated with a distinct 10X Genomics CellPlex oligo following the manufacturer's protocol (CG000391 Rev A). CellPlex allows for multiplexing of samples for scRNA-seq experiments. Following CellPlex incubations and washes, we pooled all timepoints together at equal ratios and counted cells on a Countess (Invitrogen) automated cell counter. We then followed the 10X Genomics Next GEM Single Cell 3’ Reagent Kit v3.1 with Feature Barcode technology for Cell Multiplexing protocol (CG000388 Rev B) to generate a cDNA library. An estimated 50,000 cells were loaded onto the cell capture chip. The final products from the manufacturer's protocols were two sequencing libraries: (1) Gene expression library and (2) Feature barcode library for sample demultiplexing. Sequencing was conducted on an Illumina NovaSeq 6000 at 20,000 read pairs per cell for the gene expression library and 5000 read pairs for the feature barcode library. GEO Accession numbers for data are found in Supplementary Table 2.

### Bioinformatic analysis of human iPSC time course scRNA-seq data

Raw FASTQ files for the gene expression and CellPlex libraries were input into the CellRanger-6.0.0 “multi” function to align and demultiplex samples. CellRanger conducts demultiplexing of samples by identifying single oligo labeled cells for each sample and discarding cells that presented with multiple oligo labels which represent either doublets or background labeled cells. We conducted a subsequent analysis using the R package Seurat v4.0.5. After demultiplexing, each timepoint was individually pre-processed by conducting quality control by excluding cells where the number of genes, number of mRNA counts, percent mitochondrial gene expression, or percent ribosomal gene expression exceeded the median of these metrics by plus or minus three times the median absolute deviation. Counts for each cell were normalized by dividing each gene’s mRNA counts by the total number of counts expressed per cell. The normalized gene counts were then scaled by a factor of 10,000 and a natural log was calculated for each gene. We used a panel of cell cycle genes associated with the S, G2, and M phases to calculate a cell cycle score and assign the cell cycle state of each cell. 2000 Highly variable genes were calculated and technical variables (total gene counts, number of features detected, percent mitochondrial genes, percent ribosomal genes, and cell cycle status) were regressed out using linear regression. Principal component analysis was conducted followed by non-linear dimensionality reduction using uniform manifold approximation and projection (UMAP). Unsupervised clustering was conducted across all timepoints, and cardiomyocyte clusters were subsetted from each timepoint identified by the expression of canonical markers *TNNT2, ACTA2*, and *TNNI1*.

After identifying cardiomyocytes at each timepoint of differentiation, we subsetted all cardiomyocytes in the G1 phase of the cell cycle to eliminate the influence of cell cycle genes on downstream trajectory analysis of differentiation. All timepoints were merged into a single Seurat object and the object was converted into a SingleCellExperiment object for downstream trajectory analysis. Highly variable genes were calculated using the scran v1.18.5 package by using the modelGeneVar function and setting timepoint as a blocking variable to reduce the batch effect of individual timepoints^77,78^. Using the getTopHVGs function we then selected the top 2000 highly significant variable genes. We then removed cell cycle and ribosomal genes from this list to further reduce the effects of technical noise during the trajectory calculation. We conducted principal component analysis and used the top 2 principal components to plot cells and calculate pseudotime using the Slingshot v2.0.0 package. We calculated diffusion pseudotime and obtained a clear differentiation trajectory starting from day 7 of differentiation and progressing to day 50. Using the plotExpression function we were then able to plot gene expression of multiple genes across diffusion pseudotime and fit a generalized additive model curve for each gene’s expression.

### Human iPSC day 15 ICELL8 scRNA-seq workflow

Human iPSCs containing the TBX5 lineage tracing reporter system were differentiated to day 15 cardiomyocytes that were prepared for scRNA-seq using the same protocol as that used for the time course study. Cells were counted and resuspended in PBS + 0.04% BSA. We conducted single-cell capture and cDNA library generation using the Smartseq2 Takara ICELL8 single cell system (Takara Cat. No. 640000). Manufacturer's protocol was followed for single cell dispensing on the ICELL8 nanowell chip and automated microscopy was conducted to identify single cells for downstream processing. Each nanowell received individual index sequencing barcodes for demultiplexing cells during downstream sequencing. Sequencing per manufacturer instructions on an Illumina NovaSeq 6000 sequencer. GEO Accession numbers for data are found in Supplementary Table 2.

### Bioinformatic analysis of human iPSC-CM day 15 ICELL8 scRNA-seq

FASTQ files from human iPSC-CM day 15 ICELL8 experiments were aligned to a custom human reference genome containing TurboGFP sequence. Alignment was conducted using STAR-v2.7.9a using the following parameters: -soloType SmartSeq –soloStrand Unstranded –soloUMIdedup NoDedup^79^. The output from STAR was a gene expression matrix that was directly input into Seurat v4.0.3. We conducted data quality control, variable feature selection, and principal component analysis exactly as the process conducted for the hiPSC time course data. UMAP plots were calculated, and gene expression was analyzed using the FeaturePlot function in Seurat.

### Flow cytometry

A Beckman Coulter CytoFLEX flow cytometer was used for high throughput analysis of TNNT2, TurboGFP, and MYL2-TdTomato expression of hiPSC-CM derived from genome edited hiPSC containing the TBX5-lineage tracing reporter system. On days 3 and 35 of collection, cells were dissociated to single cells in 10X TrypLE Select (Thermo Fisher) for 5 min at 37 °C. Cells were subsequently pelleted by centrifugation at 200×*g* for 5 min. Cell pellets were resuspended in 4% PFA for 10 min and were rinsed with a 5% fetal bovine serum solution in 1× PBS. Cells were permeabilized in a 0.5% Saponin solution containing 5% FBS in 1× PBS (hereafter referred to as saponin solution). After permeabilization cells were incubated for 45 min in a monoclonal mouse anti-Troponin primary antibody (Thermo Fisher Cat. MA5-12960 Clone 13-11) at a 1:100 dilution in 0.5% saponin solution. Cells were rinsed twice in saponin solution and then incubated in secondary antibody AlexaFluor 647 goat anti-mouse (Thermo Fisher Cat. A-21235) at a 1:1000 dilution in 0.5% saponin solution. Cells were subsequently rinsed in 1× PBS twice and analyzed using CytoFLEX flow cytometer. Flow cytometry data was analyzed with FlowJo analysis software version 10.8.0. 23 independent biological replicates were analyzed for analysis of GFP expression and MYL2-TdTomato expression in hiPSC-derived cardiomyocytes as reported in Fig. 7 and Supplementary Fig. 8. Gating scheme was set relative to day 3 of differentiation which served as the control for analyzing fluorescent cell populations.

### Testing of devCellPy and other methods on Tabula muris dataset

Normalized expression data was obtained from the *Tabula muris* dataset and top 17 cell types containing >1000 cells were used for all analyses. The dataset was partitioned into 90% for cross-validation and 10% for a hold-out dataset that was used for testing across all machine learning methods. 10-fold cross-validation was conducted by randomly reshuffling the data used for training and testing to obtain a statistical estimate of each algorithm’s overall accuracy. Code for running each machine learning method was found in the following respective links: CaSTLe (https://github.com/yuvallb/CaSTLe), SingleCellNet (https://github.com/yuvallb/CaSTLe), Seurat (https://satijalab.org/seurat/articles/integration_mapping.html), scmap (https://github.com/hemberg-lab/scmap), scPred (https://github.com/powellgenomicslab/scPred). For the calculation of statistical significance of differences between methods evaluated, one-way Brown–Forsythe and Welch ANOVA tests were conducted.

### Determination of minimum cell number for *devCellPy* accuracy

Normalized expression data was obtained from the *Tabula muris* dataset. Cell types containing >1000 cells were selected for further testing. Dataset was partitioned into a 10% hold out dataset and 90% dataset that was used to randomly construct 5 partitions containing 16, 32, 64, 128, 256, 512, and 948 cells per cell type. *devCellPy* models were trained on each of these partitions for the number of cells per category and tested on the 10% hold-out dataset. Prediction accuracies were then calculated for all 5 models trained for each of the number cells per cell type. Confusion matrices were calculated on a representative partition to determine the overall accuracy per cell types.

### Testing of *devCellPy* on cardiac developmental atlas

*devCellPy* was used for classifying cells in the cardiac atlas consisting of the following structure: the first layer of classification organized cells based on their cell type, the second layer classifies cardiomyocyte cells, and the third layer classifies ventricular cardiomyocytes based on their location according to their developmental stage. To test the performance of the algorithm on each layer of annotation, each layer was trained independently on subsets of the scRNA-Seq atlas. For each layer tested, the data was divided into a 90% partition for cross-validation and a 10% hold-out dataset. Subsequently, the 90% cross-validation partition underwent further partitioning into a 90% segment used for training and a 10% segment used for calculation of performance metrics. 10-fold cross-validation was conducted by randomly reshuffling the data used for training and testing to obtain a statistical estimate of the model’s error for its overall accuracy, precision, recall, and F1 scores. After 10-fold cross-validation, we fed the 10% held-out partition from the initial subdivision and calculated the confusion matrices to determine the prediction accuracy of the algorithm across all cell classes.

### RNAScope in situ hybridization

Whole hearts were collected from embryonic day 10.5 and 16.5 CD1 mice and washed in PBS prior to overnight fixation in 4% paraformaldehyde (Fisher, 50-980-487) in PBS at 4 °C. Hearts were then washed in PBS at room temperature for 15 min three times prior to cryopreservation in 30% sucrose in PBS overnight at 4 °C. The tissue was then embedded in Tissue-Plus OCT (Fisher, 23-730-571) and was cut as cryosections of 10 µm thickness and stored at −80 °C until use. RNAscope© Multiplex Fluorescent v2 (Cat. #323100) was used per the manufacturer's suggested protocol for fixed frozen tissue sections. The following murine probes were used: Mm-Tbx5-C2 (Cat. #519581-C2) and Mm-Ppp1r17-C3 (Cat. #497351-C3). All images were taken with the Zeiss AxioImager widefield fluorescence microscope at the Neuroscience Microscopy Services facility at Stanford University. A minimum of three biological (different hearts) and three technical (different sections/heart) were used for each in situ hybridization.

### Validation of *devCellPy* on de novo datasets

For additional validation of the final *devCellPy* model, independent murine cardiac cell datasets were downloaded from refs. 80, 56, 57. Following the same procedure as that used for the cardiac developmental cell atlas, we conducted quality control, normalization, and a multilayered manual annotation of cell types. Moreover, we collected E10.5 mouse hearts and conducted scRNA-seq on these hearts to obtain additional data for testing *devCellPy* on never-before-seen data. We followed the same analysis procedure as the cardiac developmental cell atlas for manual annotation of distinct cell types. Normalized gene expression matrices were exported for each of these datasets and were input into *devCellPy* to conduct a full prediction of all cell types in the cardiac atlas. Confusion matrices were calculated to compare the manual labels versus the *devCellPy* predictions for all cells that were successfully classified. To evaluate *devCellPy* performance relative to other machine learning methods, we trained *SingleCellNet, Seurat*, and *scPred* methods on the full cardiac atlas labels and applied each method to the de novo datasets. Similar to *devCellPy*, we then calculated confusion matrices to compare the predicted labels to the manual annotations of distinct cell types.

To determine whether *devCellPy* could accurately predict *Isl1*-Cre lineage traced right ventricular cells, we calculated the number of ventricular cells in the Li et al. 2019 E10.5 dataset that were EGFP-positive cells by annotating cells that exhibited an expression level greater than 0.1. We then calculated the number of EGFP + cells that were classified as LV, RV, and Septal in both the manual and *devCellPy* annotation methods to determine the overall concordance between the classification methods.

### Analysis ventricular gene expression during ventricular differentiation

To conduct an analysis of atrial and ventricular marker expression during ventricular differentiation, we subsetted ventricular cardiomyocytes from both the human fetal and murine developmental cell atlas. We plotted each dataset along the first two principal components and calculated pseudotime using the Slingshot package. This same procedure was used for the hiPSC-CM time course. We then plotted the expression and fit generalized additive model curves for *MYL2, MYL3*, and *MYH7* to compare expression kinetics across all three datasets.

### Prediction of chamber identity of human iPSC cardiomyocytes

To predict the chamber identity of human iPSC cardiomyocytes using *devCellPy*, we exported the normalized expression matrix of the day 15 hiPSC-CM ICELL8 data. Human genes were converted to homologous mouse genes using *BioMart* package in R and we ran predictions of cardiomyocyte subtype identity using the E8.25 murine timepoint models. We then quantified the identities predicted using all three models for the two timepoints input into the prediction algorithm.

### List of R packages used in study

R (v4.1.1), Seurat (v4.0.5), SeuratWrappers (v4.0.2), SeuratObject (v4.0.2), SoupX (v1.5.2), celda (v1.8.2), ggplot2 (v3.3.5), ggpubr (v0.4.0), dplyr (v1.0.7), R.utils (v2.11.0), biomaRt (v2.48.3), svglite (v2.0.0), scran (v1.20.1), SingleCellExperiment (v1.14.1), scrattch.io (v0.1.0), and patchwork (v1.1.1).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The scRNA-seq data generated in this study have been deposited in the GEO Repository under accession code GSE184943. The publicly available datasets used in this study are available in the GEO Repository and ArrayExpress databases under accession codes GSE165300, GSE126128, GSE131181, GSE132658, GSE122403, GSE100471, E-MTAB-6967 (ArrayExpress). The cross-validation, flow cytometry, and minimum cell number determination data generated in this study are provided in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: devCellPy is a machine learning-enabled pipeline for automated annotation of complex multilayered single-cell transcriptomic data
**Source:** Nat Commun. 2022 Sep 7;13:5271. doi: 10.1038/s41467-022-33045-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

***devCellPy*** A machine learning-enabled pipeline for automated annotation of complex multilayered single-cell transcriptomic data

**E7.75 (deSoysa et al.)**

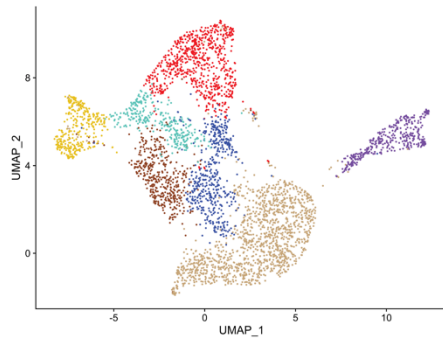

**E10.5 (Li et al. 2019)**

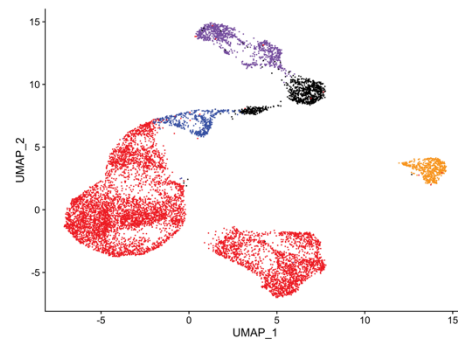

**E8.25 (deSoysa et al.)**

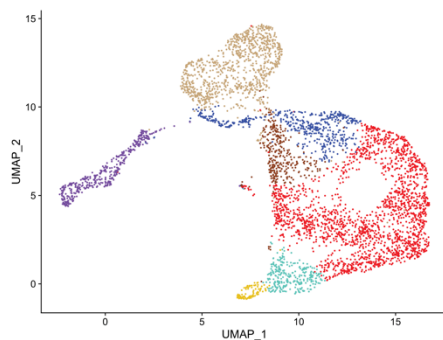

**E13.5 (Hill et al. 2019)**

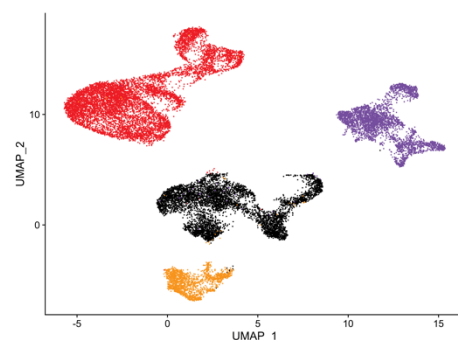

**E9.25 (deSoysa et al.)**

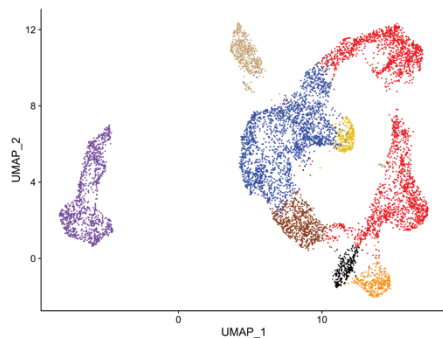

**E16.5 (Goodyer et al. 2019)**

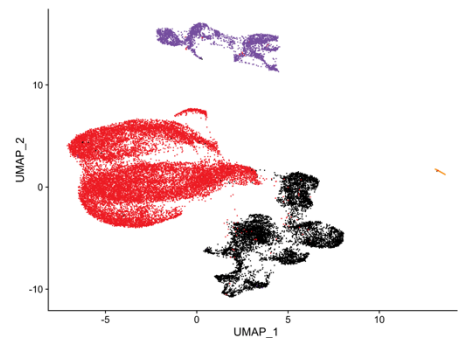

● FHF Progenitors ● pSHF Progenitors ● Cardiac Myocytes ● Endothelial Cells ● Smooth Muscle Cells  
● aSHF Progenitors ● Pharyngeal Mesoderm ● Epicardial Cells ● Mesenchymal Cells

**Supplementary Figure 1. Annotations of Unsupervised Clusters For Individual Datasets Included In Cardiac Developmental Atlas.** Each individual timepoint for all downloaded datasets were analyzed independently and underwent unsupervised clustering. Using established gene markers and differential gene expression analysis, clusters were annotated as shown.

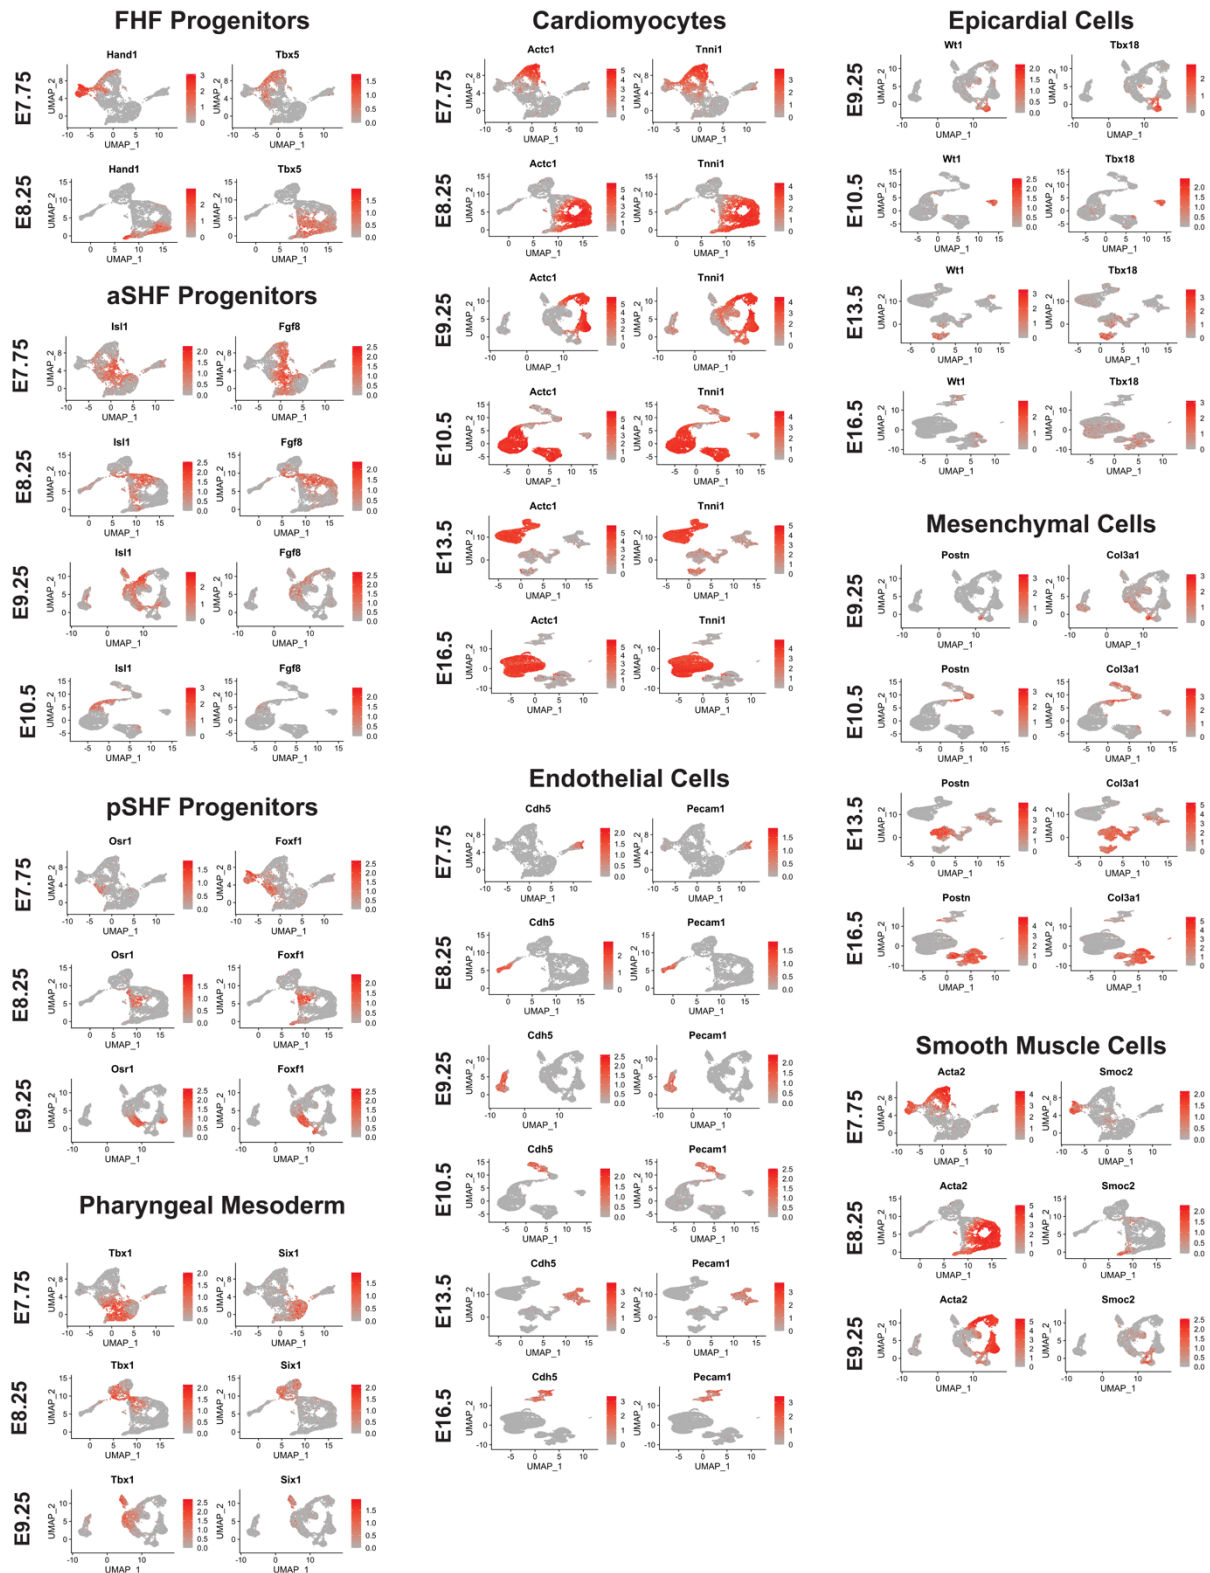

**Supplementary Figure 2. Feature Plots Showing Top Gene Markers Used in Annotation of Cardiac Developmental Atlas.** Feature plots showing the expression of well-established gene markers for multiple cell types included in the cardiac developmental atlas. Each major cell type class is divided into each individual timepoint showing the expression of distinct markers through time.

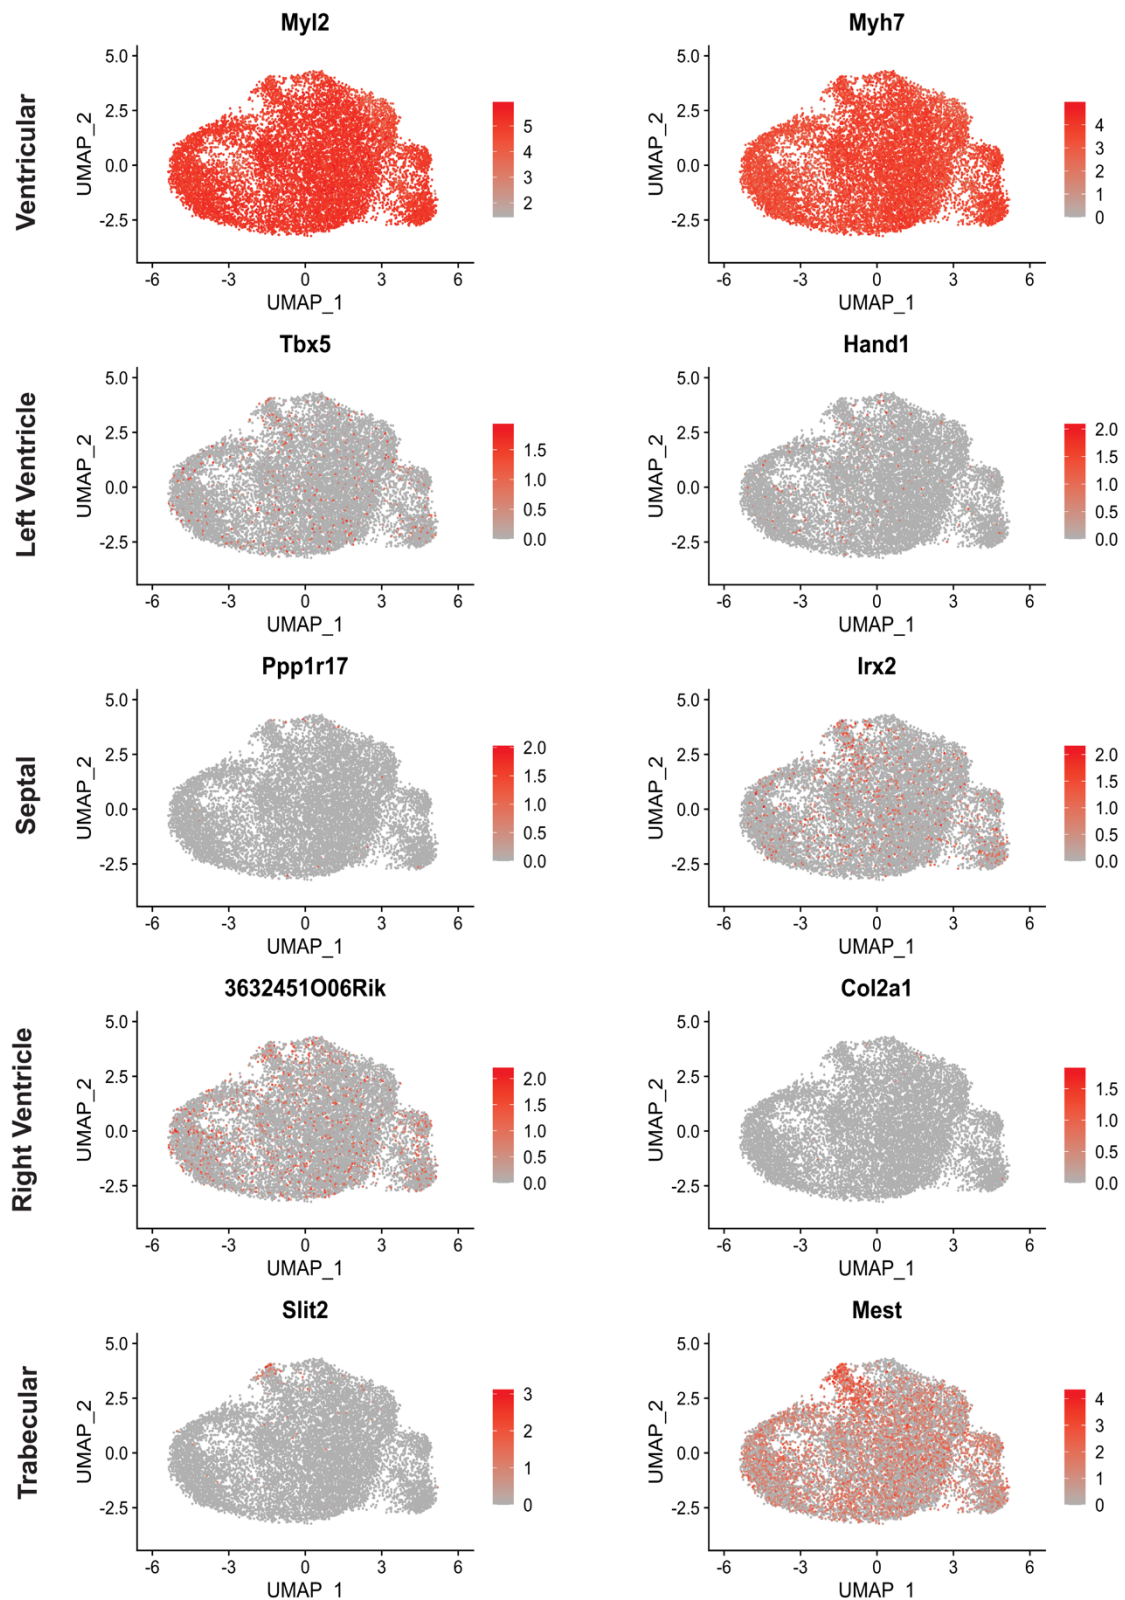

**Supplementary Figure 3. Feature Plots Indicating Lack of Discernable Ventricular Cardiomyocyte Subtypes at E16.5.** E16.5 ventricular cardiomyocytes were subclustered to determine whether LV, RV, Septal, Compact, or Trabecular cardiomyocyte subtypes could be identified. Two markers per ventricular

cardiomyocyte subtype are shown for each subclass of ventricular myocyte. Note the lack of clear expression in specific clusters of cells for all markers assayed.

**a**

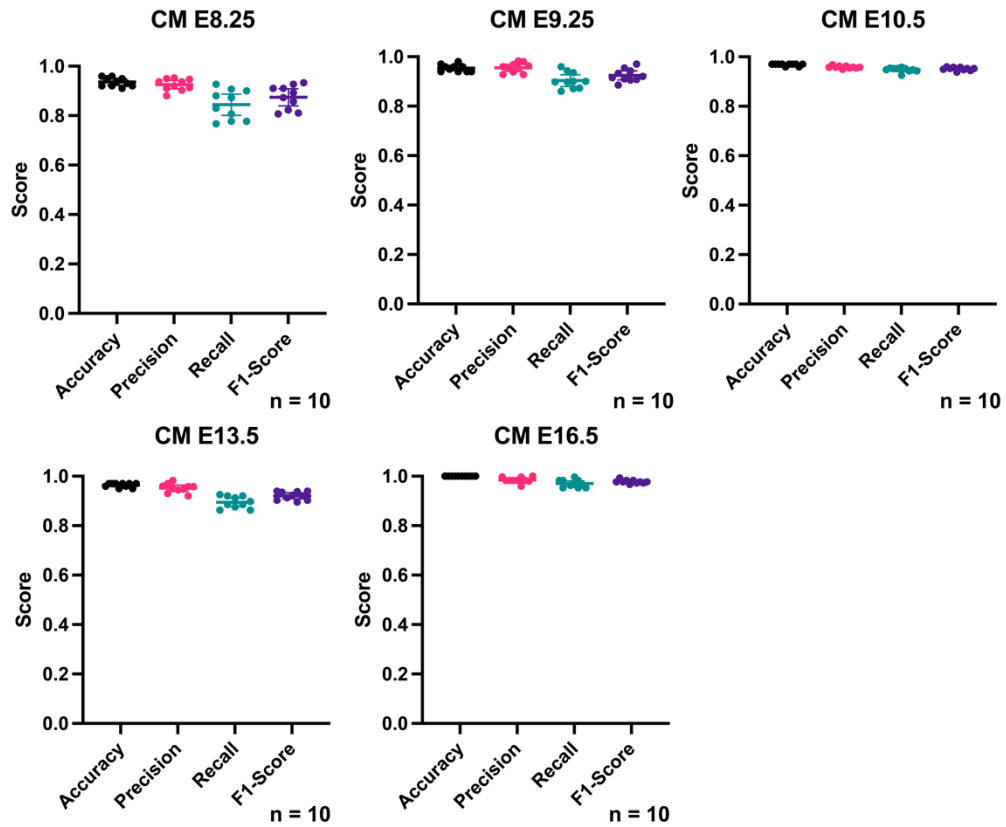

**b**

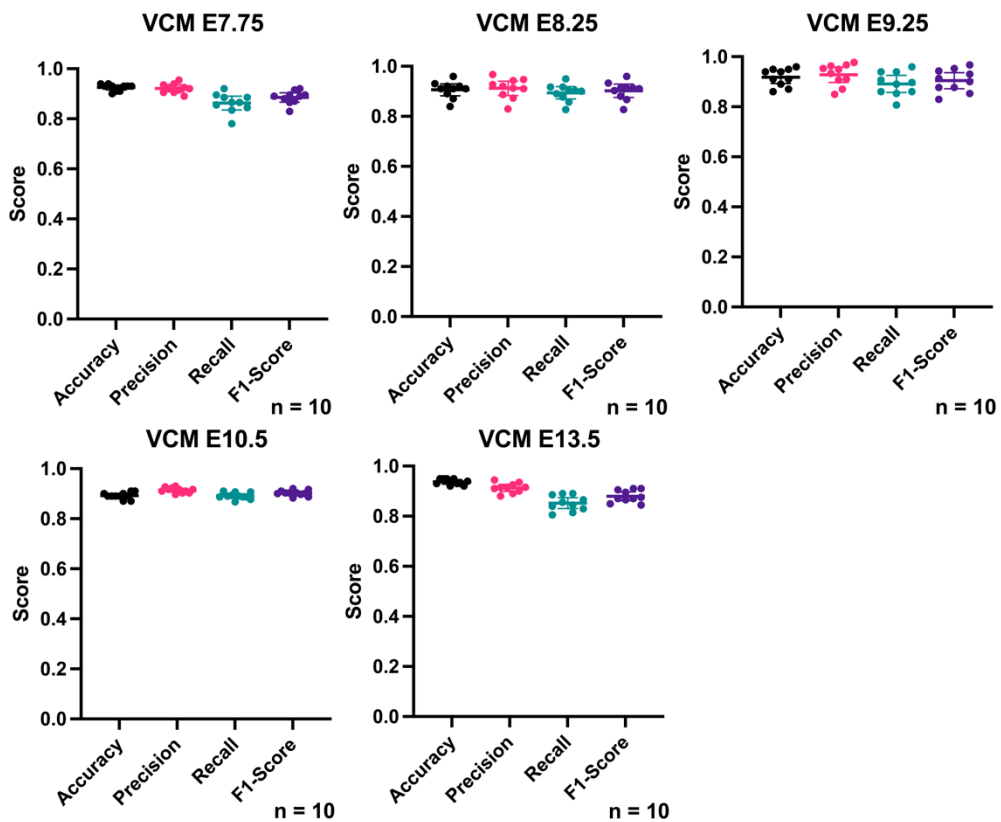

**Supplementary Figure 4. Cross Validation Results for *devCellPy* Trained On Cardiac Atlas Layers 2 and 3.** 10-fold cross validation results is presented for cardiomyocyte subtype layers. **A)** Cardiomyocyte subtype cross validation results presented by timepoints between E8.25-E16.5. **B)** Ventricular cardiomyocyte

subtype cross validation presented by timepoints between E7.75-E13.5. N = 10, for independent folds used for evaluation of all performance metrics across all timepoints. Error bars represent 95% confidence intervals.

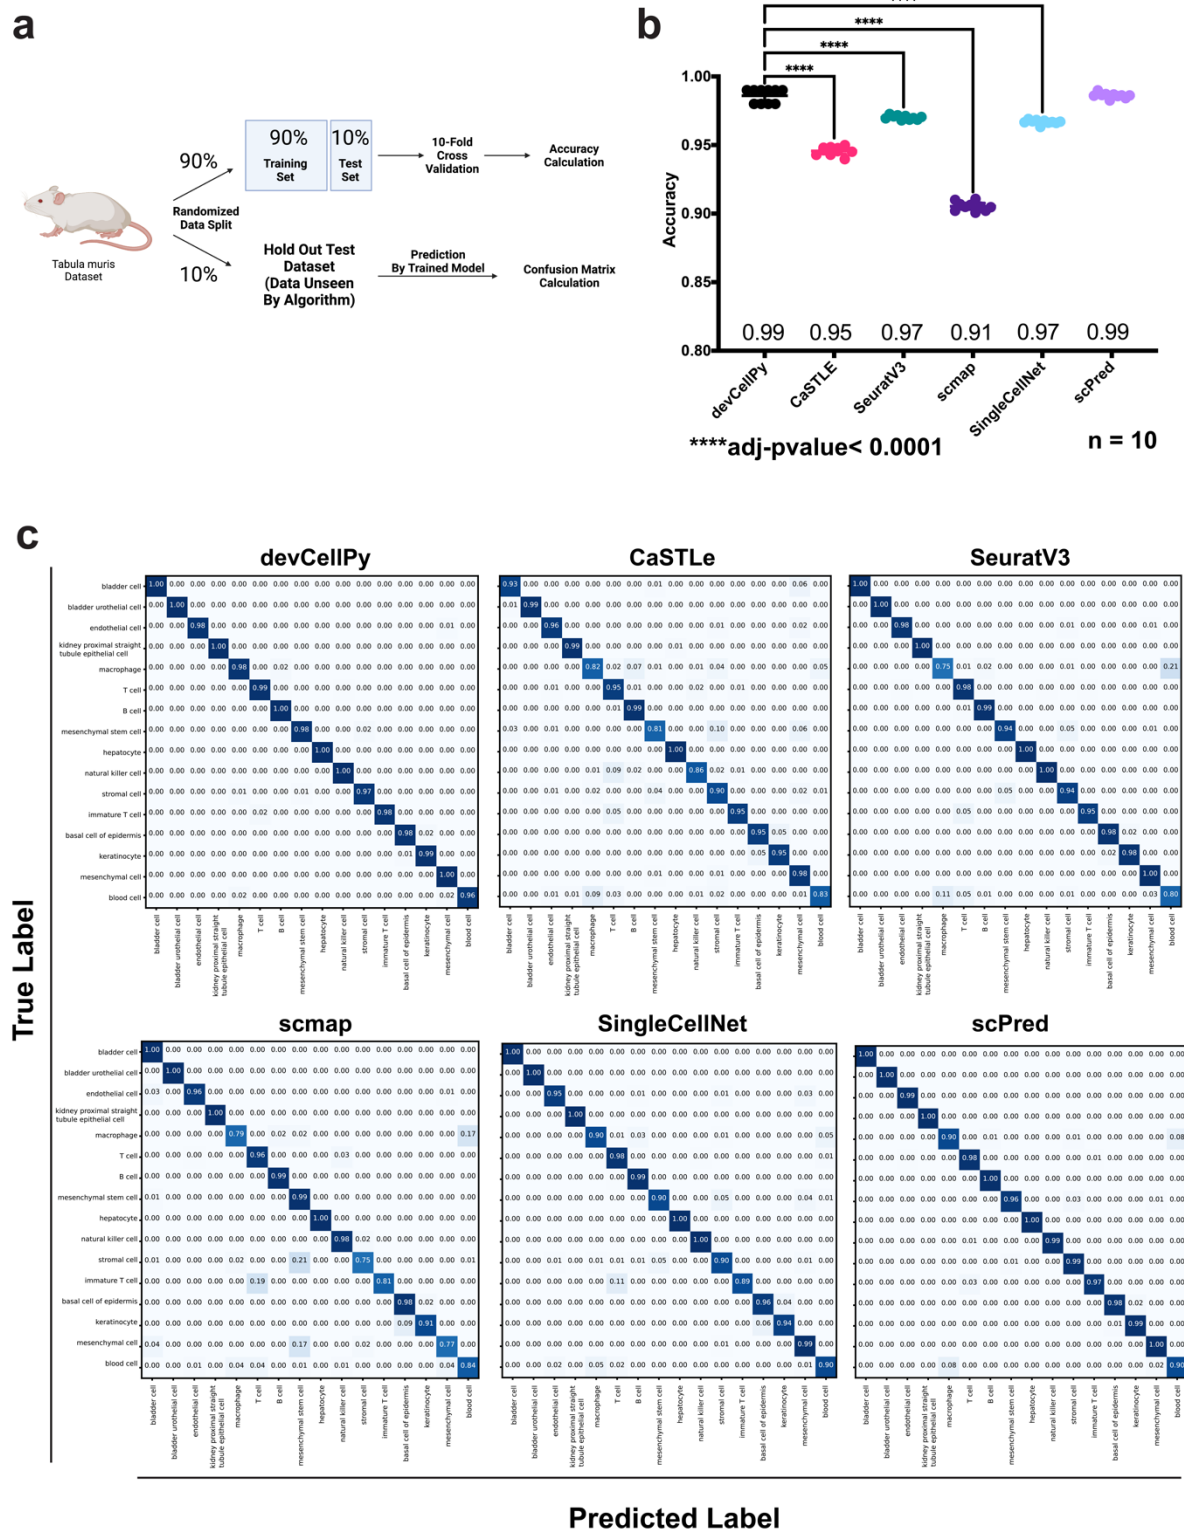

**Supplementary Figure 5. Comparison of *devCellPy* to Previously Published Cell Prediction Algorithms.** *devCellPy* performance accuracy was compared to other published machine learning methods using a subset of the *Tabula muris* dataset. **A)** Overview of cross validation and hold out dataset testing used for accuracy and confusion matrix calculations. **B)** 10-fold cross validation results for *devCellPy*, CaSTLE, SeuratV3, scmap, SingleCellNet, and scPred. N = 10 for independent folds tested for validation. Error bars represent 95% confidence

intervals. One-way Brown-Forsythe and Welch ANOVA tests with correction for multiple comparisons was conducted. \*\*\*\*Adjusted pvalue <0.0001.**C)** Confusion matrices for all algorithms evaluated using the same hold out dataset.

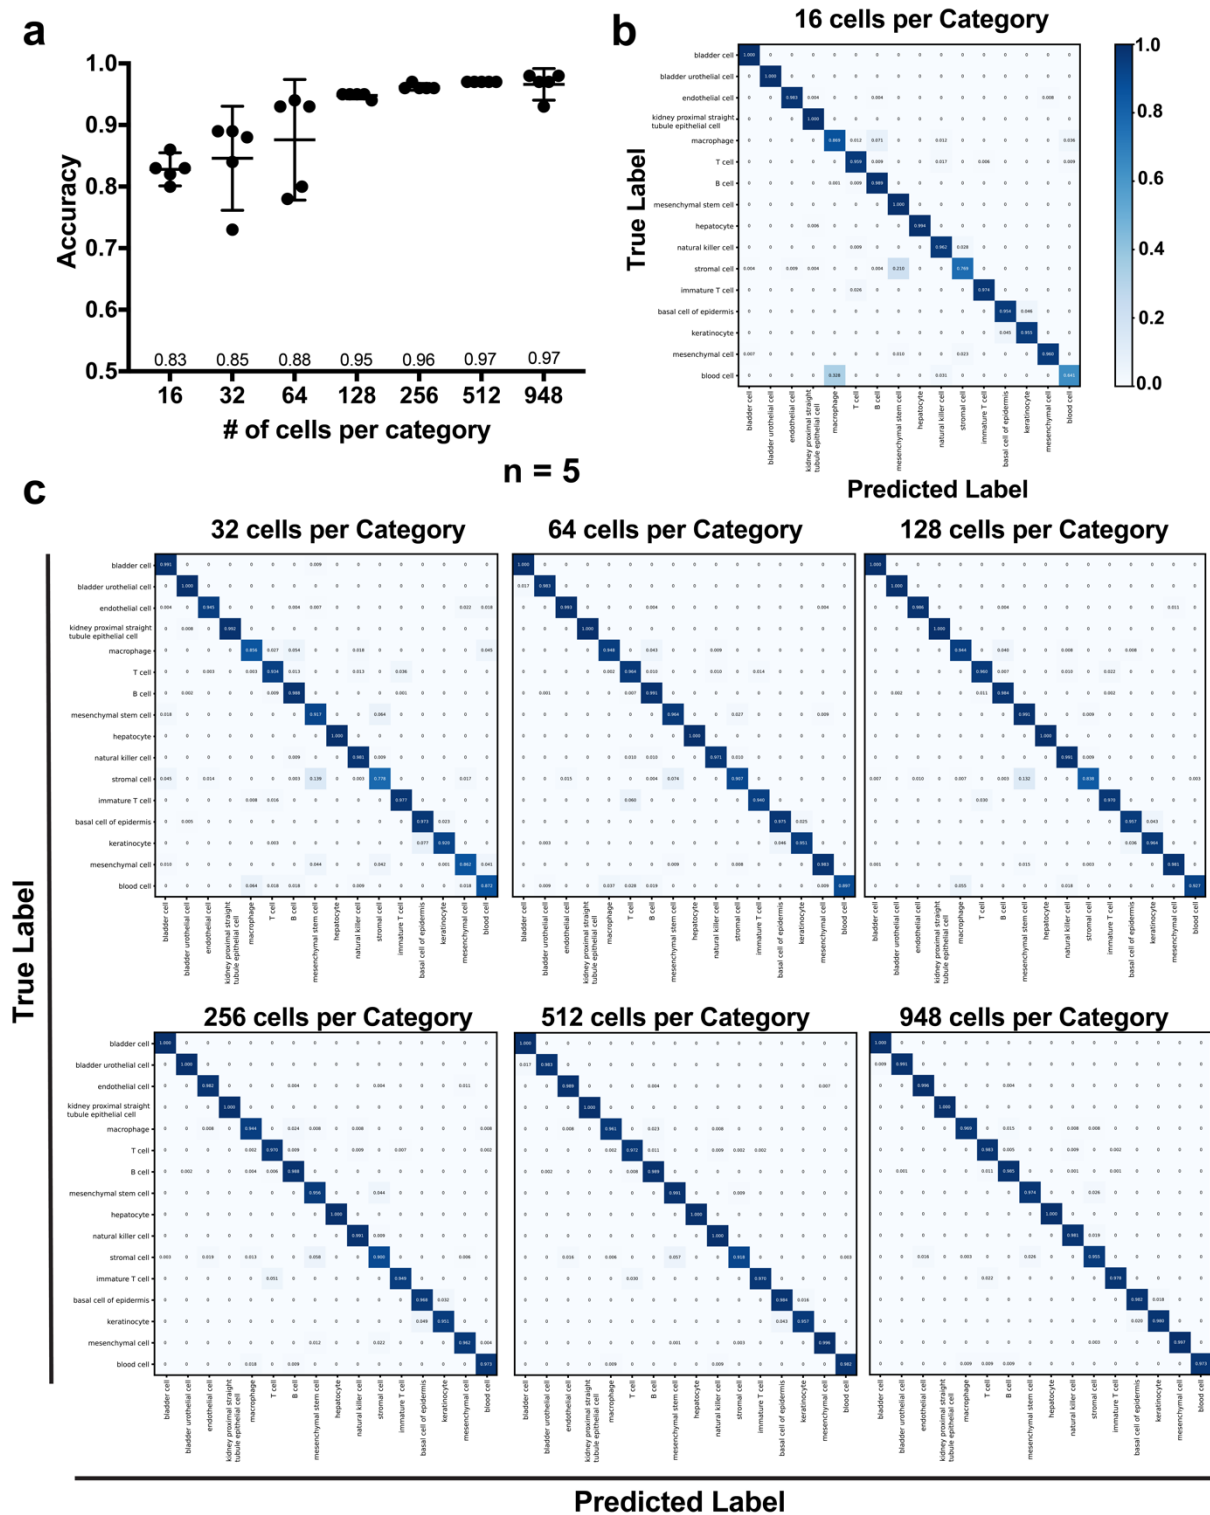

**Supplementary Figure 6. Determination of Minimum Required Cell Number For Accurate *devCellPy* Predictions.** Determination of the minimum number of cell types required to make accurate predictions using *devCellPy*. Error bars represent 95% confidence intervals. **A)** *devCellPy* was trained 5 independent times on with a minimum of 16, 32, 64, 128, 256, 512, and 948 cells per cell type and tested on a held out dataset. Mean cell accuracies are plotted. **B,C)** Confusion matrices for *devCellPy* models trained on varying number of cells per cell types of the *Tabula muris* dataset.

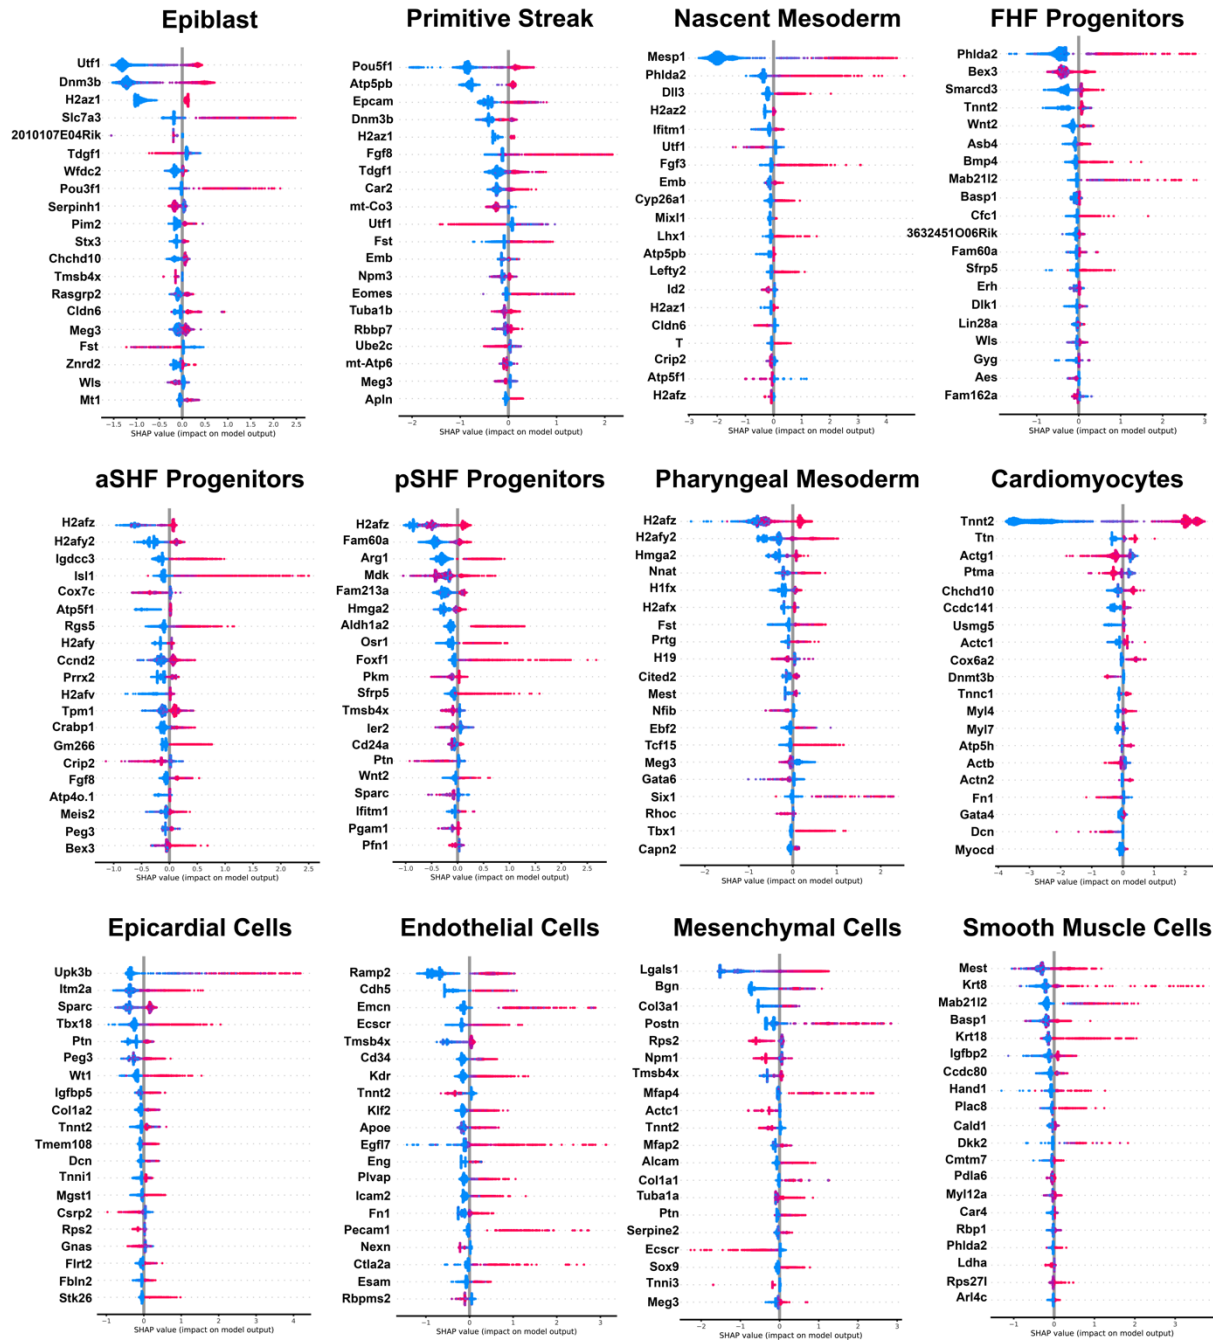

**Supplementary Figure 7. Feature Ranking Plots Showing Positive and Negative Gene Predictors of Layer 1 General Cell Types.** SHAP analysis was conducted on *devCellPy*'s XGBoost model trained on the general cell types (layer 1) of the cardiac developmental cell atlas. Greater SHAP values in the positive direction indicate greater weight given to a particular gene as a positive predictor of a cell identity. Conversely, highly negative SHAP values with higher feature values indicate that the gene is negative predictor of the cell identity.

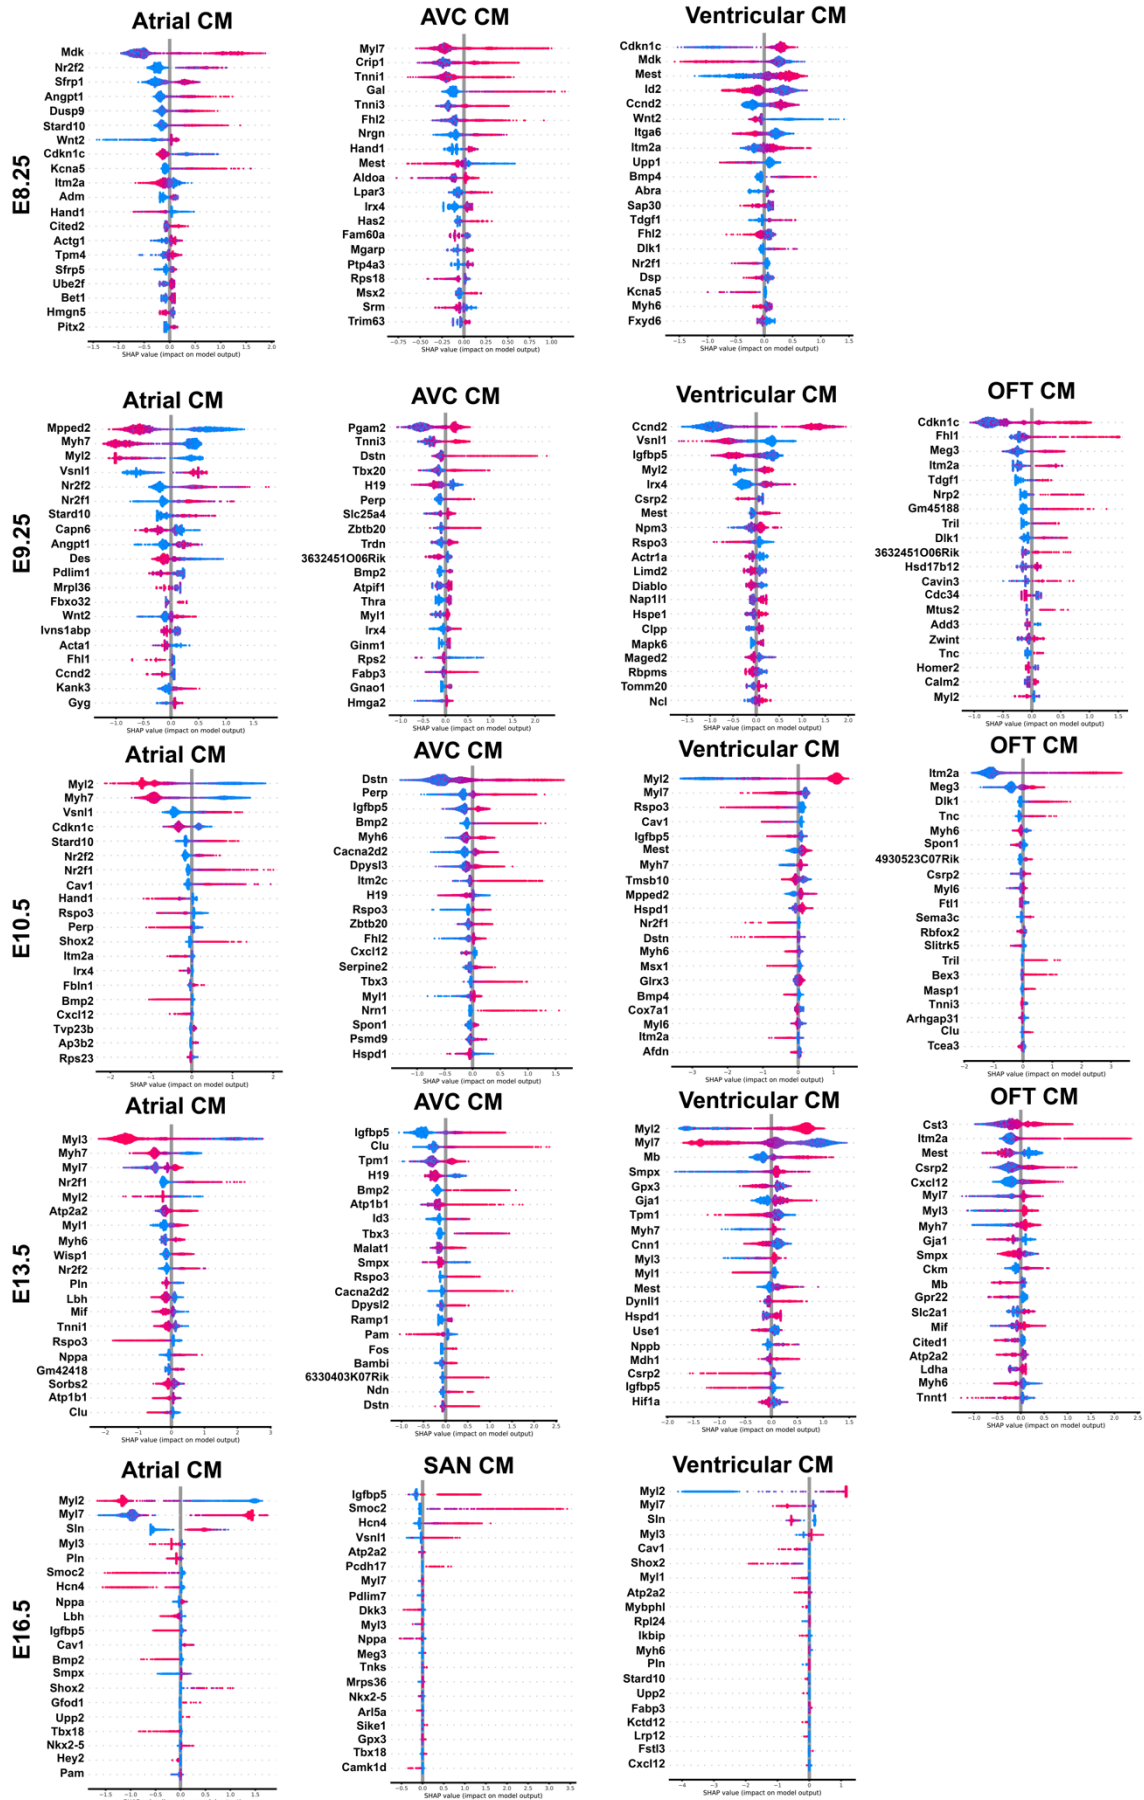

Supplementary Figure 8. Feature Ranking Plots Showing Positive and Negative

**Gene Predictors of Layer 2 Cardiomyocyte Subtypes.** SHAP analysis indicating top ranked positive and negative gene predictors of cardiomyocyte subtypes by timepoint model.

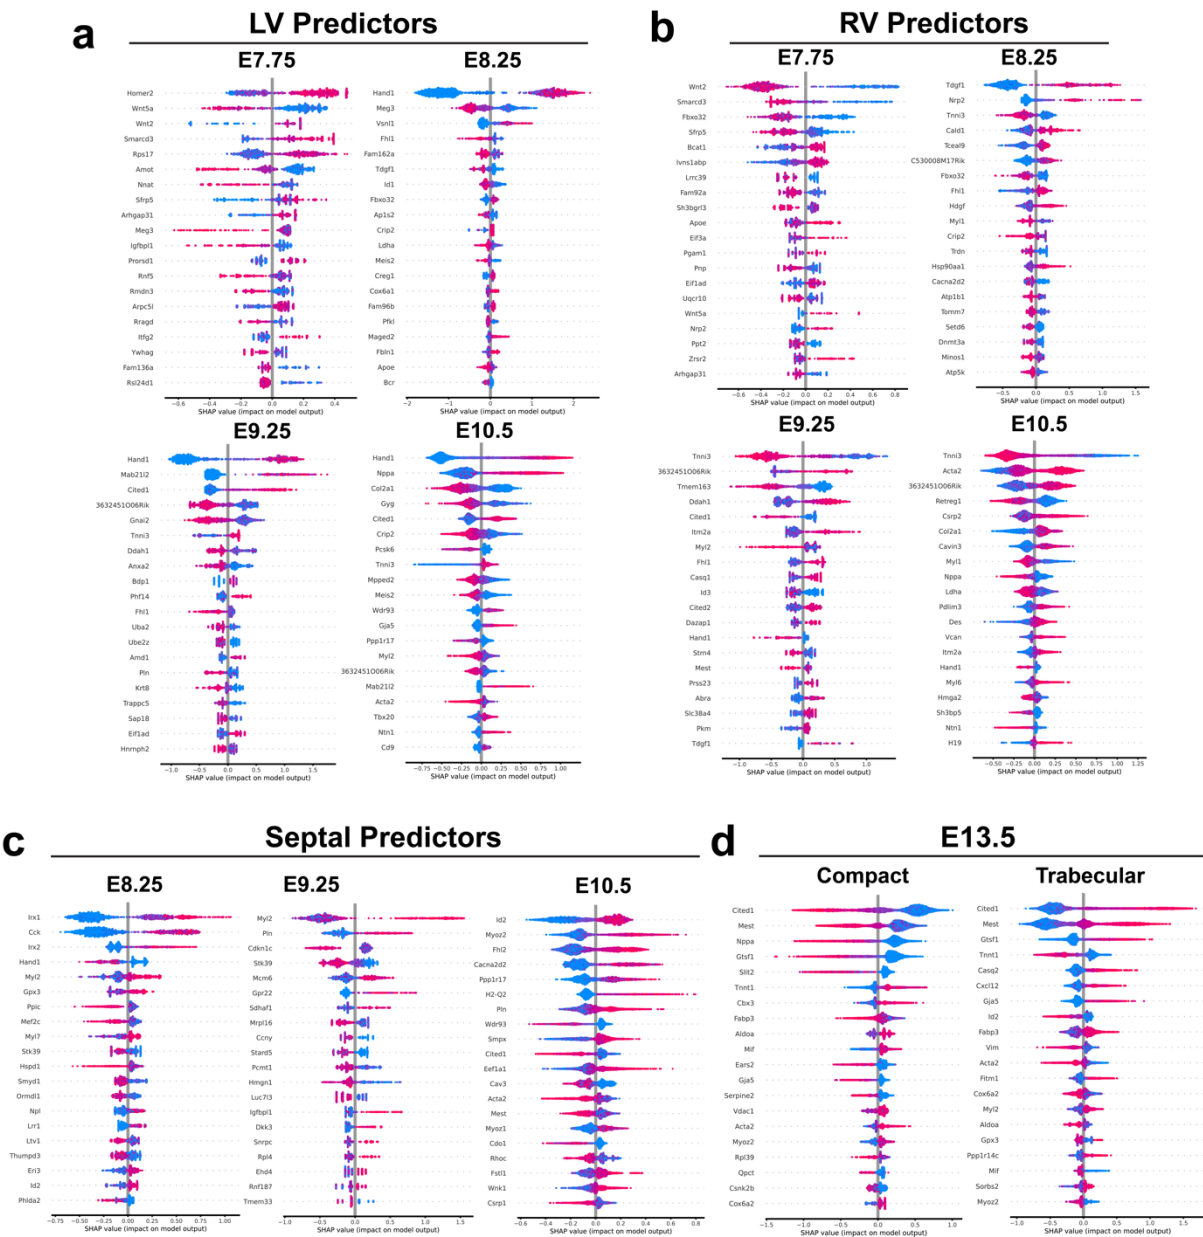

**Supplementary Figure 9. Feature Ranking Plots Showing Positive and Negative Gene Predictors of Layer 3 Ventricular Cardiomyocyte Subtypes.** SHAP analysis indicating top ranked positive and negative gene predictors of ventricular cardiomyocyte subtypes divided by individual timepoints. Top predictors are indicated for LV (A), RV (B), Septal (C), and E13.5 trabecular vs. trabecular cardiomyocytes (D).

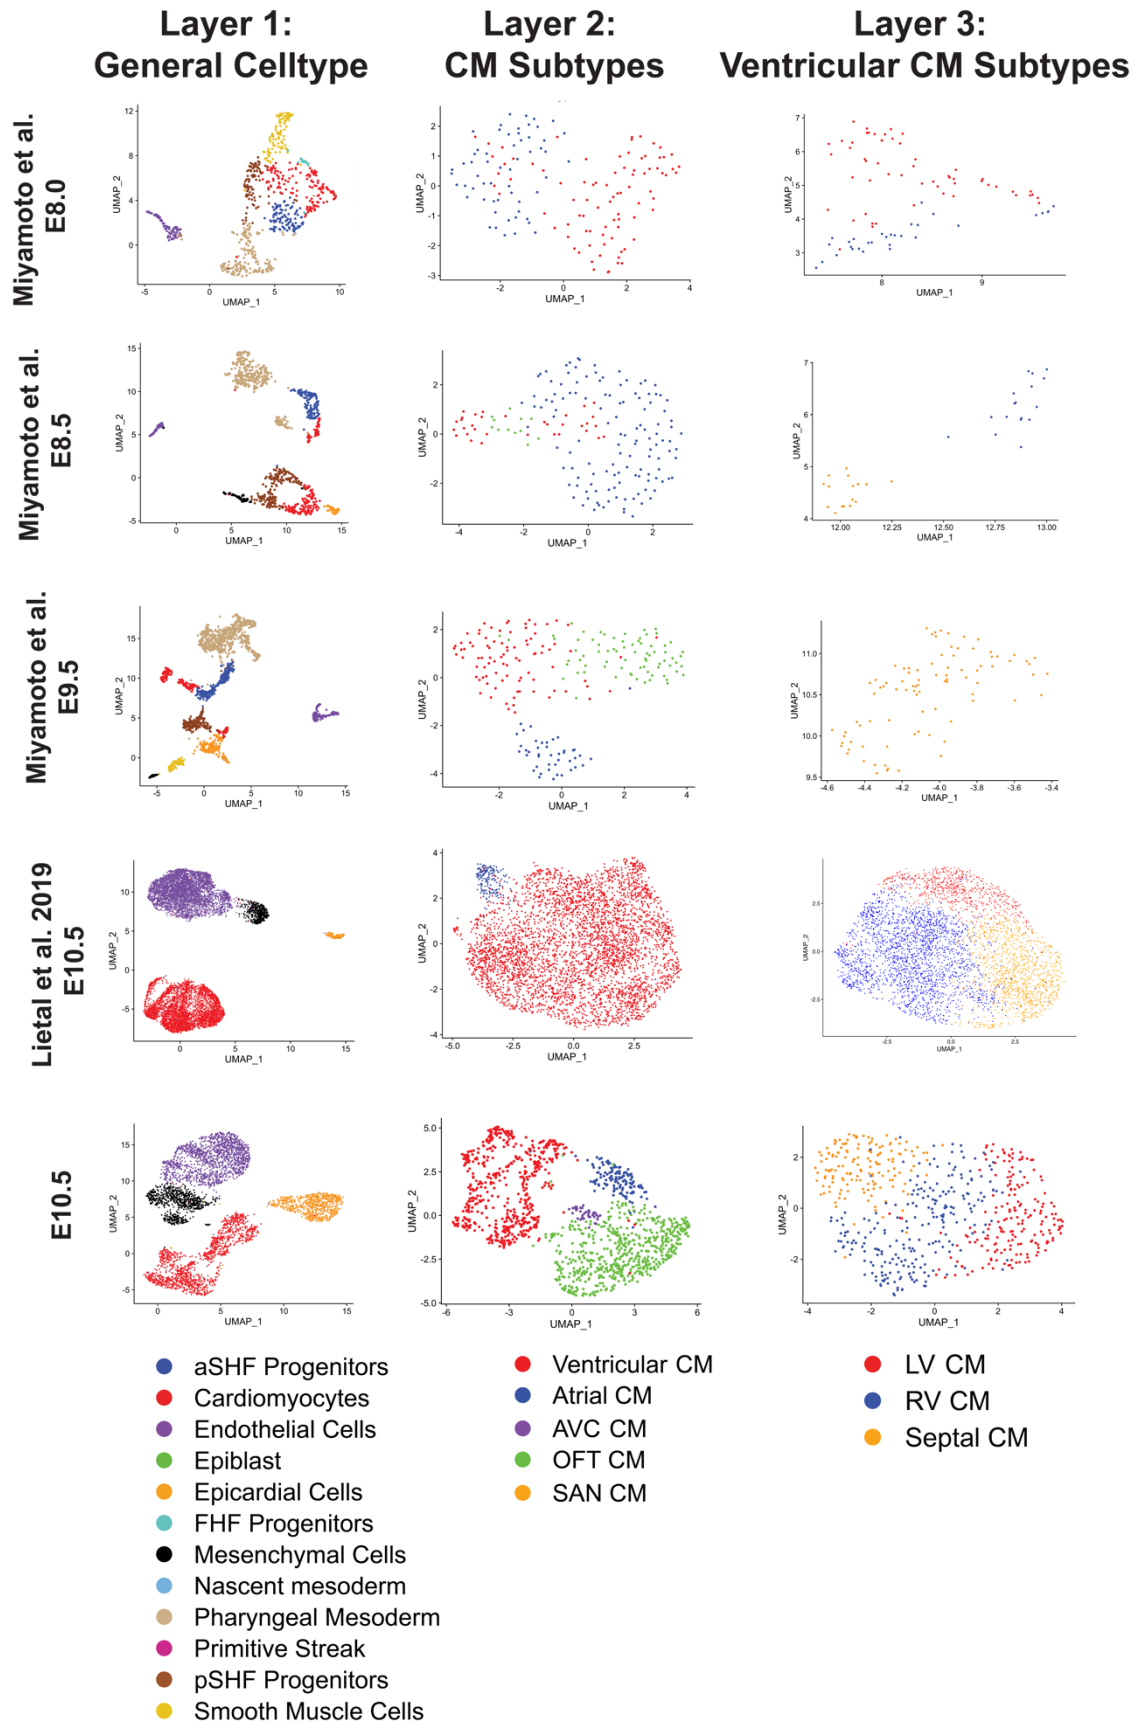

**Supplementary Figure 10: Multilayered Annotation of External Datasets for *devCellPy* Testing.** Datasets were downloaded for testing *devCellPy* accuracy at

predicting datasets that were independent of the cardiac developmental atlas training data. Unsupervised clustering and manual annotation were conducted across three major layers of annotation. E10.5 mouse hearts were freshly collected and annotated for further testing the *devCellPy* algorithm.

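The 1328 cardiomyocyte-like cells of the E10.5 hearts were clustered again and named from subtype markers in the same way. Ventricular-like cells made up 358 of them (27.0%, interval 24.6% to 29.4%) and atrial-like cells 278 (20.9%, interval 18.8% to 23.2%). Cells resembling the atrioventricular canal made up 10.4% and cells resembling the sinoatrial node 6.85%. Clusters with 463 cells (34.9%) stayed unnamed, and 204 of these cells were in clusters led by genes of endothelial, mesenchymal or epicardial cells. These 204 cells had a median of 22500 UMIs, against 12740 in the other cardiomyocyte-like cells. Within the 358 ventricular-like cells, LV-like clusters held 143 cells (39.9%, interval 34.8% to 45.2%) and septal-like clusters 67 cells (18.7%, interval 14.8% to 23.2%). The remaining 148 cells stayed unnamed. RV-like cells were not named, because the RV list held only 3 markers and *3632451O06Rik* was not found under this symbol, the only one searched. These names depend on the settings. The setting with technical variables regressed out is closer to the paper's methods than the reported result. No atrial-like cluster was found when the median absolute deviation of the filter was not scaled, with technical variables regressed out, or when the cardiomyocyte name was not given first. Cells resembling the sinoatrial node made up 15.2% in the first of these settings and had no cluster in the other 2, and no cluster resembled the atrioventricular canal in the last. Clusters resembling the outflow tract, absent from the reported result, were found under 5 of 7 alternatives, with 2.47% to 12.3% of the cells. Ventricular-like cells made up 15.6% when the median absolute deviation of the filter was not scaled and 43.1% with technical variables regressed out. The LV-like share was 15.1% without a cell filter and 54.3% without the 5% of barcodes with the highest Scrublet scores, and no LV-like cluster was found when the cardiomyocyte name was not given first, both of the last settings chosen after seeing the data. The septal-like share was 7.33% without a cell filter, 33.4% after removal of the doublets that Scrublet called, 36.9% at a clustering resolution of 1.0 and 40.0% when the cardiomyocyte name was not given first.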

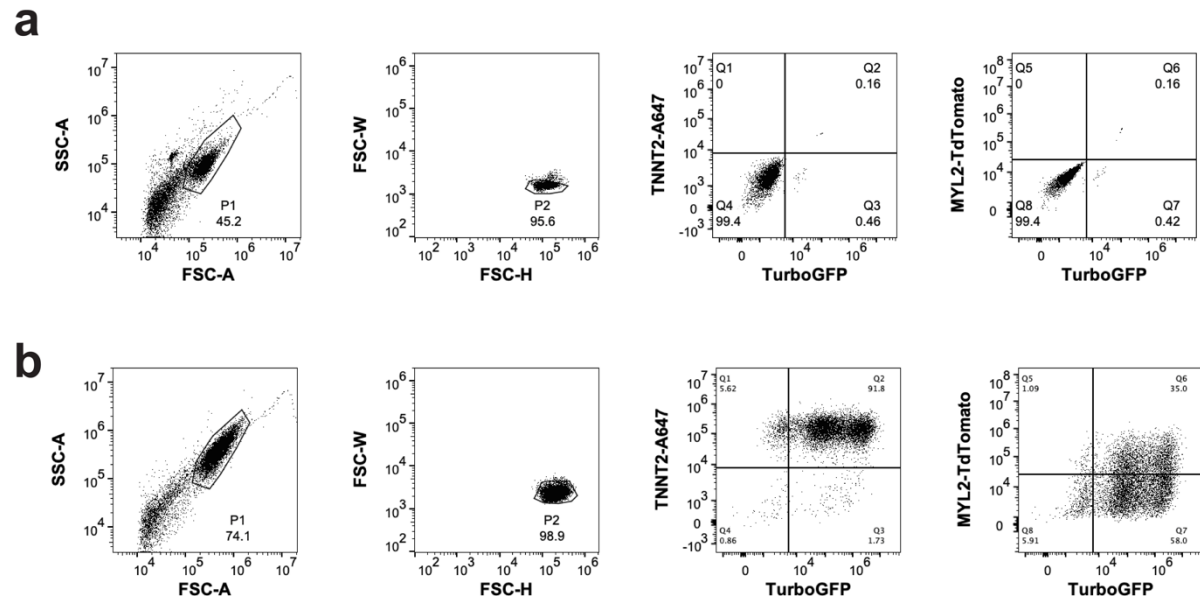

**Supplementary Figure 11: Gating scheme for TBX5/MYL2 Fluorescent Reporter hiPSC-CM Cells. A)** Day 3 of differentiation served as a negative control for setting gating scheme for analysis of fluorescent cell populations. **B)** Full gating scheme for flow plots reported in Figure 7C-D.

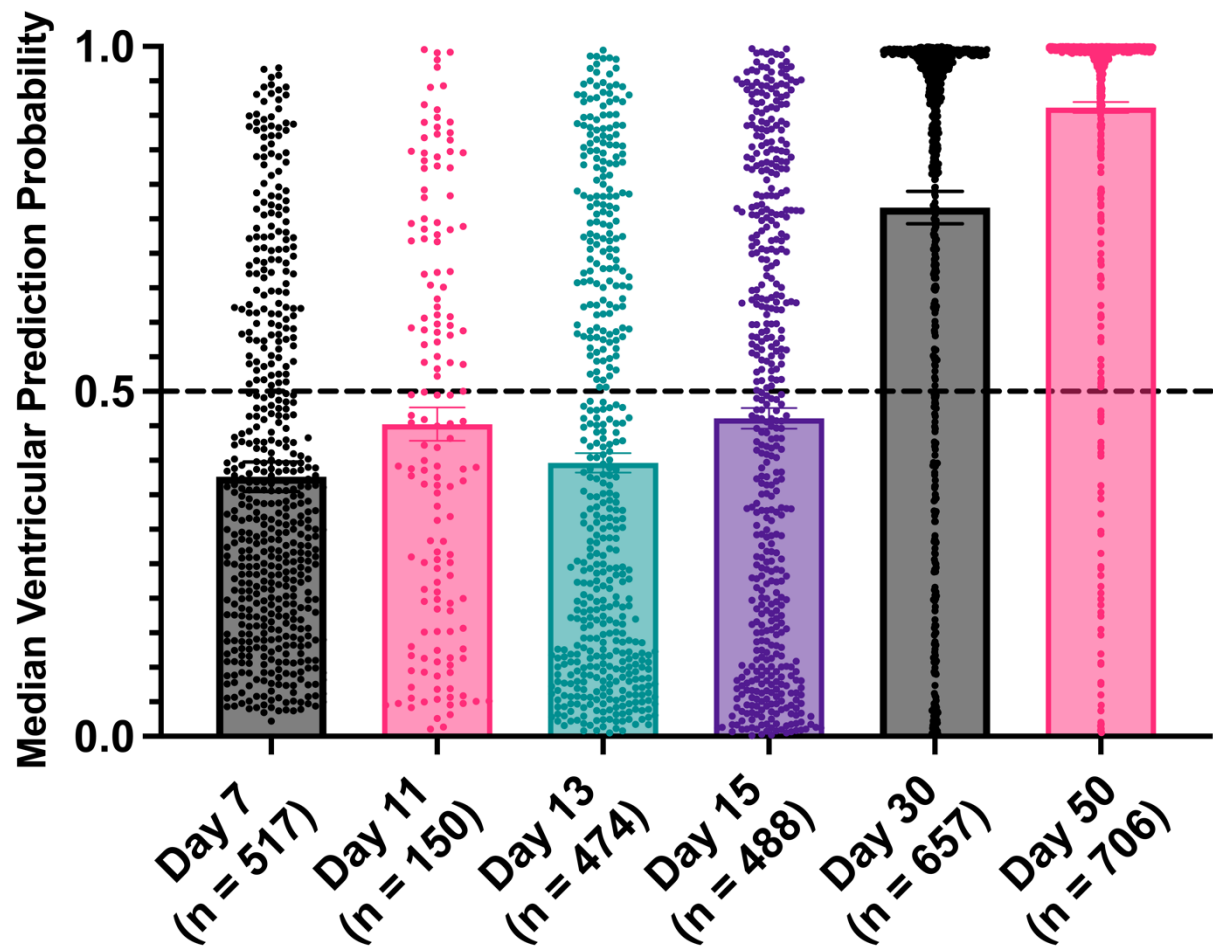

**Supplementary Figure 12: *devCellPy* 5WK-7WK Human Fetal 5 Prediction Models Are Poor Predictors of Early Timepoint hiPSC Ventricular CMs.**

*devCellPy* was trained on 5WK-7WK Human Fetal data from Cui et al., *Cell Reports*, 2019 and applied for the prediction of hiPSC-CM time course data. Low prediction probabilities were observed for the prediction of ventricular CMs between Day 7 and 30. Error bars represent 95% confidence intervals around the median prediction probabilities. Number of cells predicted per timepoint included Day 7 = 517, Day 11 = 150, Day 13 = 474, Day 15 = 488, Day 30 = 657, Day 50 = 706.

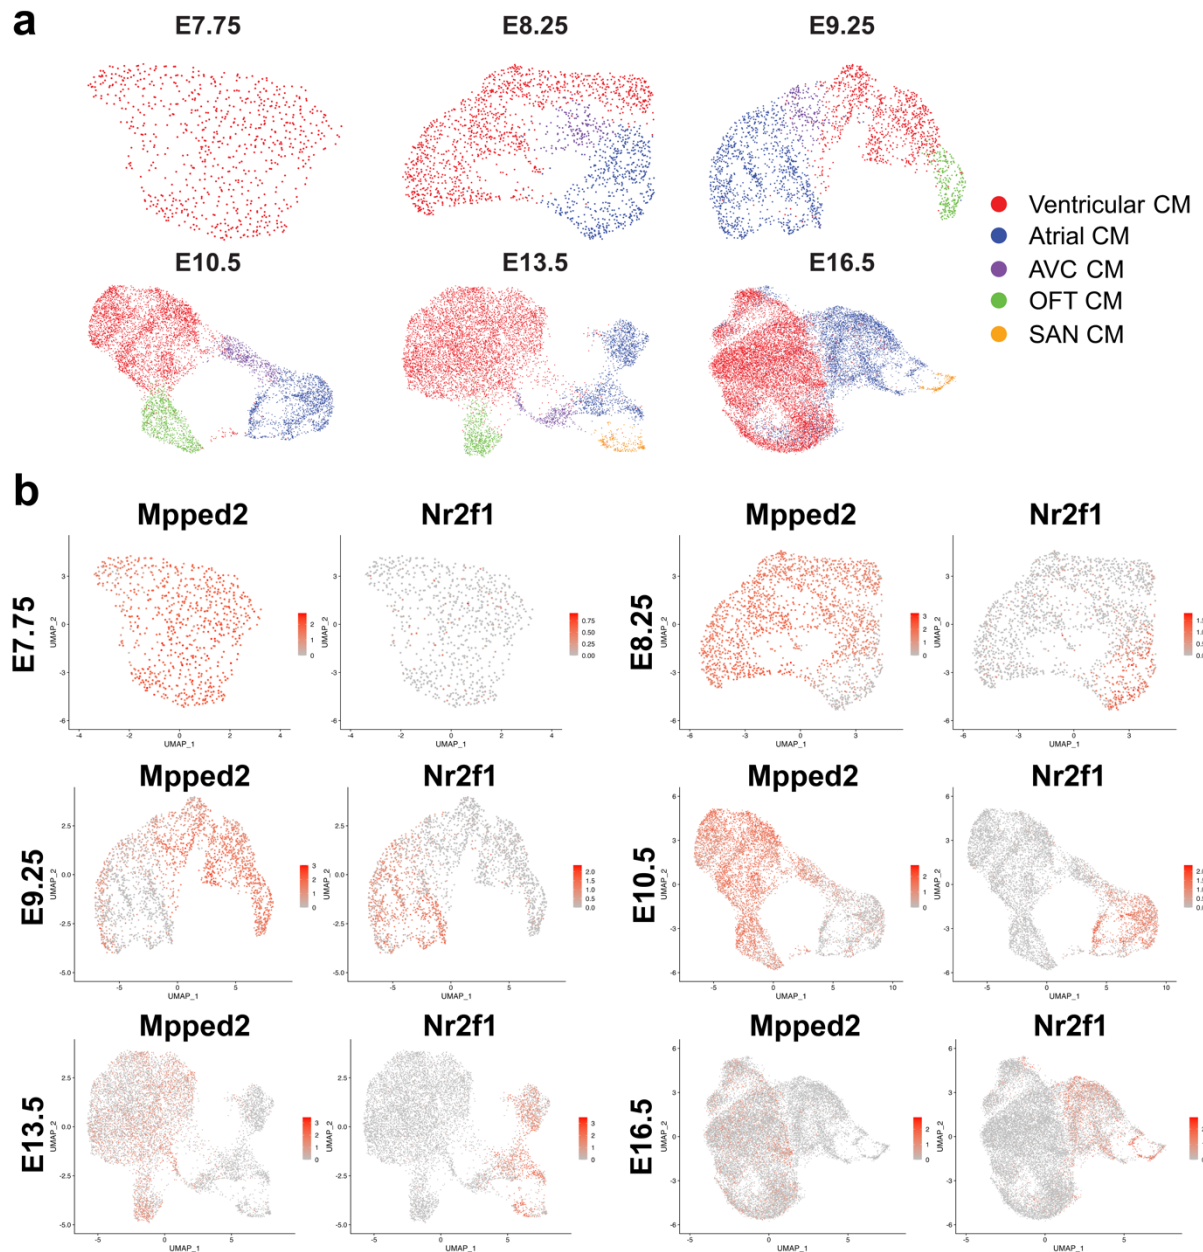

**Supplementary Figure 13: Marker Expression For Annotation of Atrial and Ventricular Cardiomyocytes During Murine Cardiac Development.** Additional markers, shown for the annotation of atrial and ventricular cardiomyocytes during murine development. **A)** Cluster labeling of cardiomyocyte subtypes between E7.75-E16.5. **B)** Expression of ventricular marker, *Mpped2*, and atrial marker, *Nr2f1*, across cardiac development.

**Supplementary Data 1:** Differential Expression Analysis for All Annotation Layers of Cardiac Developmental Atlas.

**Supplementary Data 2:** Performance metrics across 10-fold cross validation replicates across all layers of the cardiac atlas.

**Supplementary Table 1:** GEO Accessions for Published Datasets Included in Manuscript

| Reference              | Repository              | Accession   |
|------------------------|-------------------------|-------------|
| Miyamoto etal. 2021    | Gene Expression Omnibus | GSE165300   |
| Pijuan-Sala etal. 2019 | ArrayExpress            | E-MTAB-6967 |
| deSoysa etal. 2019     | Gene Expression Omnibus | GSE126128   |
| Hill etal. 2019        | Gene Expression Omnibus | GSE131181   |
| Goodyer etal. 2019     | Gene Expression Omnibus | GSE132658   |
| Li etal. 2019          | Gene Expression Omnibus | GSE122403   |
| Lescroart etal. 2018   | Gene Expression Omnibus | GSE100471   |

**Supplementary Table 2:** GEO Accessions for human iPSC and E10.5 Mouse scRNA-seq Data

| Dataset                                             | Repository              | Accession |
|-----------------------------------------------------|-------------------------|-----------|
| SCVI-111 hiPSC-CM Time Course                       | Gene Expression Omnibus | GSE184943 |
| SCVI-111 TBX5-Reporter hiPSC-CM Day 15 ICCELL8 Data | Gene Expression Omnibus | GSE184943 |
| E10.5 Mouse Heart                                   | Gene Expression Omnibus | GSE184943 |

# Supplementary material for: devCellPy is a machine learning-enabled pipeline for automated annotation of complex multilayered single-cell transcriptomic data
**Source:** Nat Commun. 2022 Sep 7;13:5271. doi: 10.1038/s41467-022-33045-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Raw data for freshly collected 10X Genomics v3.1 scRNA-seq experiments (mouse E10.5 and human iPSC-CMs time course data) was aligned using the Cell Ranger software provided by 10X Genomics. Mouse E10.5 data and Human iPSC-CM time course data was aligned using Cell Ranger-v6.0.0 and further processed using the Seurat package in R (v4.1.1). Raw data for day 15 human iPSC-CM ICeLL8 data was aligned using the STAR alignment software (v2.7.9a).</p> <p>No software was used to collect publicly available data as the raw data was directly downloaded from public sources. For alignment of raw data from publicly available datasets we used Cell Ranger-v6.0.0.</p>                                                                                                                                                                                                                                                         |
| Data analysis   | <p>We have deposited the code for devCellPy on GitHub (<a href="https://github.com/devCellPy-Team/devCellPy">https://github.com/devCellPy-Team/devCellPy</a>) and is available for download as a Python package in PyPI using the command "pip install devcellpy". Python package dependencies for devCellPy and full documentation can be found the devCellPy GitHub.</p> <p>Preprocessing and analysis of single cell data was conducted in R using custom scripts. The following open source R packages were used for analyses and visualizations:<br/>R (v4.1.1), Seurat (v4.0.5), SeuratWrappers (v4.0.2), SoupX (v1.5.2), celda (v1.8.1), ggplot2 (v3.3.5), ggpubr (v0.4.0), dplyr (v1.0.7), R.utils (v2.11.0), biomaRt (v2.48.3), destiny (v3.8.0), svglite (v2.0.0), scran (v1.20.1), SingleCellExperiment (v1.14.1), scratch.io (v0.1.0), patchwork (v1.1.1)</p> <p>Flow Cytometry data was analyzed using FlowJo Version 10.8.0</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw scRNA-seq data for datasets that were generated for this manuscript are publicly available under the GEO accession number: GSE184943. GEO accession numbers for published datasets used in this study can be found in the Data Availability Statement of the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes for testing the accuracy of devCellPy algorithm for the prediction of cell identities were determined by conducting an analysis of the minimum number of cell numbers necessary to conduct accurate cell predictions. Analysis revealed that a minimum of 16 cells per cell category for training the algorithm provided an average accuracy 83% and a minimum of 128 cells per category leading to 95% accuracy in prediction. Given this, we determined that greater than 32 cells was a sufficient sample size for training the algorithm and evaluation of its overall accuracy. For testing devCellPy, a 10-fold cross validation was implemented whereby a test data set was randomly divided into stratified partitions of 90 and 10 percent such that the 90% partition was used for training and the 10% was used for evaluation of the algorithm. By conducting 10-fold random shuffling and stratified repartitioning, the entire dataset could be tested in individual folds and a statistical calculation of devCellPy's overall prediction error could be calculated.

All single cell RNA-seq datasets used in this study containing cells on the order of thousands of cells with multiple hundred of cells per cell type assessed in all experiments. Given this number, this provided sufficient cell numbers (>32 cells) per cell category necessary for training devCellPy. DevCellPy does not have a minimum number required for cell prediction and can predict as little as 1 cell, thus allowing for the evaluation of the algorithm on smaller datasets that the algorithm has never encountered.

For flow cytometry experiment using TBX5 reporter cell line (Figure 8D), experiments were conducted with 23 independent biological replicates which vastly exceeds the minimum requirement of 3 biological replicates to conduct statistical calculations of standard error.

### Data exclusions

For the public datasets utilized in the construction of a cardiac developmental cell atlas we filtered out low quality cells by excluding cells where the number of genes, number of mRNA counts, percent mitochondrial gene expression, or percent ribosomal gene expression exceeded the median of these metrics by plus or minus three times the median absolute deviation. Given the focus of our study was on mesodermal derivative during cardiac development we filtered non-mesodermal cell types which included endodermal and ectodermal germ layer derivatives that had been previously identified in the original papers from which the data was obtained. For datasets used for testing the devCellPy algorithm including datasets from Lescroart et al 2019, Li et al 2019, Miyamoto et al 2021 we followed the same procedure and excluded non-mesodermal cell types in order to test the concordance of devCellPy's cell predictions with manual annotation of unsupervised clusters.

For freshly collected datasets in this manuscript including the E10.5 mouse embryonic heart data and human iPSC-derived cardiomyocyte data collected, we again filtered out low quality cells by excluding cells where the number of genes, number of mRNA counts, percent mitochondrial gene expression, or percent ribosomal gene expression exceeded the median of these metrics by plus or minus three times the median absolute deviation. For the mouse E10.5 data, we filtered non-mesodermal cell types for testing of the devCellPy-generated cardiac prediction algorithm. For the human iPSC-derived cardiomyocyte data, we focused our analysis on cardiomyocyte populations and therefore filtered out non-cardiomyocyte populations based on the expression of established canonical cardiomyocyte markers TNNT2, ACTA2, and TNNI1.

### Replication

We demonstrate the high performance of the devCellPy prediction pipeline using multiple datasets in our manuscript. The first large dataset that we used for testing devCellPy was a cardiac atlas consisting of greater than 100,000 cells. To test the performance of the algorithm on each layer of annotation, each layer was trained independently on subsets of the scRNA-Seq atlas. For each layer tested, the data was divided into a 90% partition for cross validation and a 10% hold-out dataset. Subsequently, the 90% cross-validation partition underwent further partitioning into a 90% segment used for training and a 10% segment used for calculation of performance metrics. 10-fold cross validation was conducted by randomly reshuffling the data used for training and testing to obtain a statistical estimate of the model's error for its overall accuracy, precision, recall, and F1-scores. After 10-fold cross validation, we fed the 10% held-out partition from the initial subdivision and calculated the confusion matrices to determine the prediction accuracy of the algorithm across all cell classes.

To further test the devCellPy-generated cardiac prediction models on data that the algorithm had not previously seen, independent murine cardiac cell datasets were downloaded from Lescroart et al 2018, Miyamoto et al 2021, and Li et al 2019. Following the same procedure as

that used for the cardiac developmental cell atlas we conducted quality control, normalization, and a multilayered manual annotation of cell types. Moreover, we collected E10.5 mouse hearts and conducted scRNA-seq on these hearts to obtain additional data for testing devCellPy on never-before-seen data. We followed the same analysis procedure as the cardiac developmental cell atlas for manual annotation of distinct cell types. Normalized gene expression matrices were exported for each of these datasets and were input into devCellPy. To compare manual annotations to devCellPy predictions for each layer of annotation, we fed devCellPy each layer individually based on the manual annotations assigned during unsupervised clustering. We calculated confusion matrices to compare the manual label versus the devCellPy predictions for cells that were successfully classified.

We conducted additional tests to show that devCellPy accuracy at cell predictions could be replicated with cross species prediction. To do this we applied the algorithm on human iPSC-derived cardiomyocytes and correlated the predictions with the results of a LV-specific lineage tracing system. We show that the algorithm agreed with the lineage tracing data therefore showing a further level of replication.

Randomization NA. This study did not require experimental grouping.

Blinding NA. This study did not require experimental grouping or blinding.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

### Methods

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

- Antibodies used Cardiac Troponin T monoclonal antibody (clone 13-11) was used for flow cytometry (ThermoFisher Catalog Number: MA5-12960). Secondary antibody used in this study was a goat anti-mouse IgG Alexa Fluor 647 antibody (ThermoFisher Catalog Number: A-21235).
- Validation Cardiac Troponin T antibody used in this study is a well referenced and validated antibody used in the field of cardiac biology. The antibody has undergone advanced verification by the manufacturer by relative expression to ensure the antibody binds to the antigen as stated (refer to manufacturer statement: <https://www.thermofisher.com/antibody/product/Cardiac-Troponin-T-Antibody-clone-13-11-Monoclonal/MA5-12960>). Secondary antibody used in this study has also been well cited as referenced by the manufacturers website (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21235>).

## Eukaryotic cell lines

Policy information about [cell lines](#)

- Cell line source(s) Human Induced Pluripotent Pluripotent Stem Cell Line SCVI-111 obtained from the Stanford Cardiovascular Institute Biobank
- Authentication Line generated and authenticated by Stanford Cardiovascular Institute Biobank. SNP analysis performed to match iPSC lines to original patient cells and karyotypic performed for each line.
- Mycoplasma contamination All cell lines tested negative for mycoplasma contamination.
- Commonly misidentified lines (See [ICLAC](#) register) No misidentified lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

- Laboratory animals Mouse strain used for all experiment were embryonic day 10.5 CD1 wildtype mix of male and female embryos. Time pregnancies obtained commercially by Jackson Laboratories and embryos were collected upon arrival of animals to laboratory.
- Wild animals Study did not involve wild animals.
- Field-collected samples Study did not involve field-collected samples.

## Ethics oversight

All animal experiments described have been approved by the Administrative Panel on Laboratory Animal Care at Stanford University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

A Beckman Coulter CytoFLEX flow cytometer was used for high throughput analysis of TNNT2, TurboGFP, and MYL2-TdTomato expression of hiPSC-CM derived from genome edited hiPSC containing the TBX5-lineage tracing reporter system. On days 3 and 35 of collection, cells were dissociated to single cells in 10X TrypLE Select (ThermoFisher) for 5 minutes at 37 degrees Celsius. Cells were subsequently pelleted by centrifugation at 200g for 5 minutes. Cell pellets were resuspended in 4% PFA for 10 minutes and were rinsed with a 5% Fetal Bovine Serum solution in 1x PBS. Cells were permeabilized in a 0.5% Saponin solution containing 5% FBS in 1X PBS (hereafter referred to as Saponin Solution). After permeabilization cells were incubated for 45 minutes in a monoclonal mouse anti-Troponin primary antibody (ThermoFisher Cat. MA5-12960) at a 1:100 dilution in 0.5% saponin solution. Cells were rinsed twice in saponin solution and then incubated in secondary antibody AlexaFluor 647 goat anti-mouse (ThermoFisher) at a 1:1000 dilution in 0.5% saponin solution. Cells were subsequently rinsed in 1x PBS twice and analyzed using CytoFLEX flow cytometer. Flow cytometry data analyzed with FlowJo analysis software version 10.8.0. 23 independent biological replicates were analyzed for analysis of GFP expression and MYL2-TdTomato expression in hiPSC-derived cardiomyocytes as reported in Figure 7 and Supplementary Figure 8. Gating scheme was set relative to day 3 of differentiation which served as the control for analyzing fluorescent cell populations.

#### Instrument

Beckman Coulter CytoFLEX Flow Cytometer

#### Software

FlowJo version 10.8.0

#### Cell population abundance

Relevant cell populations analyzed included the percent TurboGFP-positive cells out of the TNNT2-A647-positive population. This population represents the percentage of cardiomyocytes that exhibit expression of TurboGFP. Across 23 independent differentiations, we calculated an average GFP+/TNNT2+ population of 81.3% with a standard error of the mean of 3.0%. The second relevant population analyzed was the percent GFP+/MYL2-TdTomato+ population which indicates the number of GFP+ cells among ventricular cardiomyocytes expressing the MYL2-TdTomato marker.

#### Gating strategy

Day 3 of hiPSC cardiac differentiation was used as the baseline sample for setting all gates in the flow cytometry experiment. For each sample, FSC/SSC gates were determined based on the clustering of singlet cells and for exclusion of debris. Single cell populations were subsequently carried forward to set quad gates in plots analyzing TNNT2-A647 vs TurboGFP and MYL2-TdTomato vs. TurboGFP. Day 3 cells served as a negative control for TNNT2-A647, MYL2-TdTomato, and TurboGFP markers analyzed thus allowing for the determination of gating for determination of fluorescent marker expression.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: devCellPy is a machine learning-enabled pipeline for automated annotation of complex multilayered single-cell transcriptomic data
**Source:** Nat Commun. 2022 Sep 7;13:5271. doi: 10.1038/s41467-022-33045-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Data 1:**

**Description:** Differential Expression Analysis for All Annotation Layers of Cardiac Developmental Atlas.

**Title: Supplementary Data 2:**

**Description:** Performance metrics across 10-fold cross validation replicates across all layers of the cardiac atlas.

How the deposited data were processed for this re-analysis (not part of the article)

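Data of 3 kinds were processed. The hiPSC time course consists of 6 sets of single cells from 1 differentiation, on days 7, 11, 13, 15, 30 and 50, deposited as 2 samples of which 1 holds day 50 alone. The second kind is a set of single cells of the *TBX5* lineage tracing line on day 15, captured with ICELL8. The third is 1 library of pooled E10.5 mouse hearts. Each condition had 1 library or 1 set of cells. No p-values were computed, since cells of 1 library are not replicates of a condition, and the values describe these libraries.

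The authors aligned the time course and the E10.5 library with Cell Ranger, and the deposited values are whole UMI counts per gene and cell. The time course also lists counts of the multiplexing tags, which were left out of all totals. The header of the E10.5 matrix names Cell Ranger 5.0.1. The ICELL8 values are whole counts of reads, aligned by the authors with STAR and without removal of repeated reads. Every ICELL8 cell is listed as 2 columns with identical values, and 1 of the columns was used. Genome builds are not given in the sources used here, and no coordinates were used. The cardiac atlas, devCellPy, Slingshot and the ambient RNA correction of the methods were not used here.

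Cells were kept when genes, counts, mitochondrial percentage and ribosomal percentage lay within 3 median absolute deviations (scaled to the standard deviation of a normal distribution, as R does) of the median of their set. Counts were scaled to 10000 per cell and log-transformed. Clusters came from 2000 variable genes, 30 principal components, a graph of 15 neighbours and Leiden clustering at a resolution of 0.5 with the random seed 1. For the time course and the ICELL8 cells, the technical variables of the methods and the cell cycle scores were regressed out. Cluster names came from marker lists. The score behind the names is the mean z-score over clusters of a list's genes, with a pseudocount of 0.1 counts per 10000. At least 3 markers detected in 20% of the cells were required, and for other types than cardiomyocytes also 1 marker among the 50 leading genes of the cluster. A name was withdrawn where markers of another type were more frequent among the 10 leading genes. It was also withdrawn where the median counts of a cluster were far below those of its sample and none of these genes was an own marker. This scoring rule was chosen after the data had been seen. G1 was called when both cell cycle scores were 0 or below.

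Expression levels are summed UMIs per 10000 with exact Poisson intervals. Shares of cells are given with exact Clopper-Pearson intervals, both at a level of 95% and for counting error only. For a count of 0 a limit of 3 counts was also computed, but the limit given in the text is that of the exact interval. Shares of the time course were computed after thinning every cell to 3800 UMIs, the 5th percentile of the G1 cardiomyocyte-like cells rounded down. The E10.5 comparison used 4300 UMIs and the ICELL8 alternative 63600 reads. Variable genes for the principal components of the time course came from scran 1.30.0 in R 4.3.3, and the number of cell pairs in day order was counted on the first component. The genes named in the text are those that the paper names for these cells, their human counterparts, and the 5 genes with the largest rise and the 5 with the largest fall from day 7 to day 30 among genes with at least 1 count per 10000 on either day, ranked by log2 ratios with a pseudocount of 0.1 counts per 10000 added to both days. Ratios of levels given elsewhere have no pseudocount. The text also names genes of the marker lists, such as *MYL7* and *APOA1*, the cardiomyocyte gene *MYH6*, and *MYLK*, *ISL1*, *MEF2C* and *BMP4*, which lead clusters and were chosen after their values were seen. A boosted-tree model was trained on 865 E10.5 cells of 4 named subtypes with xgboost 3.0.5, using 200 rounds, a depth of 6 and a learning rate of 0.1. It was applied to the G1 cardiomyocyte-like cells of the time course through 12360 symbols shared by upper case. The paper's own per-cell probabilities and flow cytometry values were read from its source data. Other tools were Python 3.11.15, scanpy 1.11.5, numpy 2.4.6 and scipy 1.17.1. The paper names older versions of scran.

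Median depths were 5448 to 14530 UMIs per barcode in the time course, 7825 in the E10.5 library and 194400 reads in the ICELL8 cells. The marker lists and 43 alternatives were fixed before the data were examined, and 7 alternatives were added afterwards, as 5 settings of which 2 apply to 2 results each. For the paper's probabilities, the source data and figures had already been read when the alternatives were fixed. The alternatives changed the cell filter, the clustering, the naming, the cells used, the denominator, the thinning, the variable genes, the minimum of reads and the settings of the model.

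The steps were tested on simulated data. Of 200 genes simulated as changed, 99.5% had a log2 ratio within 0.2 of the simulated one. All of the 600 simulated cells received the name of the profile they were drawn from. The profiles were the pooled counts of day 15 groups that the same rule had named, without variation within a group. This result was therefore likely beforehand and does not measure naming errors in real cells. Between simulated groups of 1 step, 49.5% of cell pairs were in order, and between groups of different steps 100%. The model gave 100% of a second draw of cells their class, and 21.9% after the labels were shuffled. Both draws came from the same pooled mouse profiles, so the transfer to human cells was not tested.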

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

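Tests on droplets with little RNA, on *MYL3* in clusters with other names, and on free RNA or swapped wells behind *Cre* reads, were chosen only after the results had been seen, as was the naming of clusters from *TNNT2*, *ACTA2* and *TNNI1* alone.

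The paper analyses the cardiomyocytes of the time course, and many cells of its middle days had other names or none. Epicardial-like cells made up 43.9% of the filtered cells on day 11, 35.3% on day 13 and 75.1% on day 15, and stromal-like cells 13.48%, 9.09% and 9.31%. Cells without a name made up 31.8% on day 11 and 22.5% on day 13. These shares depend on the settings. On day 11, cells without a name made up 52.6% without scaling of the deviation in the filter and 26.0% without a filter. At a clustering resolution of 1.0 they made up 61.3%. On day 13 no cluster stayed without a name when the deviation was not scaled. Unnamed cells of day 13 made up 0.261% without a filter and 15.85% at the resolution of 1.0. Without scaling of the deviation in the filter, without a filter and at a clustering resolution of 1.0, epicardial-like cells made up 24.45%, 32.65% and 14.35% on day 11, 52.3%, 46.3% and 40.4% on day 13, and 66.2%, 65.55% and 58.9% on day 15, and stromal-like cells up to 19.0% on day 13 and 17.55% on day 15. For the epicardial-like cells of day 11, droplets with little RNA are argued against, as their median UMIs were 97.1% of those of cardiomyocyte-like cells and the intervals overlap (10580 to 11080 and 10770 to 11740). On days 13 and 15 they were at 83.5% and 75.3%, lower beyond the intervals, with medians of 7355 and 6235 UMIs. Stromal-like cells had lower medians beyond the intervals on day 11, 9586 UMIs or 85.7% of the cardiomyocyte-like median, and on day 15, 7153 UMIs. No limit for little RNA had been set, so it stays open for the groups with lower medians, among them the unnamed cells of day 13 with 7443. All of these medians lie above the 5322 UMIs of the cardiomyocyte-like cells of day 7 (interval 5221 to 5440). For the groups as a whole, this argues against droplets with less RNA than those cells. Whether the naming rule leaves cardiomyocytes out stays open for the cells without a name. *TNNT2* per 10000 in epicardial-like and stromal-like cells reached at most 24.9% of its level in cardiomyocyte-like cells, but it is among the markers behind the name, so this value decides nothing. *MYL3* is not among these markers. It was at most 1.44 per 10000 in any epicardial-like or stromal-like cluster of these days (interval 1.35 to 1.52), below the 2.18 of the cardiomyocyte-like cluster with the lowest level on any day (interval 1.67 to 2.79). This argues against whole clusters of cardiomyocytes under these 2 names, though the comparison was chosen with both values in view, *MYL3* leads some cardiomyocyte-like clusters and so is not independent of the grouping, and single cells within a cluster were not tested. An unnamed cluster of 57 cells on day 11 was at 2.65. The other unnamed clusters of days 11 and 13 were at 0.574 to 1.33, among them a day 11 cluster of 589 cells at 1.12. Their upper limits reached 1.615, below the lower limit of 1.674 of that cardiomyocyte-like cluster. With the same limits to the comparison, *MYL3* argues against whole clusters of cardiomyocytes among these other unnamed ones. Going the other way, naming from *TNNT2*, *ACTA2* and *TNNI1* alone raised the G1 cardiomyocyte-like cells of day 11 from 287 to 624. Each day is a separate thaw of cells frozen on day 7, with 1 set of cells per day, so day and thaw cannot be told apart. A biological change of the culture with time stays open and was not tested.

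The ICELL8 matrix lists *Cre* and *MYL2-Tomato* as genes of their own, for which the paper reports no single-cell values. *Cre* reads were found in 344 of 938 cells (36.7%, interval 33.6% to 39.9%), or 15.1% with at least 5 reads required and 25.7% after thinning. Fig. 8a shows *Cre* joined to *TBX5*, so both share a transcript by design. The share with *Cre* was 61.1% in cells with a *TBX5* read and 26.0% in cells without one, and at 1 depth the difference was 20.6 percentage points. Free RNA or swapped wells cannot be told apart from expression by this difference, because free RNA of the joint transcript would bring reads of both genes. Over 4 groups of cells from the fewest to the most reads, the share with *Cre* was 24.3%, 42.6%, 36.3% and 43.6%. The last was 19.3 percentage points above the first, and the upper 3 groups show no steady rise. Too few reads may therefore hide *Cre* in some cells with little depth. How far past expression without present *TBX5* transcription contributes was not tested.

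*MYL2-Tomato* reads were found in 34 cells (3.63%, interval 2.52% to 5.03%), 32 of which also had *MYL2* reads. The reporter is joined to *MYL2* (Fig. 8a). Over 4 groups of cells sorted by *MYL2* per 10000, the share with *MYL2-Tomato* was 0.851%, 1.70%, 3.85% and 8.12%. This is consistent with reads from the *MYL2* transcript, and reporter transcription from the same allele predicts the same rise. *MYL2-Tomato* reads amounted to 0.504% of the *MYL2* reads. The reason for this low ratio was not tested.

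Changes from day 7 to day 30 in G1 cardiomyocyte-like cells were ranked among 1627 genes with at least 1 count per 10000 on either day, by log2 ratios with a pseudocount of 0.1 counts per 10000 on both days. The 5 leading rises include genes that the paper does not discuss for these cells. The ratio with the pseudocount was 5.13 for *NPPA*, 5.10 for *MYH7*, 4.91 for *AL136171.2*, 4.80 for *BANCR* and 4.62 for *LINC01405*. The 5 leading falls were -5.11 for *AC068587.4*, -4.25 for *RSPO3*, -4.01 for *DUSP6*, -3.76 for *FOXH1* and -3.37 for *PRTG*. Both lists and their order depend on the pseudocount, which lowers the ratios of genes with few counts on 1 of the days. *MYL2* is not among the 5 by this measure. Without a pseudocount its ratio was 6.57 (interval 5.87 to 7.38), above the 5.29 of *NPPA* and the 5.22 of *MYH7*, although its day 7 level, 0.0247 per 10000, is not above the 0.0224 of the other cells of that day. *BANCR* went from 0.0355 to 3.68 per 10000, a larger ratio of levels than that of *NPPA* (0.834 to 32.6), and *FOXH1* from 1.52 to 0.0200, a larger one than that of *AC068587.4* (13.2 to 0.285). Both days come from the same deposited sample and have 1 set of cells each, so the spread between cultures is unknown. No explanation of these changes was tested.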

How the results depend on the processing

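Alternatives chosen only after the data had been seen were naming clusters from *TNNT2*, *ACTA2* and *TNNI1* alone, the E10.5 naming without cardiomyocytes first, the removal of the 5% of E10.5 barcodes with the highest Scrublet scores, the ICELL8 cells without clusters led by stromal genes, and the model without *Myl2*. All others had been set earlier, but those for the paper's source data only after these and the figures had been read. No paired analysis was possible because every condition has a single set of cells. Of 2159 alternative values, 1059 stayed within the counting interval of the reported value or within 1.5 times a reported count, 1092 moved beyond it and 8 changed direction. A change of direction was counted only where the interval of the reported value leaves out no change. Ratios whose interval holds 0 also changed sign without being counted, such as *MPPED2* on day 30 over day 7, at -0.033 as reported, 0.22 with cardiomyocyte-like cells of every phase and 0.35 with all filtered cells. The counting intervals are narrow, and the spread between cultures is unknown. The cause was not tested for any change below, unless it is named.

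The number of G1 cardiomyocyte-like cells stayed within 1.5 times the reported number in 29 of 30 alternative values. Naming from *TNNT2*, *ACTA2* and *TNNI1* alone gave 624 on day 11 in place of 287.

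The rise of *MYL2*, *MYL3* and *MYH7* from day 7 to day 30 had the same direction under all 8 alternatives. Averaging log-normalized values over cells gave log2 ratios of 5.54 for *MYL2*, 5.34 for *MYH7* and 2.25 for *MYL3*. For *MYL3* the ratio was 1.70 with cardiomyocyte-like cells of every phase, 1.84 with all filtered cells, 1.85 without scaling of the deviation in the filter and 1.45 at a clustering resolution of 1.0. Small changes of other genes turned. *ACTA2* from day 7 to day 30 was at -0.028 at the resolution of 1.0 against 0.10. *MPPED2* from day 7 to day 50 was at 0.078 against -0.36 and *STARD10* from day 7 to day 30 at 0.015 against -0.30 when log-normalized values were averaged. *NR2F2* from day 7 to day 50 was at -0.085 without scaling of the deviation and at -0.093 with naming from *TNNT2*, *ACTA2* and *TNNI1* alone, against 0.45.

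The share of G1 cardiomyocyte-like cells with *MYL2* stayed highest on day 50 under every alternative. Without thinning it was 37.8% on day 30 and 95.5% on day 50, since deeper cells show more genes. With at least 2 UMIs required it was 0% on day 7, 4.72% on day 15, 12.4% on day 30 and 74.4% on day 50. At 1900 UMIs per cell it was 0.415%, 6.36%, 17.0% and 76.1% on these days.

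On the first principal component, days 11 and 13 stayed against day order under 5 alternatives. Using all filtered cells gave 54.4% of pairs in order for days 11 and 13, 14.6% for days 7 and 11, 40.6% for days 13 and 15, 87.6% for days 15 and 30 and 72.4% for days 30 and 50. Here the cells that are not cardiomyocyte-like, most of those on days 11 to 15, take part in the order. With all days thinned to 281 cells and 3800 UMIs, the shares were 88.4% for days 7 and 11, 81.7% for days 13 and 15, 62.5% for days 15 and 30 and 87.5% for days 30 and 50. With days 7 to 30 only, it was 59.5% for days 15 and 30.

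Among the ICELL8 cells, most had *TurboGFP* and most had *HAND1* under each of the 6 alternatives, while both together fell to 44.5% with at least 5 reads. Requiring at least 5 reads gave 66.4% for *TurboGFP*, 63.5% for *HAND1*, 40.8% for *MYL2* and 2.77% for any of the 4 atrial markers. A log-normalized value above 0.1 gave 77.1%, 80.8%, 54.9% and 5.01%. Thinning to 63600 reads gave 77.3%, 80.0%, 55.1% and 4.83%. Without a cell filter *TurboGFP* was found in 82.7%, *HAND1* in 80.1% and *MYL2* in 59.5%, with cells of as few as 210 reads included.

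In the E10.5 library, the share of cardiomyocyte-like cells was 33.1% without scaling of the deviation, 26.1% without a cell filter, 24.0% with technical variables regressed out, 20.4% without the 5% of barcodes with the highest Scrublet scores and 13.2% when the cardiomyocyte name was not given first. The share of ventricular-like cells among them was 15.6% without scaling of the deviation, 38.3% without a cell filter, 43.1% with technical variables regressed out, 23.5% at the clustering resolution of 1.0 and 18.7% when the cardiomyocyte name was not given first. Removing the doublets that Scrublet called took out 1 filtered cell and is no test of doublets. Between cells with and without an *Irx2* UMI, the difference for *Ppp1r17* was 34.1 percentage points without thinning and that for *Id2* was 0.914 over all cardiomyocyte-like cells.

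The median probability from the E10.5-trained model was higher on day 50 than on day 7 under every alternative. On day 7 it was 0.241 and 0.316 with 2 of the 4 other seeds, 0.185 with all filtered cells, 0.0217 with thinned cells, 0.4201 without *Myl2* and 0.221 as a mean. On day 30, where the reported median is 0.536, it was 0.520, 0.454, 0.456 and 0.383 with the 4 other seeds, 0.452 with all filtered cells, 0.270 with thinned cells and 0.912 without *Myl2*. On day 50 it was 0.865 with all filtered cells, 0.822 with thinned cells and 0.749 as a mean. Of the 10 largest changes from day 7 to day 30, 10 stayed on the list with a minimum of 0.5 counts per 10000, 4 with a minimum of 5, which leaves 209 genes to rank, and 4 when day 50 replaced day 30.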

Differences from the paper's values

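Naming clusters from *TNNT2*, *ACTA2* and *TNNI1* alone was the only alternative of this part chosen after seeing values of the deposited data. The alternatives for the paper's source data were set after these and the figures had been read.

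The number of G1 cardiomyocyte-like cells was 1212 on day 7, where the paper's number is 517. The paper gives its numbers as cells predicted per timepoint (Fig. 7e) and does not say that they are all of its G1 cardiomyocytes, so the groups compared here need not be the same. None of the alternatives set before the data were examined came within 1.5 times the paper's number. They gave 1051 without scaling of the deviation in the cell filter, 1287 without a filter, 946 at a clustering resolution of 1.0 and 1649 with all phases kept. On day 11 the number was 287, where the paper's number is 150. Without scaling of the deviation it was 202, within 1.5 times the paper's, and it was 361 without a filter, 304 at the resolution of 1.0 and 362 with all phases kept. Naming from *TNNT2*, *ACTA2* and *TNNI1* alone, a setting chosen after seeing the values, gave 1210 on day 7 and 624 on day 11. The other days lay within 1.5 times the paper's numbers, with 647 against 474 on day 13, 459 against 488 on day 15, 667 against 657 on day 30 and 737 against 706 on day 50. Only the setting with all phases kept left this range on day 13, with 911.

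Fig. 7e is labelled as showing medians. For the E13.5 model its bars stand at about 0.2 on day 7, about 0.2 on day 11, about 0.16 on day 13 and about 0.14 on day 15, read by eye from Fig. 7e. The medians of the paper's source data are 0.106, 0.105, 0.0814 and 0.0729 on these days. The means of the same values are within 1.5 times the bars, with 0.195, 0.207, 0.165 and 0.145. They are an alternative set after the source data and the figure had been read. Over all 24 bars, the means lie within 0.05 of the bar for 24 and the medians for 11.

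The paper states that among the later murine models only E9.25 passed its cutoff for a confident prediction. In the paper's source data, the day 50 median is 0.520 for E13.5 (interval 0.423 to 0.607) and 0.430 for E10.5 (interval 0.338 to 0.555). Both intervals hold the cutoff of 0.5, so neither median can be told apart from it. As a mean, E13.5 is at 0.497 on day 50, below the cutoff. The paper also states that the probabilities of the E9.25 to E13.5 models increase gradually. From day to day, the median rose in 4 of 5 steps for E9.25, 2 of 5 for E10.5 and 2 of 5 for E13.5, and it was higher on day 50 than on day 7 for each of them. By the share of cells above 0.5, steps up numbered 5 for E9.25, 4 for E10.5 and 3 for E13.5, and by the mean 4, 2 and 3.

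The paper describes a gradual increase of its 3 ventricular markers, in curves fitted along pseudotime. The values here are levels per day, another measure, so a fall between days need not contradict those curves. From day 7 to day 50 the log2 ratio was 11.3 for *MYL2* (interval 10.6 to 12.1), whose day 7 level is not above that of the other cells, 5.44 for *MYH7* and 2.08 for *MYL3*, all rises. *MYL3* was lower on day 30, at 12.0 UMIs per 10000, than on day 15, at 20.6. With all filtered cells in place of the G1 cardiomyocyte-like cells, *MYL3* was at 10.2 on day 30 and 4.64 on day 15, values that follow the share of cardiomyocyte-like cells, 15.6% on day 15 and 88.6% on day 30.

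The paper describes a progression of the days along the first principal component. In 4 of the 5 steps between consecutive days most pairs of cells were in day order, and for days 11 and 13 39.4% were. With all filtered cells 54.4% of these pairs were in order, and the steps from day 7 to day 11 and from day 13 to day 15 then went against it.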

Other observations

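Chosen only after the results had been seen were the tests of depth and cell number on the first principal component and of reads per cell on both platforms. The model without *Myl2* and the removal of E10.5 barcodes by their Scrublet scores were settings added after the data had been seen.

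Day 13 lay behind day 11 on the first principal component. Of its 647 G1 cardiomyocyte-like cells, 352 belong to a cluster led by *MYLK*, *ISL1* and *ACTA2*. Without this cluster, 53.3% of the pairs of a day 11 and a day 13 cell were in day order (interval 47.4% to 59.2%), and with this cluster alone 27.7%. The interval holds both orders, so whether the cluster accounts for the whole reversal cannot be told apart from counting error. The cluster left out has the lower median position, -4.74 against -0.446 in the other cluster of day 13, though the lower quartile of that other cluster is lower still, at -9.44 against -7.70. Depth and cell number are argued against as the whole cause, as 41.4% of the pairs were in order with every day thinned to the same cells and UMIs. Day and thaw cannot be told apart with 1 set of cells per day, and a biological state of day 13 was not tested.

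On day 50, *MYL2* UMIs were frequent in cells that were not cardiomyocyte-like, at 10.6% of the level in cardiomyocyte-like cells. *TNNT2* was at 12.6%, *MYH7* at 12.9% and *MYL7* at 12.5%. The like levels of these genes are consistent with free RNA from the cardiomyocytes, though cells carrying cardiomyocyte transcripts for another reason predict the same and were not tested apart.

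In the ICELL8 data, 805 of 938 cells had a *TurboGFP* read. Over 4 groups of cells from the fewest to the most reads, the share without one was 25.5%, 13.6%, 10.7% and 6.84% (interval of the last 3.96% to 10.9%). Too few reads may explain part of the cells without one. The share neither stayed at the level of all cells nor fell to near 0, a case that the test had not foreseen, and whether the remaining cells lack the reporter cannot be told apart from its low expression.

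Cells of day 15 were measured on both platforms, in the parental line for the time course and in the lineage tracing line for ICELL8. *MYL2* was at 1.00 per 10000 in the time course (interval 0.905 to 1.10) and 1.23 in ICELL8, a log2 ratio of 0.29, while 13.9% and 66.6% of the cells had it. Levels of other genes differed more, with log2 ratios of 1.59 for *MYL3*, -1.60 for *MYH7*, -3.07 for *MYH6* and -3.44 for *TBX5*. More reads per cell cannot be told apart from a difference of line, culture or platform as the reason for the higher share, since these differ together and reads were set against UMIs.

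In the E10.5 library, 204 cardiomyocyte-like cells (15.4%) were in clusters led by endothelial, mesenchymal or epicardial genes. Their median Scrublet score was 0.1799, against 0.0510 in the other cardiomyocyte-like cells, and 63.2% of them were among the 5% of barcodes with the highest scores, against 0.712% of the others. Together with their median of 22500 UMIs against 12740, this is consistent with doublets of a cardiomyocyte and another cell. The score is computed from simulated doublets of the same cells and is not independent of the mixed expression. Cells in transition between types were not tested. With the 5% removed, 20.4% of the filtered cells were cardiomyocyte-like.

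The paper shows *Ppp1r17*, *Id2* and *Myoz2* as septal in another E10.5 dataset. For *Ppp1r17* it also reports septal labelling by RNAScope in sections of E10.5 hearts, which the counts given here do not test. In this library, ventricular-like cells were split by an *Irx2* UMI after thinning to 4300 UMIs, which left out 17 shallower cells. *Ppp1r17* was found in 31.8% of 44 cells with *Irx2* (interval 18.6% to 47.6%) and 21.5% of 297 cells without it (interval 17.0% to 26.7%). *Id2* was found in 59.1% and 42.8%, and *Myoz2* in 36.4% and 25.6%. The differences were 10.3, 16.3 and 10.8 percentage points, with approximate 95% intervals of plus or minus 14.5, 15.2 and 14.9. Which gene lies beyond counting error depends on the measure and the setting. In the same thinned cells the level of *Ppp1r17* was 1.32 UMIs per 10000 with *Irx2* (interval 0.855 to 1.95) and 0.626 without it (interval 0.497 to 0.7796), while the intervals of the levels overlap for *Id2* and *Myoz2*. Over all cardiomyocyte-like cells the differences in shares were 15.2 for *Ppp1r17*, 0.914 for *Id2* and 17.0 for *Myoz2*, with intervals of plus or minus 12.0, 12.9 and 12.3. With the barcodes that Scrublet called removed they were 17.8, 18.4 and 12.3, with 14.0, 14.5 and 14.1, and with the 5% of barcodes with the highest scores removed 10.9, 10.2 and 13.2, with 13.8, 14.9 and 14.6. In thinned endothelial-like cells, with a median of 11800 UMIs before thinning, the shares were 0.594% for *Ppp1r17*, 44.5% for *Id2* and 0.445% for *Myoz2*, and *Irx2* itself was found in 0.742%. The ventricular marker *Myl2* was found in 50.3% of these endothelial-like cells. The cells with *Irx2* had a median of 11070 UMIs before thinning and those without it 12820. Split by *Irx1* in place of *Irx2*, the differences were 21.7, 20.8 and 17.1 percentage points, with intervals of plus or minus 17.7, 17.2 and 17.7. Without thinning, the differences by *Irx2* were 34.1, 21.6 and 24.4 percentage points, where cells with *Irx2* are also counted at their own depth.

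A boosted-tree model trained on the subtypes of the E10.5 library gave the G1 cardiomyocyte-like cells of the time course a median ventricular probability of 0.204, 0.146, 0.105, 0.243, 0.536 and 0.946 on days 7, 11, 13, 15, 30 and 50. In held-out E10.5 cells it found the class of 95.7% and of 98.9% of the ventricular-like ones. The training names came from markers that include *Myl2*, which gave 24.0% of the model's gain. *Myl2* alone is argued against as the whole cause of the rise, because the median rose by 0.533 from day 7 to day 50 in a model trained without it. Depth is argued against too, as the rise was 0.800 with all cells thinned to 3800 UMIs. In the reported setting, the paper's medians from its own E10.5 model, trained on other cells, were lower on all 6 days. The predicted cells also differ, with 517 in the paper and 1212 here on day 7. With thinned cells the medians on days 7, 11, 13 and 15 were 0.0217, 0.0297, 0.0200 and 0.0360. These lie below the paper's 0.136, 0.0955, 0.0938 and 0.0761. All filtered cells on days 11 and 13 (0.0786 and 0.0749) and seed 5 on day 13 (0.0806) were also below the paper's medians. On day 30 the median of the model trained here lay on either side of 0.5 depending on the setting. The reported 0.536 is the highest of 5 seeds, and the other 4 gave 0.520, 0.454, 0.456 and 0.383. It was 0.452 with all filtered cells, 0.270 for thinned cells and 0.912 without *Myl2*. A maturation of the cells and the separate capture of day 50 stay open for the last step.

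In the paper's source data on flow cytometry of day 35, the 17 differentiations have a mean of 90.3% GFP-positive cells among TNNT2-positive cells, with an SEM of 2.27, and 94.3% among TdTomato-positive cells, with an SEM of 1.37. The lowest single values are 58.6% and 75.6%, and the second lowest 82.0% and 87.5%. The methods and the reporting summary of the paper give another number of differentiations, and the reporting summary also a lower mean for the first of these measures.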
